# RRAD-reduction reveals efficacy of targeting L-type calcium channel regulation for treatment of heart failure

**DOI:** 10.1093/cvr/cvaf169

**Published:** 2025-10-01

**Authors:** Garrett Elmore, Sarisha S Lohano, Nicholas M McVay, Bryana M Levitan, Andrea Sebastian, Kyle W Barker, Alec Dupont, Steven W Leung, Riham R E Abouleisa, Pretty R Mathew, Austin Wellette-Hunsucker, Austin T Minton, Kenneth S Campbell, Solomon W Harrar, Mohammad Mehri, Jonathan F Wenk, Tamer M A Mohamed, Douglas A Andres, Jonathan Satin

**Keywords:** Dilated cardiomyopathy, L-type calcium channel, Therapeutic strategy, Heart failure

## Abstract

**Aims:**

Heart failure with reduced ejection fraction (HFrEF) is a major health problem. Increasing L-type calcium channel (LTCC) activity deteriorates heart function; however, myocardial RRAD knockout (cRAD^Δ/Δ^) instills tonic modulated LTCC current (I_Ca,L_) that preserves healthy myocardium. Thus, we chose to challenge the dogma that enhanced trigger Ca^2+^ is maladaptive. The study objective was to test the hypothesis that modulated I_Ca,L_ in cRAD^Δ/Δ^ mice rescues dilated cardiomyopathy by providing tonic modulated trigger Ca^2+^.

**Methods and results:**

Mouse and human models were tested. The muscle lim protein knockout mouse (MLPKO) is a murine model of dilated cardiomyopathy (DCM) and HFrEF. The experimental timeline was to induce cRAD^Δ/Δ^ after onset of DCM (2.5 months of age) and follow subjects for up to 1-year. Longitudinal echocardiography and cardiac magnetic resonance imaging (CMR) showed that cRAD^Δ/Δ^ intervention rescued systolic function. Patch clamp recordings of isolated cardiomyocytes of MLPKO with cRAD^Δ/Δ^ demonstrated augmented LTCC activity, along with rescue of dysfunctional Ca^2+^ handling and sarcomere function. Bulk RNAseq of hearts demonstrated down-regulated pathological signalling cascades and pro-hypertrophic gene expression which comported with the reduction in eccentric hypertrophy observed with gravimetrics, CMR, and echocardiography. *RRAD* knockdown effects translate from mouse to human heart. Ventricle slices from HFrEF patients were treated with lentiviral shRNA targeting *RRAD* and recapitulated the inotropic and lusitropic effects observed in the mouse model of DCM.

**Conclusion:**

Induction of cardiomyocyte-restricted RAD knockout in MLPKO mice after onset of DCM rescued cardiac dysfunction and attenuated pathological remodelling. cRAD^Δ/Δ^ intervention provided positive inotropy and lusitropy and reverted transcriptional signatures towards healthy myocardium. This study introduces targeting myocardial RAD regulation of the LTCC as a novel therapeutic strategy for systolic heart failure.

**Time of primary review: 39 days**

**See the editorial comment for this article ‘A RADical approach to treating heart failure’, by M. Obeidat and D.A. Eisner, https://doi.org/10.1093/cvr/cvaf184.**

## 1. Introduction

Heart failure (HF) is a major global health problem,^1^ and heart failure with reduced ejection fraction (HFrEF) represents 50% of HF.^2^ Current therapies fail to adequately address a principal issue: loss of contractile force.^3,4^ Myocardial calcium is a major contributor to cardiac inotropy and targeting calcium dysregulation in HF is an active area of investigation with targets including RyR2, NCX, SERCA, and TRP channels.^5^ LTCC hyperactivity has dogmatically been considered contributory to pathological signalling. Increased I_Ca,L_ by elevated pore-forming Ca_V_1.2^6^ or CaVβ2^7^ expression accelerates heart disease. In stark contrast, cardiomyocyte-restricted induced Rad knockout (cRad^Δ/Δ^) modulates I_Ca,L_ without onset of pathological signalling.^8^ Modulated I_Ca,L_ is defined by greater peak current with faster decay kinetics and lower voltage activation leading to increased trigger Ca^2+^. We reasoned that the increased trigger Ca^2+^ provided by RAD reduction provides an inotropic boost to ameliorate heart failure. This suggests the paradigm-shifting hypothesis that boosted LTCC, specifically LTCC modulation is an efficacious target for treating HFrEF.

Rad is an essential contributor to LTCC localization and modulation in cardiomyocytes.^9^ In the cRad^Δ/Δ^ mouse, I_Ca,L_ under basal conditions phenocopies protein kinase A (PKA) modulated LTCC.^10^ This provides a boost of trigger Ca^2+^ but without sympathetic adrenergic stimulation, which drives cardiac hypertrophy.^11^ When myocardial Rad knockout is induced in the adult there is no resulting hypertrophy or elevation of indices of pathological remodelling,^8^ and adult cardiomyocyte-restricted knockout is phenotypically distinct from the global constitutive Rad knockout which shows a propensity for elevated hypertrophic signalling.^12,13^ Rad is a portmanteau for Ras-associated with diabetes; however, evidence has failed to mechanistically link Rad to diabetes or even show GTPase activity as expected for a ras-related proteins. Rad is a LTCC Ca_V_β2 interacting protein. In over-expression paradigms Rad inhibits I_Ca,L_.^9,14^ Upon β-AR stimulation Rad inhibition of I_Ca,L_ is relieved by a loss of LTCC—Rad association^15^ confirming earlier findings showing that myocardial Rad knockout phenocopies β-AR stimulated I_Ca,L_—importantly, however, under basal conditions.^16^ In addition, β-AR signalling to non-LTCC targets is preserved in cRad^Δ/Δ^.^8^

Here we introduce the LTCC as a target for managing heart failure progression. We used the CSRP3 (commonly called muscle lim protein, MLP) knockout mouse^17^ to test the hypothesis that Rad^Δ/Δ^-modulated LTCC provides acute inotropic support and long-term heart remodelling to prevent and reverse heart failure. MLPKO mice serve as a robust model for studying human dilated cardiomyopathy (DCM) in that they share ventricular dilatation and wall thinning, myocyte hypertrophy, fibrosis, myofilament disarray, impaired contractility, relaxation, cardiac output, and SR Ca^2+^ cycling, prolonged ventricular action potential duration, compromised repolarization, and increased foetal gene expression.^17–23^ MLP is located at Z-discs in sarcomeres of striated muscle and nuclei, and thought to be involved in sensing and relaying muscle stretch.^20,24–26^ We chose the MLPKO model because it has been well-characterized over two decades of study and reliably produces a consistent systolic deficiency. A key focus of this study is evaluating the ability of RAD deletion to act as a calcitrope^27^ after the onset of DCM. Our results suggest that RAD reduction is an effective intervention to treat established DCM.

## 2. Methods

An expanded Methods section is available in the Supplemental Material. All procedures for experiments using animals were approved by the Animal Care and Use Committee of the University of Kentucky and conformed to the National Institute of Health ‘Guide for the Care and Use of Laboratory Animals.’ For echocardiography, Mice were first anesthetized with 2% isoflurane in an induction chamber, chest hair was removed prior to imaging, then a nose cone was placed with inhaled isoflurane, 0.5–1% + 0.5–1.0 L/min 100% O_2_) to maintain a light anaesthesia level, with heart rate (350–500 beats per minute) and core temperature (37°C) continuously monitored and maintained by a heated platform. For euthanasia, ketamine + xylazine (120 mg/kg + 10 mg/kg, ip) are administered and upon loss of toe pinch reflex, cervical luxation is then performed prior to heart harvest. Researchers were blinded to genotype during experiments and subsequent analysis. Human hearts were obtained through the United Network for Organ Sharing (UNOS), Baylor College of Medicine (Institutional Review Board H-53940) or the University of Kentucky (46103). Appropriate consents consistent with the Declaration of Helsinki were obtained in all cases. Some of the specimens were procured from organ donors when the native heart could not be used for transplant.

## 3. Results

### 3.1 RAD knockout rescues cardiac dysfunction and reverse remodels hearts with dilated cardiomyopathy

An interventional timeline was chosen to test for Rad reduction to reverse existing dilated cardiomyopathy (DCM). MLPKO-RAD^fl/fl^ and MYH6-MerCreMer-MLPKO-RAD^fl/fl^ mice progressed to a DCM phenotype at 2.5-months, and then all mice were administered tamoxifen to induce cardiomyocyte-restricted RAD deletion in the latter (cRAD^Δ/Δ^; *Figure 1A*). Prior to tamoxifen, RAD protein levels were not different in hearts from 2.5-month MLPKO-RAD^fl/fl^ and MYH6-MerCreMer-MLPKO-RAD^fl/fl^ mice (*Figure 1B*). One month after induction, western blotting showed loss of RAD protein expression in MYH6-MerCreMer-MLPKO-cRAD^Δ/Δ^ hearts (*Figure 1B*). To simplify labelling throughout the paper, the induced MYH6-MerCreMer-MLPKO-RAD^fl/fl^ are abbreviated as cRAD^Δ/Δ^-MLPKO, and MLPKO-RAD^fl/fl^ mice are referred to as MLPKO.

**Figure 1:**
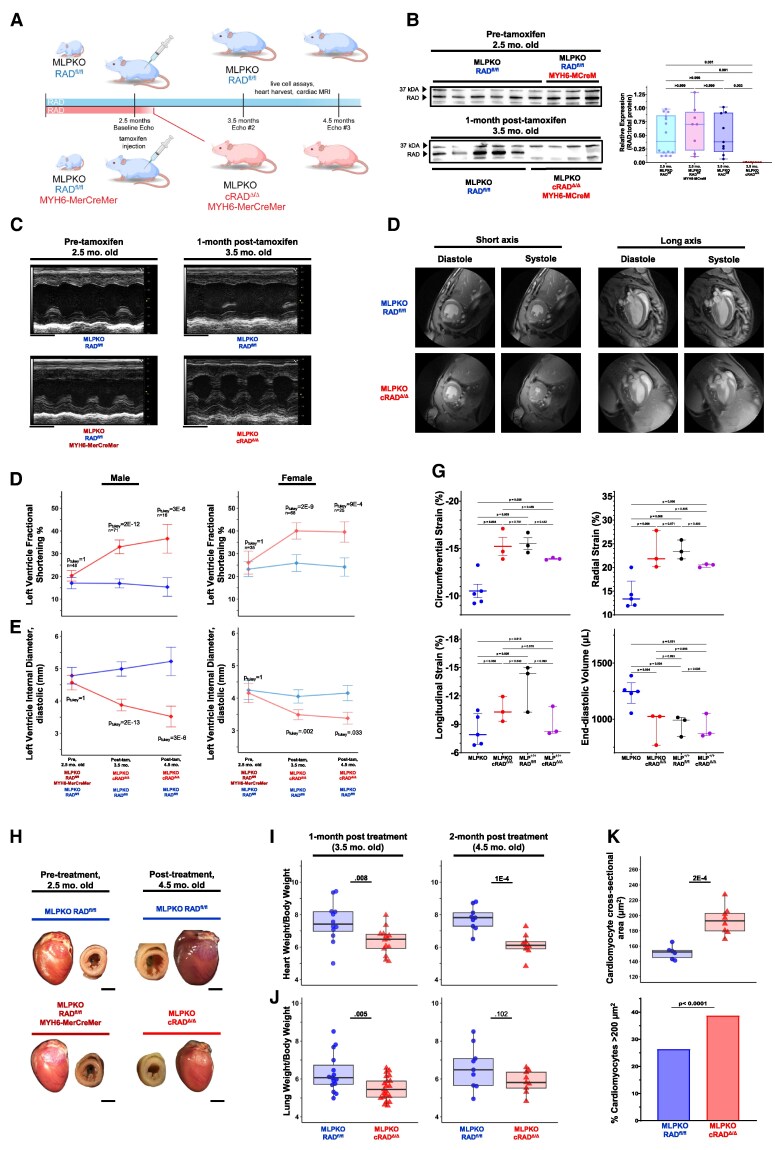
Cardiomyocyte-specific RAD deletion rescues cardiac dysfunction and pathological structural remodelling in DCM. (*A*) Experimental design. MLPKO-RAD^fl/fl^ or MLPKO-RAD^fl/fl^ MYH6-MerCreMer treated with tamoxifen at 2.5-months to yield MLPKO or cRad^Δ/Δ^-MLPKO, respectively. Longitudinal echocardiography on pre-tamoxifen (2.5 month old) and 1- and 2-months post-tamoxifen (3.5- and 4.5-month-old) mice. Live cell assays, heart harvests, and cardiac MRI were performed on mice between or at 1- to 2-months post-tamoxifen. (*B*) Representative western blot for RAD protein from snap-frozen mouse hearts before and after tamoxifen and summary data presented as relative expression of RAD normalized to total protein. cRAD^Δ/Δ^-MLPKO significantly reduced RAD protein expression Kruskal–Wallis (*P* < 0.001) and *post hoc* Dunn’s multiple comparisons test. *N* = 14, 8, 9, and 8 mice (respectively, left to right). (*C*) Representative M-mode echocardiographic tracings pre-tamoxifen and 1-month after tamoxifen administration. The x-axis is seconds (scale bar = 1 s) and y-axis is millimetres. Male mice are represented here; female representatives are shown in Supplementary material online, *Figure S1*. (*D*) Mean left ventricular fractional shortening before and 1- and 2-months after cRAD^Δ/Δ^ induction. cRAD^Δ/Δ^ had a significant treatment effect (genotype*time point, *P* = 2.3E-7, *F* = 16.71) on fractional shortening (linear mixed model accounting for genotype [*P* = 3.7E-17, *F* = 88.17], and time point [repeated measures] [*P* = 3.6E-10, F = 24.66] as fixed factors. The sex fixed factor was significant (*P* = 5.8E-7, *F* = 26.98). The means of male (left, darker colours) pre-tamoxifen MLPKO RAD^fl/fl^ [17.0% (95% CI 14.6, 19.5), *N* = 27] and MLPKO RAD^fl/fl^ MYH6-MerCreMer [20.3%, (18.0, 22.6), *N* = 21] were not significantly different. The means of 1- and 2-months post-tamoxifen male cRAD^Δ/Δ^-MLPKO (33.0% [30.0, 36.0], *N* = 37 and 36.6% [30.3, 42.9], *N* = 8) were significantly greater than MLPKO (16.9% [15.0, 18.9], *N* = 34 and 15.3% [11.3, 19.4], *N* = 8). The means of female (right, lighter colours) pre-tamoxifen MLPKO [23.2% (95% CI 19.9, 26.5), *N* = 14] and MLPKO RAD^fl/fl^ MYH6-MerCreMer [26.1%, (21.0, 31.1), *N* = 21] were not significantly different. The means of female 1- and 2-months post-tamoxifen cRAD^Δ/Δ^-MLPKO (40.0% [36.5, 43.6], *N* = 37 and 39.5% [35.1, 44.0], *N* = 16) were 55 and 64% greater than MLPKO (25.9% [22.2, 29.6], *N* = 31 and 24.2% [20.1, 28.2], *N* = 9). (*E*) Mean left ventricular internal diameter; diastolic. cRAD^Δ/Δ^ had a significant treatment effect (genotype*time point, *P* = 9E-7, *F* = 15.26) on chamber dimension (linear mixed model accounting for genotype [*P* = 1E-12, *F* = 58.88], and time point [repeated measures] [*P* = 2E-6, *F* = 14.20] as fixed factors. The sex fixed factor was significant (*P* = 2E-9, *F* = 40.34). The means of male pre-tamoxifen MLPKO RAD^fl/fl^ [4.78 mm (95% CI 4.53, 5.04), *N* = 27] and MLPKO RAD^fl/fl^ MYH6-MerCreMer [4.57 mm (4.35, 4.79), *N* = 21] were not significantly different. The means of 1- and 2-months post-tamoxifen male cRAD^Δ/Δ^-MLPKO (3.88 mm [3.70, 4.06], *N* = 37 and 3.52 mm [3.20, 3.84], *N* = 8) were significantly greater than MLPKO (4.99 mm [4.77, 5.21], *N* = 34 and 5.23 mm [4.78, 5.67], *N* = 8). The means of female pre-tamoxifen MLPKO RAD^fl/fl^ [4.25 mm (3.96, 4.54), *N* = 14] and MLPKO RAD^fl/fl^ MYH6-MerCreMer [4.16 mm (3.86, 4.46), *N* = 21] were not significantly different. The means of 1- and 2-months post-tamoxifen female cRAD^Δ/Δ^-MLPKO (3.49 mm [3.34, 3.64], *N* = 37 and 3.38 mm [3.20, 3.56], *N* = 16) were significantly 14 and 19% reduced relative to MLPKO (4.05 mm [3.85, 4.26], *N* = 31 and 4.16 mm [3.92, 4.39], *N* = 9). *Post hoc* Tukey tests were used for pairwise comparisons reported for echocardiography time points and are reported in Supplementary material online, *Tables S1*–S3. Significant differences are reported as percent difference of the treatment group increases or decreases relative to the control at the same time point. Individual mouse data are plotted in Supplementary material online, *Figure S1*. (*F*) Cardiac magnetic resonance imaging (CMR) representative diastole and systole short (left) and long-axis views (right) from mice 2-months post-tamoxifen (4.5 months old). (*G*) CMR summary data. Mean circumferential strain of MLPKO was significantly decreased relative to cRAD^Δ/Δ^-MLPKO, MLP^+/+^, and cRAD^Δ/Δ^-MLP^+/+^ [*P* = 0.001; F (DFn 3,DFd10) = 11.9]. Mean radial strain of MLPKO was significantly decreased relative to cRAD^Δ/Δ^-MLPKO, MLP^+/+^, and cRAD^Δ/Δ^-MLP^+/+^ [*P* = 0.003; F (DFn 3,DFd10) = 9.06]. Mean longitudinal strain of MLPKO was significantly decreased relative to cRAD^Δ/Δ^-MLPKO, MLP^+/+^, and cRAD^Δ/Δ^-MLP^+/+^ [*P* = 0.025; F (DFn 3,DFd10) = 4.83]. End diastolic volume of MLPKO was significantly decreased relative to cRAD^Δ/Δ^-MLPKO, MLP^+/+^, and cRAD^Δ/Δ^-MLP^+/+^ [*P* = 0.009; F (DFn 3,DFd10) = 3.67]. Holm–Sidak’s multiple comparison test *P*-values shown on graph. (*H*) Gross intact heart and short-axis views of pre-tamoxifen MLPKO RAD^fl/fl^ and MLPKO RAD^fl/fl^ MYH6-MerCreMer (2.5 months old) and 2-months-post-tamoxifen MLPKO and cRAD^Δ/Δ^-MLPKO (4.5 months old). Scale bars are 3 mm. (*I*) Male heart weights normalized to body weights (mg/g) at 1- and 2-months post-tamoxifen. The means of cRAD^Δ/Δ^-MLPKO (6.36 [95% CI 5.90, 6.83], *N* = 14, and 6.14 [5.62, 6.65], *N* = 9) were significantly less (16%) than MLPKO (7.53 [6.74, 8.32], *N* = 12, and 7.77 [7.21, 8.34], *N* = 9) (independent samples *t*-tests, *t* = 2.89, *P* = 0.008; *t* = 4.95, *P* = 1E-4). (*J*) Male wet lung weights normalized to body weights (mg/g) at 1- and 2-months post-tamoxifen. The means of cRAD^Δ/Δ^-MLPKO (5.50 [5.22, 5.78], *N* = 21, and 5.86 [5.41, 6.31], *N* = 9) were significantly less (21%) than MLPKO (6.31 [5.75, 6.88], *N* = 15, and 6.61 [5.72, 7.50], *N* = 9) (independent samples *t*-tests, *t* = 2.98, *P* = 0.005; *t* = 1.74, *P* = 0.102). (*K*) Mean cardiomyocyte cross-sectional area assessed in wheat germ agglutinin-stained histological short-axis sections was significantly increased in cRAD^Δ/Δ^-MLPKO mice (linear mixed model, cells nested into mice, genotype *F* = 12.733, *P* = 0.001, sex *F* = 15.992, *P* = 5E-4, genotype*sex *F* = 3.953, *P* = 0.058). Mean male area [193.6 µm^2^ (179.7, 207.4)] was increased 28% relative to MLPKO [151.6 µm^2^ (135.6, 167.6)] (*post hoc* Holm *P* = 2.079E-4). Male data are shown; female is shown in Supplementary material online, *Figure S4C–E*. The proportion of cells with area ≥200 µm^2^ was significantly higher in MLPKO cRAD^Δ/Δ^ (39% vs. 26%) than MLPKO (Fisher’s exact test, *P* < 0.0001). *N* = 29 total mice (14 male), 30 technical replicate images per heart from two sections, and 110 060 total cells (52 883 male).

We previously showed in healthy adult mice that cRAD^Δ/Δ^ results in boosted systolic function that is sustained for >1 year.^8^ We reasoned that RAD reduction would also boost systolic function in a model with existing reduced left ventricular fractional shortening (FS). Prior to cRAD^Δ/Δ^ induction, mean FS was about ≤20% for all male mice and was not significantly different across groups (*Figure 1C* and *D* and Supplementary material online, *Figure S1*). There is a significant increase in FS in cRAD^Δ/Δ^-MLPKO mice. There was significant genotype, time point, and sex main effects for FS; moreover, the interaction term (time point*genotype) which represents the treatment effect was significant (*Figure 1D* and Supplementary material online, *Figure S1B*). One-month after tamoxifen, male cRAD^Δ/Δ^-MLPKO mean FS was 95% greater than that of control MLPKO at the same time point. Two-months after tamoxifen, male cRAD^Δ/Δ^-MLPKO was 139% greater. Female cRAD^Δ/Δ^-MLPKO mean fractional shortening was 55 and 64% significantly greater than that of MLPKO at 1- and 2- months after tamoxifen (see Supplementary material online, *Figure S1A* and *B*). Additional longitudinal echocardiography parameters are reported in Supplementary material online, *Table S4*.

We next compared our present interventional cRAD^Δ/Δ^-MLPKO echocardiography results to published studies using the MLPKO mouse, its wild type healthy control, and double transgenic or constitutive knockout mice (see Supplementary material online, *Figure S2* and Supplementary material online, *Table S5*): DWORF-MLPKO,^23^ MYBPC3KO-MLPKO,^21^ βARKct MLPKO,^18^ and AT1aKO MLPKO.^28^ First, we aggregated a recent 2023 study^29^ study reporting disease progression in the MLPKO mouse. One month after tamoxifen treatment, cRAD^Δ/Δ^-MLPKO showed fractional shortening 89% greater (averaging male and female) than the published MLPKO average. cRAD^Δ/Δ^-MLPKO was comparable to published healthy and average protection (e.g. DWORF-MLPKO; Supplementary material online, *Figure S2A*). An important distinction from the present study is that published studies using DWORF, MYBPC3KO, βARKCT, and AT1aKO are constitutive models. In contrast, in the present study we intervened with RAD knockout *after* adult onset of DCM. In summary, DCM hearts recover from compromised function within 4-weeks following RAD reduction.

Heart dimensions were restored by inducing cRAD^Δ/Δ^ on existing DCM. A linear mixed model of the longitudinal echocardiography showed significant genotype, time point, and sex main effects and a significant time point*genotype interaction (*Figure 1E*). Prior to treatment (2.5-months), mean left ventricular internal diameter at end-diastole did not differ (*Figure 1E* and Supplementary material online, *Figure S1C*). One-and-two-months after tamoxifen, male cRAD^Δ/Δ^-MLPKO mean diameter was 22 and 33% less than that of control MLPKO (*Figure 1E* and Supplementary material online, *Figure S1C*). Female cRAD^Δ/Δ^-MLPKO had a mean diameter 14 and 19% less than that of MLPKO 1-month and 2-months after induction (*Figure 1E* and Supplementary material online, *Figure S1C*). The cRAD^Δ/Δ^-MLPKO increase in left ventricular wall to chamber ratio (h/r) suggests significant attenuation of structural remodelling associated with eccentric hypertrophy (see Supplementary material online, Figure1*D*).

We compared our present observations of heart dimensions to published results (see Supplementary material online, *Figure S2B*). Left ventricle dilatation is severe in MLPKO mice—LVID in the present study and literature show a ∼1 mm increase relative to the published control diameter of ∼3.5 mm (see Supplementary material online, *Figure S2B*). As with FS (see Supplementary material online, *Figure S2A*), cRAD^Δ/Δ^-MLPKO returned LV chamber dimension to values comparable to that in health mice (see Supplementary material online, *Figure S2B*).

To further evaluate *in vivo* heart function, we performed cardiac magnetic resonance imaging (CMR). The same timeline was used as for echocardiography—after onset of DCM at 2.5-months tamoxifen was administered to induce RAD knockout. RAD knockout in healthy mice is sympathomimetic for heart function under basal conditions,^10,16^ and *in vivo* this is expected to be reflected as increased strain.^30^ CMR reveals similar structural phenotypes observed from echocardiography (*Figure 1F*) and CMR evaluation was extended to healthy (MLP^+/+^) mice (*Figure 1G*). Hearts in MLPKO mice 2-months after tamoxifen show wall thinning and dilation. In contrast, cRAD^Δ/Δ^-MLPKO show a phenotype of rescue from pathological remodelling (see Supplementary material online, *Videos S1*–S4). cRAD^Δ/Δ^ rescue of MLPKO was not different from that of healthy mice for circumferential, radial, and longitudinal strain, and end diastolic volume (*Figure 1G*).

Gross examination of harvested hearts corroborates echocardiographic and CMR findings (*Figure 1H*); 2.5-month hearts appeared thin-walled with dilated chambers, regardless of genotype. Two-months after tamoxifen MLPKO hearts were further dilated with thin walls. In contrast, cRAD^Δ/Δ^-MLPKO chambers were noticeably smaller with more muscular, thicker walls. Male heart weights (normalized to body weight) were significantly reduced 16 and 21% in cRAD^Δ/Δ^-MLPKO at 1- and 2-months post-tamoxifen, respectively, relative to control MLPKO (*Figure 1I*). Lung weight/body weight is a metric of congestive heart failure. There was a 13% reduction in wet lung weight (normalized to body weight) of cRAD^Δ/Δ^-MLPKO at 1-month post-tamoxifen (*Figure 1J*). Notably, 50% of MLPKO mice had lung weights greater than cRAD^Δ/Δ^-MLPKO’s upper-quartile. Male mice were significantly 39% (∼8 g) larger than female mice, but there was no significant main effect of genotype detected (see Supplementary material online, *Figure S3A* and *B*). Female mean heart and lung weights, normalized to body weight, were not significantly different, although 50% of female MLPKO mice had greater lung weights than cRAD^Δ/Δ^-MLPKO’s upper-quartile as in male (see Supplementary material online, *Figure S4A* and *B*). Histological examination (*Figure 1K* and Supplementary material online, *Figure S5A*) revealed that cRAD^Δ/Δ^-MLPKO ventricular cardiomyocyte short-axis cross-sectional area was significantly increased in males (*Figure 1K*) but not females (see Supplementary material online, *Figure S5B*). Of the >11 000 measured cells, there was a significant sub-population of wider cardiomyocytes in cRAD^Δ/Δ^-MLPKO with area >200 μm^2^ in male (*Figure 1K*) and female (see Supplementary material online, *Figure S5C* and *D*). Fibrosis was not altered by intervening with RAD knockout after onset of DCM (see Supplementary material online, *Figure S6A* and *B*).

We followed mice to 1-year of age. cRAD^Δ/Δ^-MLPKO had 70% increased FS and a 20% reduction in LVID;d relative to MLPKO (see Supplementary material online, *Figure S7A* and *B*). The wall thickness to LVID;d ratio trended similarly to be increased in cRAD^Δ/Δ^-MLPKO (see Supplementary material online, *Figure S7C*). Mouse weight did not vary significantly by genotype, but males were significantly heavier than females as at earlier time points (see Supplementary material online, *Figure S7D*). No deaths were noted in mice in 4.5-month and 1-year cohorts. Taken together these data show that within 4-weeks of induced RAD deletion, heart function and structure revert towards features of healthy hearts, and the treatment effect is preserved at 1 year.

### 3.2 RAD knockout modulates the cardiac L-type calcium channel in ventricular cardiomyocytes from MLPKO hearts

Cardiomyocyte specific RAD knockout results in modulated I_Ca,L_.^8,10^ Modulated I_Ca,L_ is defined by increased amplitude, a negative-voltage shifted activation midpoint, and faster current decay. *Figure 2A* shows representative I_Ca,L_ traces from cardiomyocytes isolated from cRAD^Δ/Δ^-MLPKO and MLPKO hearts 1–2 months after tamoxifen (see Supplementary material online, *Figure S8* for families of traces). The I(V) relationship for cRAD^Δ/Δ^-MLPKO shows increased peak current density compared to MLPKO (*Figure 2B*). cRAD^Δ/Δ^-MLPKO showed a > 2.4-fold increase in mean maximal conductance (*Figure 2C*) and a hyperpolarizing shift of activation midpoint (shifted −8 mV) compared to MLPKO (*Figure 2D*). The hyperpolarizing shift of activation midpoint was paralleled by a hyperpolarizing shift in steady-state inactivation of cRAD^Δ/Δ^-MLPKO vs. MLPKO (darker shades, *Figure 2D*). Note the reduction in window current in cRAD^Δ/Δ^-MLPKO vs. MLPKO.

**Figure 2:**
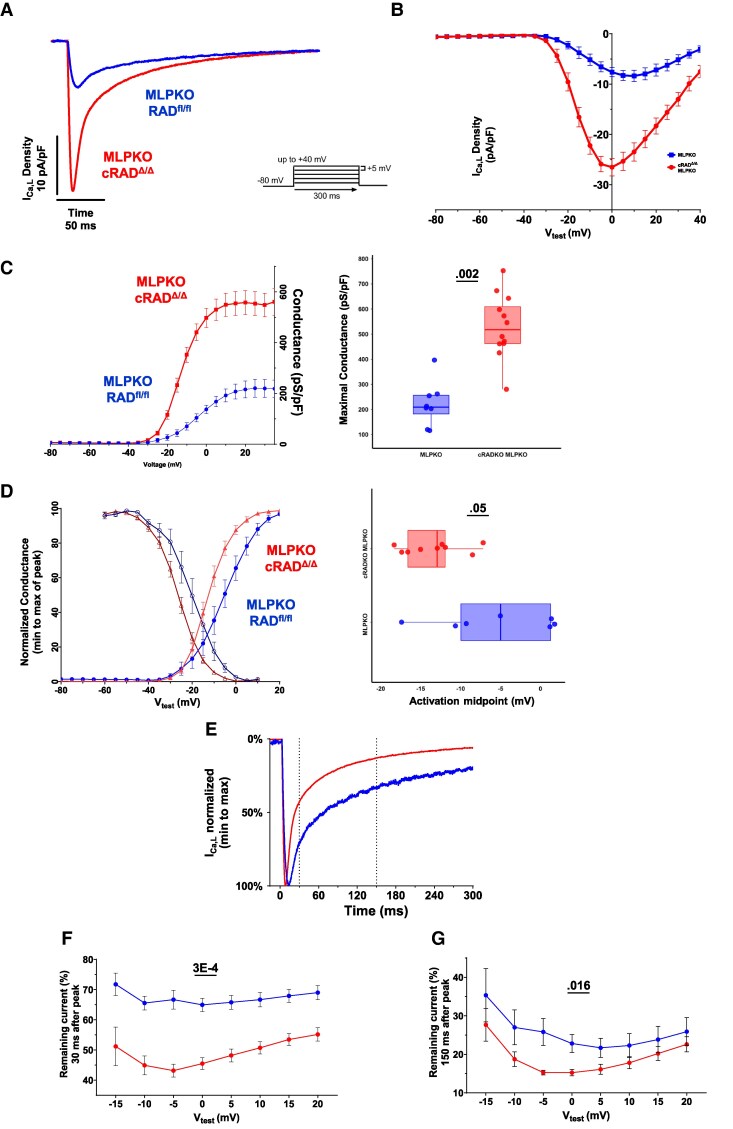
I_Ca,L_ is modulated in cRAD^Δ/δ^-MLPKO cardiomyocytes. (*A*) Representative traces of L-type calcium channel current density of cRAD^Δ/Δ^-MLPKO and MLPKO 1–2 months after tamoxifen (3.5 to 4.5-month-old mice; *V*_hold_ = −80 mV, *V*_test_ = −5 mV). (*B*) Current density-voltage relationship for peak I_Ca,L­_. Voltage protocol schematic (inset left). (*C*) Left panel: Conductance transforms for cRAD^Δ/Δ^-MLPKO and MLPKO. Smooth curves are Boltzmann distributions fitted to the data. Right panel: Mean maximal conductance was significantly increased 2.4-fold in cRAD^Δ/Δ^-MLPKO [531.4 (95% CI 450.9, 612.0)] compared to MLPKO [221.3 (146.9, 295.7)] (linear mixed model, genotype *P* = 0.002, *F* = 23.2). Statistical significance was determined by a linear mixed model, nesting cells into the random factor mouse; however, individual cells are shown in the plot. (*D*) Left panel: Normalized conductance transforms (brighter shades) and steady-state inactivation curves (darker shades) normalized to maximum and minimum conductance, from cRAD^Δ/Δ^-MLPKO and MLPKO. Right panel: Mean activation midpoint was significantly shifted −7.9 mV in cRAD^Δ/Δ^-MLPKO [−13.4 mV (−16.3, −10.4)] relative to MLPKO [−5.4 mV (−12.3, 1.4)] (linear mixed model, genotype *P* = 0.05, *F* = 5.39). (*E*) Representative I_Ca,L_ current recorded for *V*_hold_ = −80 mV stepped to *V*_test_ = −5 mV, normalized to maximum peak current to highlight kinetic differences. (*F*) Percent remaining current 30 ms after peak. cRAD^Δ/Δ^-MLPKO had significantly less remaining fast decaying current (linear mixed model; genotype *P* = 4E-5, *F* = 35.01; voltage *P* = 0.012, *F* = 2.75, genotype × voltage *P* = 0.542, *F* = 0.86). The remaining current was on average reduced 25% in cRAD^Δ/Δ^-MLPKO (49% remaining current) relative to MLPKO (67%). (*G*) Fractional remaining current 150 ms after peak across various test potentials. cRAD^Δ/Δ^-MLPKO had significantly less remaining current (faster decay) (linear mixed model; genotype *P* = 0.012, *F* = 8.20; voltage *P* = 4E-5, *F* = 5.23; interaction *P* = 0.812, *F* = 0.53). The remaining current was on average reduced 24% in cRAD^Δ/Δ^-MLPKO (19% remaining current) relative to MLPKO (26%). MLPKO, *N* = 5 mice, *n* = 8 cells); and cRAD^Δ/Δ^-MLPKO cRAD^Δ/Δ^ (*N* = 5 mice, *n* = 12 cells). Means with SEM shown in conductance transforms and I(V) curve. Box and whisker show cellular data. Individual cell data of kinetic analyses and *post hoc* results are shown in Supplementary material online, *Figure S7*.

cRAD^Δ/Δ^-MLPKO cardiomyocytes also demonstrated faster decay kinetics of I_Ca,L_; representative traces normalized to maximum current are shown in *Figure 2E*. The early phase of decay (Ca^2+^ dependent inactivation) was assessed by measuring the fractional remaining current 30 milliseconds after peak current. cRAD^Δ/Δ^-MLPKO I_Ca,L_ decay was 25% faster than that of MLPKO cardiomyocytes (*Figure 2F* and Supplementary material online, *Figure S9A*). The late phase of decay (mainly voltage-dependent inactivation) was assessed 150-ms after peak current. Similarly, a significant 24% decrease in remaining current of cRAD^Δ/Δ^-MLPKO was observed (*Figure 2G* and Supplementary material online, *Figure S9B* and *C*). In summary, cRAD^Δ/Δ^ in the MLPKO mouse, recapitulated modulation of I_Ca,L_ under basal conditions. A prominent late I_Ca,L_ was present in MLPKO, but interventional RAD knockout abrogated this potentially arrhythmogenic late phase of I_Ca,L_.^31^

### 3.3 RAD knockout rescues dysfunctional Ca^2+^ handling and sarcomere dynamics in cardiomyocytes from MLPKO hearts

Dysfunctional Ca^2+^ cycling and sarcomere function is well-documented in the MLPKO mouse and is a major feature of heart failure.^17,21,23,32^ To test whether modulated trigger I_Ca,L_ in the cRAD^Δ/Δ^-MLPKO heart corresponds with positive inotropy and rescues dysfunction at the cellular level, Ca^2+^ transients and sarcomere dynamics were assessed in isolated cardiomyocytes 1–2 months after tamoxifen (*Figure 3*). Mean Ca^2+^ transient amplitude of cRAD^Δ/Δ^-MLPKO cardiomyocytes increased 54% relative to MLPKO (*Figure 3A* and *B*), while the Ca^2+^ transient diastolic baseline was not significantly different (*Figure 3C*). Sarcomere fractional shortening of cRAD^Δ/Δ^-MLPKO was increased 167%; the MLPKO cellular data were right-skewed, with many cells showing severely compromised contractility (*Figure 3D* and *E*). The resting sarcomere length was significantly more relaxed in cRAD^Δ/Δ^-MLPKO with an average and a greater proportion of cells closer to a longer, healthier resting length of ≥1.8 µm (*Figure 3F*). Kinetics of Ca^2+^ transients and sarcomere contraction were also significantly impacted. cRAD^Δ/Δ^-MLPKO had a 74.6% faster mean upstroke velocity of the Ca^2+^ transient (*Figure 3G* and *H*). Calcium reuptake of cRAD^Δ/Δ^-MLPKO was 75% faster than that of MLPKO (*Figure 3G* and *I*). Similarly, rates of sarcomere contraction and relaxation of cRAD^Δ/Δ^-MLPKO cells were 192 and 247% faster (*Figure 3J–L*). As with contractility, the sarcomere kinetics of MLPKO were extremely skewed towards slower rates, suggesting severe dysfunction.

**Figure 3:**
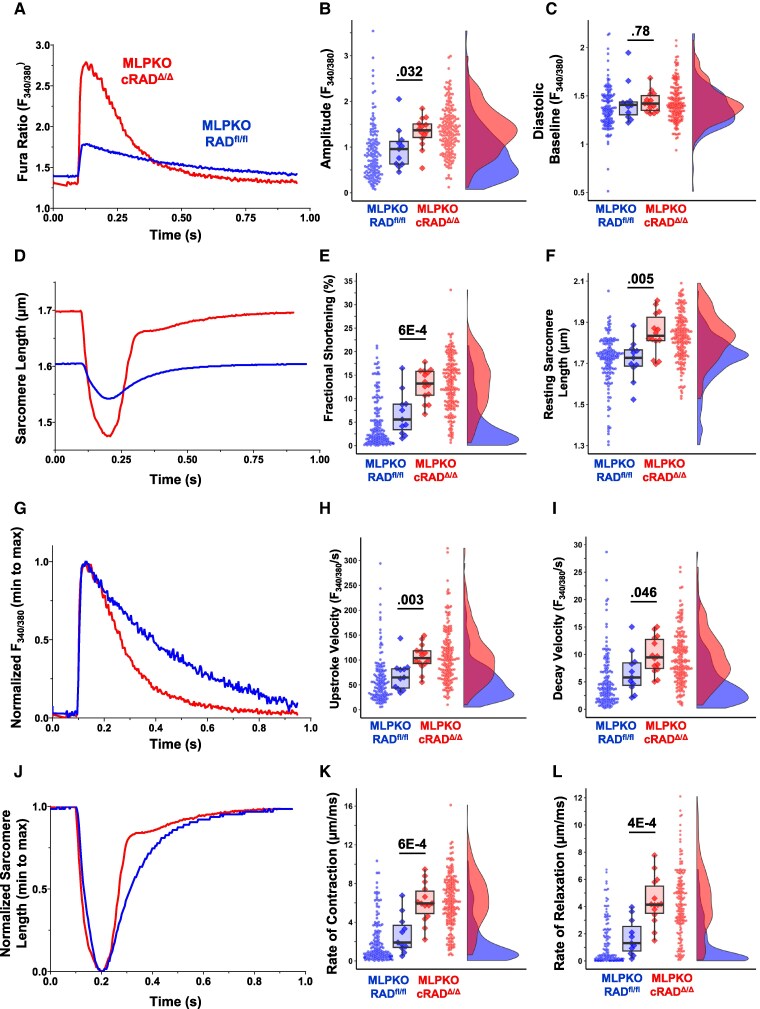
cRAD^Δ/δ^ rescues Ca^2+^ handling and contractility in MLPKO murine cardiomyocytes. (*A*) Representative Ca^2+^ transients recorded in cardiomyocytes cRAD^Δ/Δ^-MLPKO or MLPKO field stimulated at 1 Hz. Right panels show summary data show cells as dots and mice as diamonds, analysed by linear mixed models, nesting cells into mice (biological replicates). (*B*) Mean peak amplitude (Fura-2 ratio_340/380_) was significantly increased 54.1% in cRAD^Δ/Δ^-MLPKO (1.38, 95% CI 1.30–1.46) vs. MLPKO (0.89, 95% CI 0.79–1.00). Genotype as a main effect was significantly different (*P* = 0.032, *F* = 5.35), sex was not (*P* = 0.713, *F* = 0.139), and the interaction was not (*P* = 0.546, *F* = 0.378). (*C*) Mean diastolic baseline of Ca^2+^ transients (*F*_340/380_) were not significantly different between cRAD^Δ/Δ^-MLPKO (1.43, 1.40–1.46) and MLPKO (1.37, 1.34–1.41); genotype (*P* = 0.783, F = 0.078), sex (*P* = 0.488, *F* = 0.501), interaction (*P* = 0.220, *F* = 1.614). (*D*) Representative sarcomere length traces. (*E*) Mean sarcomere fractional shortening was significantly increased 167% in cRAD^Δ/Δ^-MLPKO (13.01%, 12.14–13.89%) vs. MLPKO (4.88%, 4.00–5.75%); genotype (*P* = 5.938e-4, *F* = 16.208), sex (*P* = 0.368, *F* = 0.847), and interaction (*P* = 0.447, *F* = 0.601). (*F*) Mean resting sarcomere length was significantly increased 7% in cRAD^Δ/Δ^-MLPKO (1.83 µm, 1.81–1.85 µm) vs. MLPKO (1.71 µm, 1.69–1.73 µm); genotype (*P* = 0.005, *F* = 9.567), sex (*P* = 0.984, *F* = 4.128e-4), interaction (*P* = 0.847, *F* = 0.038). (*G*) Representative Ca^2+^ transients normalized minimum to maximum to illustrate kinetic differences. (*H*) Mean Ca^2+^ transient maximum upstroke velocity (*F*_340/380_/s) was significantly increased 74.6% in cRAD^Δ/Δ^-MLPKO (108.80, 100.39–117.21) vs. MLPKO (62.33, 54.02–70.63); genotype (*P* = 0.003, *F* = 11.203), sex (*P* = 0.640, *F* = 0.225), and interaction (*P* = 0.930, *F* = 0.008). (*I*) Mean Ca^2+^ transient maximum decay velocity (*F*_340/380_/s) was significantly increased 75.0% in cRAD^Δ/Δ^-MLPKO (9.56, 8.79–10.33) vs. MLPKO (5.46, 4.52–6.41); genotype (*P* = 0.046, *F* = 4.485), sex (*P* = 0.869, *F* = 0.028), and interaction (*P* = 0.546, *F* = 0.376). (*J*) Representative sarcomere length tracings normalized minimum to maximum. (*K*) Mean sarcomere length maximum contraction velocity (µm/s) was significantly increased 192% in cRAD^Δ/Δ^-MLPKO (5.76, 4.86–6.65) vs. MLPKO (1.97, 1.59–2.35); genotype (*P* = 6.095e-4, *F* = 16.332), sex (*P* = 0.828, *F* = 0.049), and interaction (*P* = 0.911, *F* = 0.013). (*L*) Mean sarcomere length maximum relaxation velocity (µm/s) was significantly increased 247% in cRAD^Δ/Δ^-MLPKO (4.12, 3.70–4.55) vs. MLPKO (1.19, 0.92–1.46) genotype (*P* = 3.785e-4, *F* = 17.805), sex (*P* = 0.448, *F* = 0.597), and interaction (*P* = 0.766, *F* = 0.091). For cRAD^Δ/Δ^-MLPKO, *N* = 14 mice, 171 cells; and for MLPKO 11 mice, 132 cells.

We next extended analysis to evaluate Ca^2+^ cycling and sarcomere dynamics over a range of stimulation frequencies (*Figure 4A* and Supplementary material online, *Figure S10*). The cRAD^Δ/Δ^-MLPKO genotype main effect persisted for all frequencies for Ca^2+^ transient amplitude (68% higher) and sarcomere fractional shortening (193% higher) (*Figure 4B* and *C*). Frequency dependent acceleration of relaxation (FDAR) is an adaptive mechanism to support ventricle filling at higher heart rates.^33,34,35^ Ca^2+^ transient decay velocity and sarcomere relaxation velocity were significantly increased 74 and 250% across all frequencies (*Figure 4D* and *E*). Ca^2+^ transient alternans was not present in either genotype. We also analysed the Ca^2+^ transients for unstimulated calcium release events—visualized in *Figure 4F* with histograms of the ratio of Ca^2+^ release events to stimulus events. A ratio of 1 indicates an entrained cell with no unstimulated releases. Neither group exhibited unstimulated release events at stimulation frequencies of 1, 2, or 3 Hz. Unstimulated release occurred in both genotypes for 0.1 Hz.

**Figure 4:**
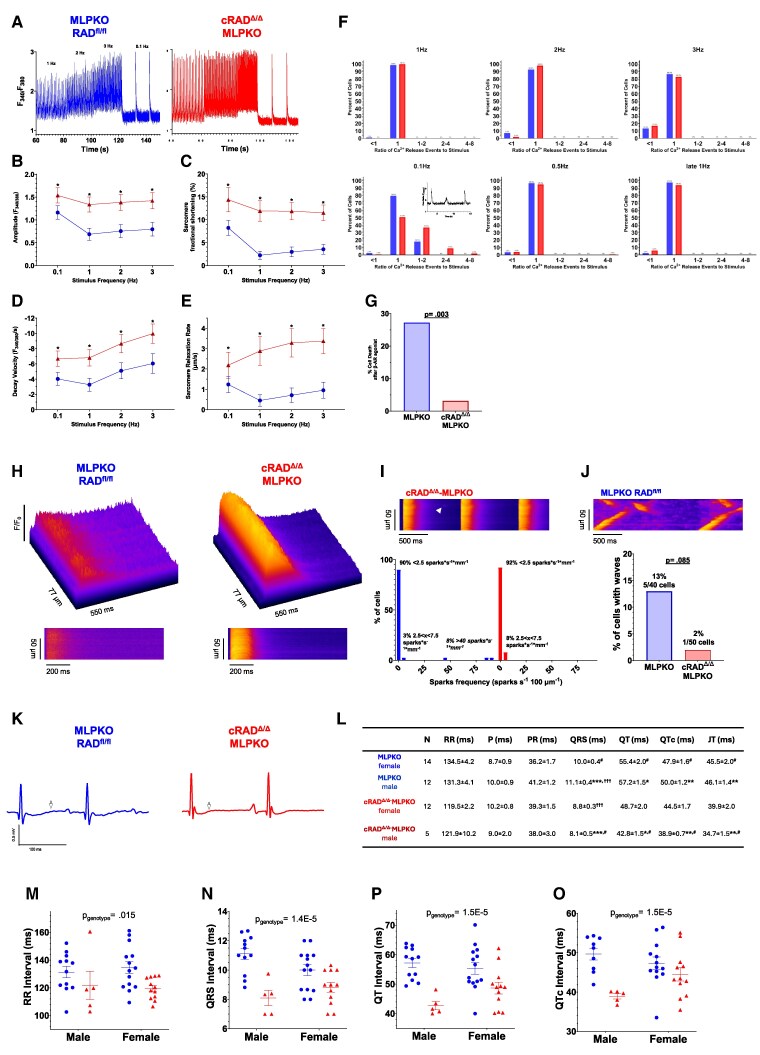
cRAD^Δ/δ^ does not instigate arrhythmogenic diastolic Ca^2+^ release and shortens QTc. (*A*) Representative Ca^2+^ transients recorded in cardiomyocytes from cRAD^Δ/Δ^-MLPKO or MLPKO hearts field stimulated at 1, 2, 3, and 0.1 Hz. (*B*) Mean peak amplitudes of Ca^2+^ transients (*F*_340/380_) were significantly increased 32% (0.1 Hz), 95% (1 Hz), 84% (2 Hz), and 79% (3 Hz) in cRAD^Δ/Δ^-MLPKO vs. MLPKO (mean difference = 0.571, 95% CI 0.357–0.785); genotype (*P* < 0.0001, *F* = 27.99), frequency (*P* < 0.0001, *F* = 110.6), and interaction (*P* < 0.0001, *F* = 21.43). (*C*) Mean maximum decay velocities of Ca^2+^ transients (*F*_340/380_/s) were significantly faster 66% (0.1 Hz), 108% (1 Hz), 70% (2 Hz), and 65% (3 Hz) in cRAD^Δ/Δ^-MLPKO vs. MLPKO (mean difference = 3.413, 95% CI 1.953–4.874); genotype (*P* < 0.0001, *F* = 21.54), frequency (*P* < 0.0001, *F* = 97.22), and interaction (*P* = 0.0131, *F* = 3.652). (*D*) Mean sarcomere fractional shortenings (%) were significantly increased 75% (0.1 Hz), 433% (1 Hz), 299% (2 Hz), and 225% (3 Hz) in cRAD^Δ/Δ^-MLPKO vs. MLPKO (mean difference = 8.173, 95% CI 6.133–10.21); genotype (*P* < 0.0001, F = 63.66), frequency (*P* < 0.0001, *F* = 57.02), and interaction (*P* = 0.0131, *F* = 8.391). (*E*) Mean sarcomere maximum relaxation rates (µm/s) were significantly increased 77% (0.1 Hz), 539% (1 Hz), 363% (2 Hz), and 253% (3 Hz) in cRAD^Δ/Δ^-MLPKO vs. MLPKO (mean difference = 2.094, 95% CI 1.457–2.730); genotype (*P* < 0.0001, *F* = 42.94), frequency (*P* < 0.0001, *F* = 11.36), and interaction (*P* = 0.0131, *F* = 30.16). For MLPKO cRAD^Δ/Δ^, *N* = 3 mice, 39 cells, and 156 observations; MLPKO, *N* = 5 mice, 55 cells, and 220 observations. (*F*) Non-stimulated Ca^2+^ release events for 1, 2, 3, 0.1, and 0.5 Hz sequential stimulation. Late 1 Hz refers to a second 1 Hz stimulation immediately following the 0.5 Hz challenge. Unstimulated Ca^2+^ release was not observed for all frequencies ≥0.5 Hz. Individual cell data are in Supplementary material online, *Figure S9*. (*G*) MLPKO cells showed calcium overload (fura-2 ratio diastolic baseline increased >2-fold and held), hypercontracted, and died significantly three times more than cRAD^Δ/Δ^-MLPKO cells when exposed to 1 µM isoproterenol (stimulated at 1 Hz) (Fisher’s exact test, *P* = 0.003). For cRAD^Δ/Δ^-MLPKO and MLPKO, *N* = 12 and 8 mice, and 64 and 22 cells. (*H*) Representative Ca^2+^ transients and their surface plots recorded from laser scan confocal of cRAD^Δ/Δ^-MLPKO or MLPKO cardiomyocytes, field stimulated at 1 Hz. (*I*) Representative spark (white arrow) in a cRAD^Δ/Δ^-MLPKO cardiomyocyte during 1 Hz pacing. Histogram of spark frequency among cells; 92% and 90% of cRAD^Δ/Δ^-MLPKO or MLPKO cardiomyocytes showed a frequency <2.5 sparks per second per millimetre. (*J*) MLPKO cardiomyocyte showing high frequency of sparks and waves during 1 Hz stimulation. The frequency of cells showing waves between MLPKO (5/40 cells) and cRAD^Δ/Δ^-MLPKO (1/50 cells) was not significantly different (Fisher’s exact test, *P* = 0.085). *N* = 3 mice per group. (*K*) Representative surface electrocardiograms from anesthetized cRAD^Δ/Δ^-MLPKO and MLPKO mice. (*L*) Surface ECG conduction intervals. P and PR did not differ significantly between cRAD^Δ/Δ^-MLPKO and MLPKO mice (two-way ANOVAs, respectively: genotype, *P* = 0.820 and 0.996, *F* = 0.052 and 3E-5; sex = 0.963 and 0.313, *F* = 2E-3 and 1.044; genotype*sex, *P* = 0.253 and 0.087, and *F* = 1.344 and 3.074). RR differed significantly by genotype (*P* = 0.015, *F* = 6.497) but not sex (*P* = 0.934, *F* = 7E-3) (interaction, *P* = 0.569, *F* = 0.330). QRS (*M*) differed significantly by genotype (*P* = 1E-5, *F* = 24.569) but not sex (*P* = 0.656, *F* = 0.201) and the interaction was significant (*P* = 0.037, *F* = 4.676). QT differed significantly by genotype (*P* = 1E-5, *F* = 24.417) but not sex (*P* = 0.341, *F* = 0.930) and the interaction was not significant (*P* = 0.081, *F* = 3.217). QTc (*N*) [using the formula, QTc = QT/sqrt(RR/100)] differed significantly by genotype (*P* = 1E-5, *F* = 17.589) but not sex (*P* = 0.321, *F* = 1.011) and the interaction was significant (*P* = 0.030, *F* = 5.045). JT differed significantly by genotype (*P* = 2E-4, *F* = 16.942) but not sex (*P* = 0.275, *F* = 1.223) and the interaction was not significant (*P* = 0.170, *F* = 1.950). *Post hoc* Tukey results are presented in the table where * denote significance between male MLPKO and cRAD^Δ/Δ^-MLPKO, # between female MLPKO and male cRAD^Δ/Δ^-MLPKO, and ^†^ for male MLPKO and female cRAD^Δ/Δ^-MLPKO. One symbol denotes *P* < 0.05, two *P* < 0.01, and three *P* < 0.001.

Increased Ca^2+^ transient reuptake in cRAD^Δ/Δ^-MLPKO cardiomyocytes suggested greater sarcoplasmic reticulum Ca^2+^-store load. Caffeine-releasable Ca^2+^ was significantly elevated in cRAD^Δ/Δ^-MLPKO cardiomyocytes (see Supplementary material online, *Figure S11*). As in healthy cardiomyocytes, the ratio of electrically stimulated cytosolic Ca^2+^ approached (82%) the caffeine-mobilizable SR Ca^2+^-load in cRAD^Δ/Δ^-MLPKO cardiomyocytes. In contrast, MLPKO twitch Ca^2+^ was only 27% of SR Ca^2+^ (see Supplementary material online, *Figure S11*). Taken together, these results suggest that increased trigger Ca^2+^ in cRAD^Δ/Δ^-MLPKO translates to improved Ca^2+^ homeostasis (more release and faster reuptake) and enhanced sarcomere dynamics.

Acute isoproterenol provoked hypercontracture death in 27% of cardiomyocytes from MLPKO compared to only 3% from cRAD^Δ/Δ^-MLPKO hearts (*Figure 4G*). To further evaluate arrhythmogenic vulnerability, we recorded local Ca^2+^ transients. Note the high degree of synchrony in cRAD^Δ/Δ^-MLPKO across the long-axis of the cell (*Figure 4H*, right) and protracted diastolic cytosolic Ca^2+^ (*Figure 4H*, left). Paralleling the lack of unstimulated Ca^2+^ release events at 1 Hz pacing in *Figure 4F*, the majority of MLPKO (90%) and cRAD^Δ/Δ^-MLPKO (92%) cells had no or rare occurrence of Ca^2+^ sparks (<2.5 sparks per second per millimetre during pacing) (*Figure 4I*). 13% of MLPKO cells showed waves and more than half of these cells had a high rate of sparks (>40 sparks per s per mm) (*Figure 4J*).

MLPKO had significant prolongation of RR (13 ms), QRS (2 ms), QT (9 ms), and QTc (6 ms) intervals compared to cRAD^Δ/Δ^-MLPKO (*Figure 4K–O*). For reference, Gardiwal *et al*.^19^ reported that MLPKO relative to healthy MLP^+/+^ controls had significant prolongations of RR (10 ms), QRS (4 ms), QT (21 ms), QTc (19 ms), and JT (17 ms).^19,36^ Consistent with previously published finding that in healthy mice cRadKO reduces QTc,^10^ in DCM rescue, cRAD^Δ/Δ^-MLPKO also enhances repolarization. The absence of elevated Ca^2+^ sparks and resistance to acute ISO hypercontracture along with absence of sudden cardiac death for 1-year suggests that cRadKO may not provoke arrhythmias in mice. Mechanistically cRadKO driving shortened QTc can be explained by faster I_Ca,L_ decay and significantly faster Ca^2+^ reuptake.^31^

### 3.4 In human dilated cardiomyopathy heart slices, RAD knockdown augments contractility and Ca^2+^ handling

RAD expression has not been reported in human dilated cardiomyopathy hearts. Therefore, we measured RAD protein and transcript abundance in human patients with non-ischaemic HFrEF and dilated cardiomyopathy in comparison to non-failing organ donors and were unable to detect a significant difference (*Figure 5A* and *B*). Of 58 additional clinical variables collected from diseased patients, 4 variables were significantly correlated with *RRAD* transcript expression: cardiac output (rho = −0.4, *P* = 0.013) and index (rho = −0.4, *P* = 0.020) (*Figure 5C*), end stroke volume (rho = −0.3, *P* = 0.030), and N-terminal pro-B-type natriuretic peptide (NT-proBNP) (rho = 0.3, *P* = 0.025). Thus, while expression levels were not significantly different between non-failing donors and diseased donors, more severely diseased patients with poorer cardiac index and more NT-proBNP had more *RRAD* expression.

**Figure 5:**
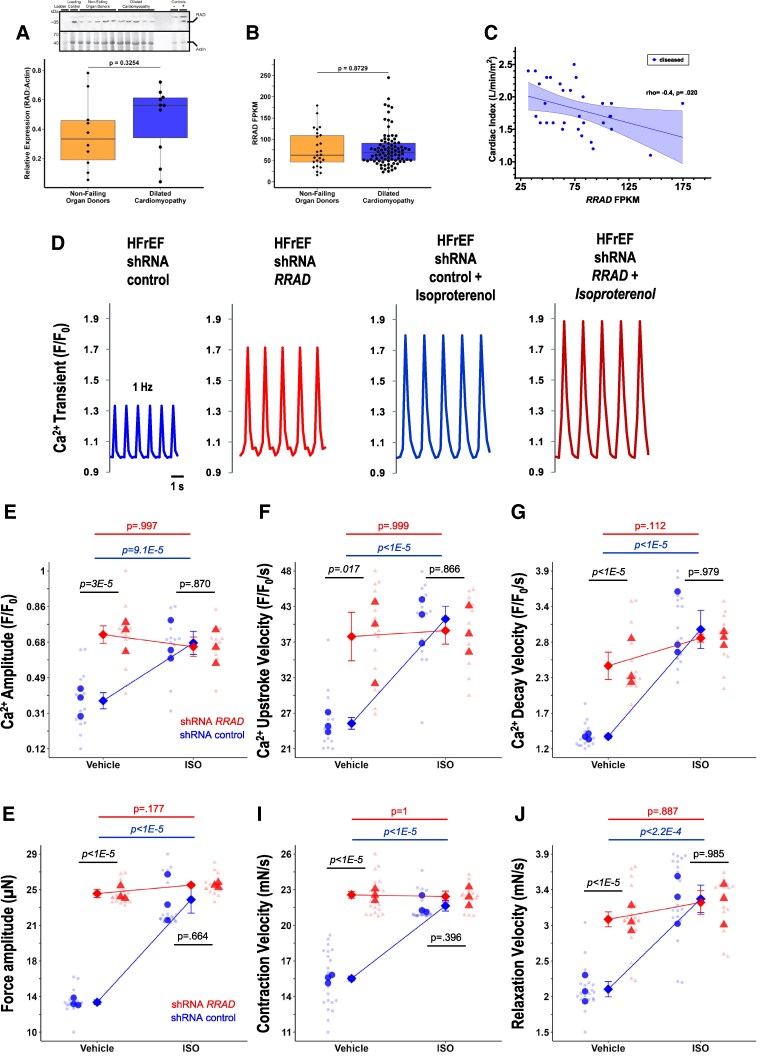
RAD and *RRAD* expression does not differ in human DCM relative to non-failing organ donors, *RRAD* expression is negatively correlated with cardiac index in human DCM patients, and RAD knockdown improves contractility and Ca^2+^ handling in human HFrEF heart. (*A*) Human RAD protein expression in the heart did not differ significantly between non-failing organ donors and donors with HFrEF and dilated cardiomyopathy (*t*-test, *t* = 1.011, *P* = 0.3254). A representative western blot is shown. Negative and positive controls were a cRAD^Δ/Δ^-MLPKO and MLPKO mouse. (*B*) Human *RRAD* transcript expression in the heart did not differ significantly between non-failing organ donors and humans with HFrEF and dilated cardiomyopathy (*t*-test, *t* = 0.1610, *P* = 0.8729). FPKM = fragments per kilobase per million bases. (*C*) Cardiac index (thermodilution method) was negatively correlated with *RRAD* expression in humans with HFrEF and dilated cardiomyopathy (spearman’s, rho = −0.4022, *P* = 0.0203). (*D*) Representative Ca^2+^ transients for shRNA control and shRNA *RRAD* knockdown measured as relative fluorescence of Fluo-4 with or without acute isoproterenol. (*E*) Mean Ca^2+^ transient amplitude (*F*/*F*_0_) was significantly elevated 93% by *RRAD* knockdown (control 0.371 ± 0.042 vs. 0.716 ± 0.046) [mixed model ANOVA, nesting each heart strip into the random factor, patient heart; shRNA treatment *F* = 190.128, *P* = 0.001; drug (isoproterenol) *F* = 7.128, *P* = 0.091; interaction *F* = 12.070, *P* = 0.060]. (*F*) Mean Ca^2+^ transient upstroke velocity (*F*/*F*_0_ · s^−1^) was significantly hastened 53% by *RRAD* knockdown (control 24.9 ± 0.9 vs. 38.3 ± 3.73) [mixed model ANOVA, shRNA treatment *F* = 351.277, *P* = 0.002; drug (isoproterenol) *F* = 7.686, *P* = 0.107; interaction *F* = 10.942, *P* = 0.071]. (*G*) Mean Ca^2+^ transient decay velocity (*F*/*F*_0_ · s^−1^) was significantly hastened 79% by *RRAD* knockdown (control 1.38 ± 0.026 vs. 2.47 ± 0.212) [mixed model ANOVA, shRNA treatment *F* = 163.751, *P* = 0.004; drug (isoproterenol) *F* = 108.573, *P* = 8.8e-4; interaction *F* = 7.174, *P* = 0.114]. (*H*) Force amplitude (µN) was significantly elevated 84% by *RRAD* knockdown (control 13.3 ± 0.24 vs. 24.6 ± 0.41) [mixed model ANOVA, shRNA treatment *F* = 5303.199, *P* = 6.1e-5; drug (isoproterenol) *F* = 62.502, *P* = 0.017; interaction *F* = 26.709, *P* = 0.037]. (*I*) Contraction max velocity (mN/s) was significantly hastened 45% by *RRAD* knockdown (control 15.8 ± 0.20 vs. 22.8 ± 0.28) [mixed model ANOVA, shRNA treatment *F* = 2386.917, *P* = 2.1e-6; drug (isoproterenol) *F* = 51.782, *P* = 0.005; interaction *F* = 71.171, *P* = 4e-11]. (*J*) Relaxation max velocity (mN/s) was significantly quickened 46% by *RRAD* knockdown (control 2.08 ± 0.104 vs. 3.03 ± 0.101) [mixed model ANOVA, shRNA treatment *F* = 251.340, *P* = 0.001; drug (isoproterenol) *F* = 6.703, *P* = 0.119; interaction *F* = 38.451, *P* = 3e-6]. The diamonds show means ± SEM. *N* = 3 biological replicates (hearts) (opaque circles/triangles); technical replicates of heart slices (transparent data points in background) treated with shRNA control (*n* = 21), shRNA *RRAD* (21), shRNA control with isoproterenol (21), shRNA *RRAD* with isoproterenol (16). Tukey’s was used for *post hoc* analysis—*P*-values are reported on the plots. Additional descriptive statistics are in Supplementary material online, *Table S6*.

To evaluate the translational potential of targeting RAD reduction as a treatment for systolic HF we evaluated the impact of RAD knockdown in *ex vivo* human heart slices from HFrEF patients (*Figure 5D*). *Ex vivo* heart slices were cultured and treated with lentivirus encoding shRNA targeting RAD or scrambled control, which achieved 70–80% knockdown of RAD expression in heart slices (see Supplementary material online, *Figure S12*). Ca^2+^ transients in RAD knockdown *ex vivo* heart slices were elevated 93%, and RAD-knockdown Ca^2+^ transient levels were not significantly different from acute ISO-treated control levels (*Figure 5E*). Similarly, Ca^2+^ upstroke velocity increased 53% in RAD knockdown to levels not significantly different from ISO-treated control levels (*Figure 5F*). RAD reduction accelerated Ca^2+^ transient decay rate under basal conditions by 79% (*Figure 5G*). In parallel, force tracked with Ca^2+^ transients in failing human heart. RNA knockdown increased basal force by 84% (*Figure 5H*), and the kinetics of force development by 45% (*Figure 5I*) and relaxation by 46% (*Figure 5J*). Force levels in basal RAD knockdown were not different from those in control or RAD knockdown with acute ISO challenge (*Figure 5H*). Taken together, these results show that positive inotropic functional effects of RAD reduction in failing heart translate from mouse to human heart.

### 3.5 RAD knockout rescue of DCM attenuates pathological remodelling signalling

Bulk RNA-seq analysis of left ventricle myocardium from 3.5-month-old mice comparing MLPKO to cRAD^Δ/Δ^-MLPKO showed gene expression changes consistent with attenuation of pathological remodelling signalling caused by RAD knockout (*Figure 6A*). 

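The RNA came from the apical part of the ventricles of 5 MLPKO and 5 cRADΔ/Δ-MLPKO male mice, was enriched for polyadenylated transcripts and was sequenced as one library per mouse. MLPKO mice lack muscle LIM protein, the product of *Csrp3*, and develop dilated cardiomyopathy. In cRADΔ/Δ-MLPKO mice, *Rrad*, the gene for RAD, was in addition deleted in cardiomyocytes by a tamoxifen-induced MYH6-MerCreMer recombinase. The paper gives the age of the mice as 3.5 months, and the sample labels give 16 weeks. The authors aligned the reads to GRCm39 with STAR, counted them per gene with featureCounts, and deposited the raw counts without normalization. The total count per mouse ranged from 33457406 to 49965101 in MLPKO (median 43841079) and from 33759811 to 46280882 in cRADΔ/Δ-MLPKO (median 43635203), and did not differ between the genotypes (two-sided exact permutation test, p = 0.587, n = 5 per group). Counts from 1 to 20 were even numbers in 73.7% to 80.3% of cases per library, against 51.0% to 56.5% of counts above 1000. Genes were kept where more than 10 counts were present in at least 6 of the 10 mice. Predicted genes named Gm or Rik were left out, and both steps are those of the authors' methods. The paper ranked 12452 genes for its gene set enrichment, and the filter left 13453 genes here. Counts were normalized for library size with TMM, and the genotypes were compared with the quasi-likelihood test of edgeR, with Benjamini-Hochberg adjustment over these genes. The authors used DESeq2. Genes are placed by the GENCODE M39 annotation of GRCm39, and a negative log2 fold change is a lower count in cRADΔ/Δ-MLPKO.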

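*Rrad* (chromosome 8, 105354695 to 105357990) had a normalized count of 9216 ± 2734 (SD, n = 5) in MLPKO and 7070 ± 1238 (SD, n = 5) in cRADΔ/Δ-MLPKO, a log2 fold change of −0.38 (standard error 0.20, edgeR adjusted p = 0.29). In single mice the values were 10850, 11070, 5774, 6750 and 11640 in MLPKO and 8122, 5562, 8361, 6049 and 7258 in cRADΔ/Δ-MLPKO, so the genotypes overlapped. The count covers the whole gene and all cell types of the tissue, and the deleted exons cannot be counted apart. *Csrp3* (chromosome 7, 48480142 to 48497901), the gene that the genotype names as knocked out in both groups, had a normalized count of 73417 ± 37891 (SD, n = 5) in MLPKO and 34730 ± 8159 (SD, n = 5) in cRADΔ/Δ-MLPKO, a log2 fold change of −1.08 (standard error 0.29, edgeR adjusted p = 0.0667), with a DESeq2 adjusted p of 0.0362. Its transcript was thus counted in all 10 mice, although the genotype is named a knockout, and which of its exons were read cannot be told from counts per gene. *Ddx3y* on chromosome Y had between 3338 and 4554 normalized counts in the 10 mice, and *Xist* on chromosome X had between 3 and 25 raw counts.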

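Of the 13453 genes, 369 differed between cRADΔ/Δ-MLPKO and MLPKO at an adjusted p under 0.05 (quasi-likelihood test of edgeR, n = 5 mice per group), with 242 lower and 127 higher in cRADΔ/Δ-MLPKO. Without adjustment, 2900 genes had a p under 0.05. In 332 of the 369 genes the normalized counts of the genotypes did not overlap. This was the case in 6.62% of all genes, where chance gives 0.794%. DESeq2, the tool of the authors' methods, called 1298 genes on the same counts, among them 367 of the 369. On simulated counts with 200 changed genes, the edgeR test recovered 180 with 4 false calls, and DESeq2 recovered 186 with 29 false calls. With each mouse left out in turn, edgeR called between 47 genes (without MLPKO mouse 5) and 826 genes (without MLPKO mouse 4).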

There were 1327 genes whose expression was significantly different (adjusted *P*-value <0.05). 346 transcripts were differentially expressed (0.5 log_2_ fold-change; *Figure 6A–D*). 

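With a log2 fold change of at least 0.5 in size as a second criterion, 168 genes were differentially expressed, 102 lower and 66 higher in cRADΔ/Δ-MLPKO. DESeq2 gave 236 lower and 223 higher under both criteria. A test against a log2 fold change of 0.5, edgeR's glmTreat, left 1 gene, which was higher in cRADΔ/Δ-MLPKO. The smallest adjusted p belonged to *Ano10* (chromosome 9, 122004940 to 122124498), with a normalized count of 963 ± 122 (SD, n = 5) in MLPKO and 2842 ± 257 (SD, n = 5) in cRADΔ/Δ-MLPKO, a log2 fold change of 1.56 (standard error 0.09, edgeR adjusted p = 2.03e-05). *Pfkp* (chromosome 13, 6629798 to 6698970), a phosphofructokinase gene, had 5174 ± 772 (SD, n = 5) in MLPKO and 2425 ± 266 (SD, n = 5) in cRADΔ/Δ-MLPKO, a log2 fold change of −1.09 (standard error 0.11, edgeR adjusted p = 0.00188). The log2 fold change was −0.69 (edgeR adjusted p = 0.00577) for *Cidea*, −0.64 (edgeR adjusted p = 0.00577) for *Acss2* and 0.54 (edgeR adjusted p = 0.00577) for *Sh3bp4*. None of these 5 genes overlapped between the genotypes, and each had an edgeR adjusted p under 0.05 in all 10 fits that left out one mouse.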

Principle component analysis clustered cRAD^Δ/Δ^-MLPKO consistent with a similar rescue transcriptome profile (*Figure 6E*). 

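Over the log2 CPM of all genes tested, with a prior count of 2, the first principal component held 35.3% of the variance and the second 14.1%. The genotypes separated, with a ratio of between-group to within-group squared distances (pseudo-F) of 2.42. No other split of the mice into groups of 5 gave as large a ratio (exact permutation test, p = 0.00794, the smallest p these splits allow). The score on the first component ranged from −24.02 to −3.04 in cRADΔ/Δ-MLPKO and from −11.18 to 55.72 in MLPKO, with MLPKO mouse 2 at 55.72. The mean distance of a mouse from the mean of the other mice of its group was 38.9 ± 4.40 (SD, n = 5) in cRADΔ/Δ-MLPKO and 45.8 ± 10.4 (SD, n = 5) in MLPKO, a difference within the spread between mice (two-sided exact permutation test, p = 0.238).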

Singular enrichment analysis (SEA) was performed on the down-regulated (*Figure 6F*) and up-regulated (*Figure 6G*) differentially expressed genes using Enrichr.^37–39^ The Muscle Gene Set database^40^ (which includes mouse models of heart failure) enriched terms suggest that cRAD^Δ/Δ^-MLPKO transcriptional profile was inversely correlated with disease models and positively correlated with healthy controls. 

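Among the foetal genes that rise in heart failure are *Myh7*, *Nppa* and *Nppb*. *Myh7* (chromosome 14, 55208141 to 55232084) encodes the slow myosin heavy chain. It had a normalized count of 40426 ± 10499 (SD, n = 5) in MLPKO and 17191 ± 2859 (SD, n = 5) in cRADΔ/Δ-MLPKO, a log2 fold change of −1.23 (standard error 0.17, edgeR adjusted p = 0.0104). The genotypes did not overlap, and with each mouse left out in turn the log2 fold change lay between −1.3 and −1.09. The natriuretic peptide genes varied more between mice. *Nppa* (chromosome 4, 148085091 to 148086583) had 45556 ± 41419 (SD, n = 5) in MLPKO and 10997 ± 5870 (SD, n = 5) in cRADΔ/Δ-MLPKO, a log2 fold change of −2.05 (standard error 0.72, edgeR adjusted p = 0.124). *Nppb* (chromosome 4, 148069859 to 148071662) had 27903 ± 21409 (SD, n = 5) in MLPKO and 13762 ± 6482 (SD, n = 5) in cRADΔ/Δ-MLPKO, a log2 fold change of −1.02 (standard error 0.48, edgeR adjusted p = 0.241). Neither difference had an adjusted p under 0.05 with edgeR or DESeq2, whose adjusted p was 0.07 for *Nppa* and 0.285 for *Nppb*. The unadjusted edgeR p was 0.0144 for *Nppa* and 0.054 for *Nppb*.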

Genes normally up-regulated in heart failure, such as foetal gene programme genes, were down-regulated in cRAD^Δ/Δ−^MLPKO and vice versa, suggesting that RAD knockout attenuated pathological remodelling signalling cascades. Moreover, the Transcription Factors Perturbations^39^ database shows inverse correlation of genes associated with perturbation of transcription factors known to be highly linked to pathological remodelling and the foetal gene programme, such as GATA4, SRF, and CREB1. 

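The transcripts of the 3 factors themselves were counted in the same libraries. *Gata4* (chromosome 14, 63436362 to 63509141) had a normalized count of 7450 ± 1056 (SD, n = 5) in MLPKO and 5751 ± 383 (SD, n = 5) in cRADΔ/Δ-MLPKO, a log2 fold change of −0.37 (standard error 0.09, edgeR adjusted p = 0.0557). The genotypes did not overlap, and DESeq2 gave an adjusted p of 0.00588. *Srf* and *Creb1* did not differ by more than the spread between mice. Their log2 fold changes were 0.03 (edgeR adjusted p = 0.85) and 0.26 (edgeR adjusted p = 0.14).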

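Of the genes that the paper's supplementary tables list under the GATA4 term of TRRUST, *Lrrc10* (chromosome 10, 116881246 to 116882673) had a normalized count of 6448 ± 1273 (SD, n = 5) in MLPKO and 4171 ± 527 (SD, n = 5) in cRADΔ/Δ-MLPKO, a log2 fold change of −0.63 (standard error 0.14, edgeR adjusted p = 0.0369). *Star* (chromosome 8, 26296583 to 26306010) had a mean of 603 in MLPKO that rested on mouse 2, with 2076 normalized counts against 205 to 258 in the other 4 MLPKO mice. In cRADΔ/Δ-MLPKO it had 134 ± 20.7 (SD, n = 5). The log2 fold change of −2.16 (standard error 0.65, edgeR adjusted p = 0.0869) for *Star* became −0.82 without that mouse, and the genotypes did not overlap.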

GATA4 is an upstream regulator of the foetal gene programme and pro-hypertrophic genes and was the highest scoring transcription factor identified among the transcriptional regulatory network databases, TRRUST, ENCODE, and CHEA.^39,41–44^ 

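A list of 50 genes of the contractile fibre was set before the counts were examined, since no ontology database was used here, and 49 passed the count filter. Of these, 43 were lower and 6 higher in cRADΔ/Δ-MLPKO. The mean log2 CPM over the list was 9.24 ± 0.383 (SD, n = 5) in MLPKO and 8.53 ± 0.264 (SD, n = 5) in cRADΔ/Δ-MLPKO, a difference of −0.708 on the log2 scale (two-sided exact permutation test, p = 0.0159; Benjamini-Hochberg adjusted over the 7 sets tested, 0.111). The edgeR test called 10 of the 49 genes lower and none higher at an adjusted p under 0.05. An unadjusted comparison that takes the correlation between genes into account (camera) gave p = 0.0518.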

The Gene Ontology^45,46^ databases contained terms enriched with genes involved in sarcomere and striated muscle. The significant halving of sarcomere genes associated with disease *Ankrd1*, *Ankrd2*, *Acta1*, *Myh7*, *Myom2*, and *Myom3* expression in cRAD^Δ/Δ^-MLPKO are major contributors to the enriched GO terms regarding amelioration of sarcomere hypertrophy in cRAD^Δ/Δ−^MLPKO.

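The 6 genes were lower in cRADΔ/Δ-MLPKO to between 1.79% (*Ankrd2*) and 46.9% (*Myom2*) of the MLPKO mean. *Ankrd1* (chromosome 19, 36089352 to 36097506) had a normalized count of 176770 ± 77412 (SD, n = 5) in MLPKO and 73436 ± 22639 (SD, n = 5) in cRADΔ/Δ-MLPKO, a log2 fold change of −1.27 (standard error 0.30, edgeR adjusted p = 0.0463). *Acta1* (chromosome 8, 124618501 to 124623661) had 480310 ± 206580 (SD, n = 5) in MLPKO and 167490 ± 92833 (SD, n = 5) in cRADΔ/Δ-MLPKO, a log2 fold change of −1.52 (standard error 0.36, edgeR adjusted p = 0.0492). *Myom2* (chromosome 8, 15107272 to 15183541) had 49201 ± 16510 (SD, n = 5) in MLPKO and 23092 ± 7316 (SD, n = 5) in cRADΔ/Δ-MLPKO, a log2 fold change of −1.09 (standard error 0.27, edgeR adjusted p = 0.0558). Both *Ankrd2* and *Myom3* had an MLPKO mean that rested on mouse 2, and the SD exceeded the mean. *Ankrd2* (chromosome 19, 42024274 to 42033552) had 1739 ± 3344 (SD, n = 5) in MLPKO and 31.1 ± 28.1 (SD, n = 5) in cRADΔ/Δ-MLPKO, a log2 fold change of −5.87 (standard error 1.38, edgeR adjusted p = 0.0475) that became −3.02 without that mouse, and DESeq2 gave it no adjusted p after its check for outlying counts. *Myom3* (chromosome 4, 135487017 to 135542875) had 4562 ± 6842 (SD, n = 5) in MLPKO and 378 ± 380.4 (SD, n = 5) in cRADΔ/Δ-MLPKO, a log2 fold change of −3.61 (standard error 0.91, edgeR adjusted p = 0.057) that became −2.02 without that mouse. Of the 6 genes, 4 had an edgeR adjusted p under 0.05 and 5 a DESeq2 adjusted p under 0.05, and 3 did not overlap between the genotypes (*Ankrd2*, *Myh7* and *Myom2*). Among the 4 that edgeR called, *Myh7* was called in all 10 fits that left out one mouse. *Ankrd1* was called in 3 of these fits, and *Acta1* and *Ankrd2* in 2 each.

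**Figure D1:**
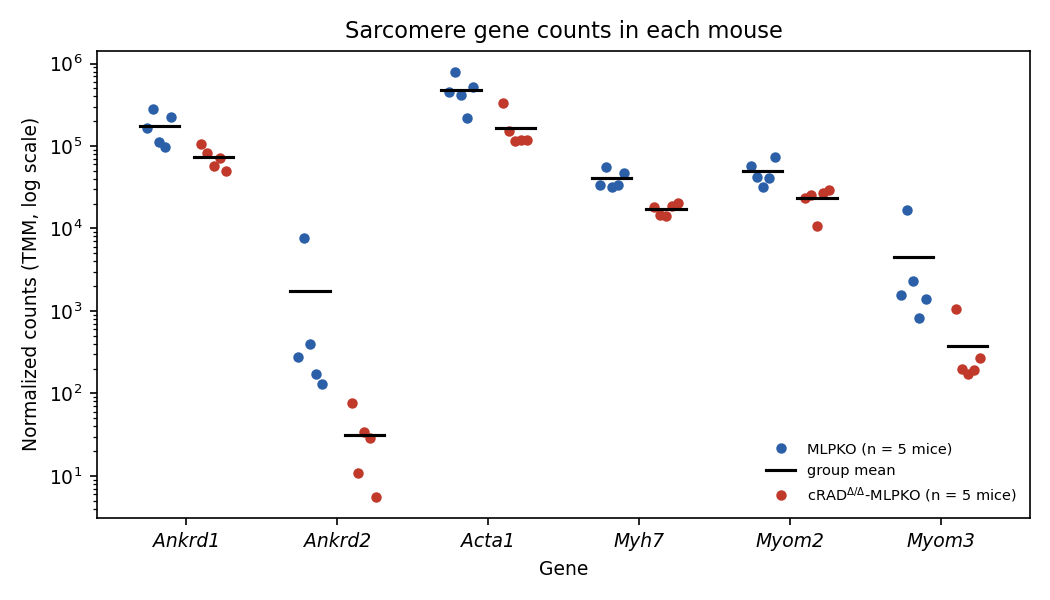
Normalized counts (TMM, log axis) of 6 sarcomere genes in each of 5 MLPKO (blue) and 5 cRADΔ/Δ-MLPKO (red) mice; each point is a mouse and each bar the group mean. For *Ankrd2*, MLPKO mouse 2 sits at 7718 normalized counts and the other MLPKO mice between 131 and 397.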

**Figure 6:**
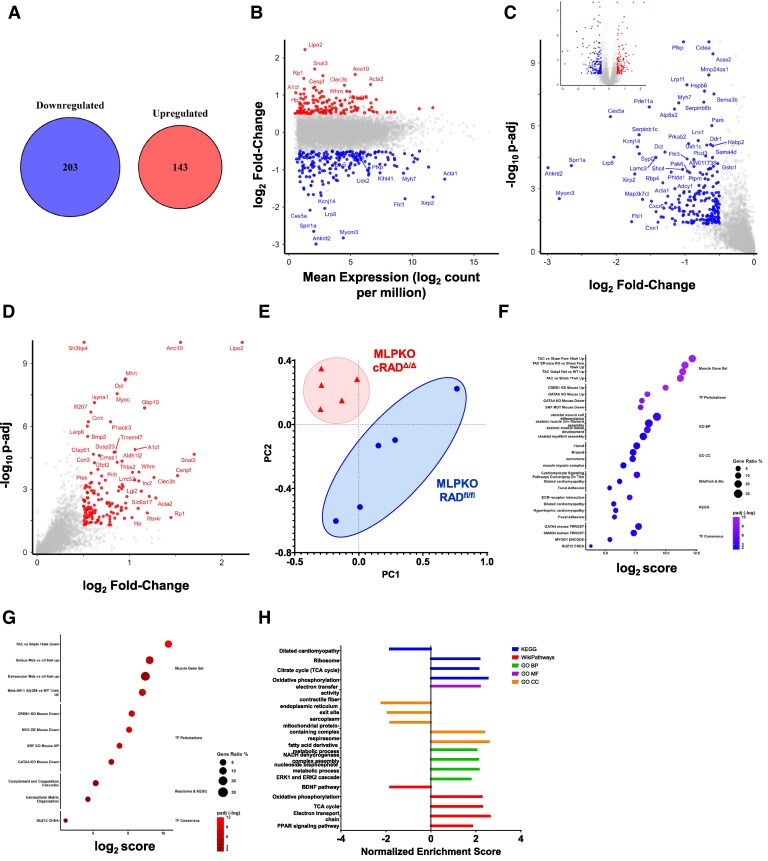
cRAD^Δ/δ^-MLPKO attenuates gene expression changes associated with pathological remodelling in the MLPKO mouse. Bulk RNAseq results of hearts from five MLPKO and five cRAD^Δ/Δ^-MLPKO 3.5-month-old male mice (1 month after cRAD^Δ/Δ^ induction). (*A*) DESeq2 revealed 346 differentially expressed (DE) genes (0.5 log_2_ fold-change and *P*-adj < 0.05). Two-hundred three genes were down-regulated and 143 up-regulated in cRAD^Δ/Δ^-MLPKO relative to MLPKO. (*B*) Bland–Altman plot of down-regulated (blue) and up-regulated (red) DE genes. Volcano plots of down-regulated (*C*) and up-regulated (*D*) DE genes. (*E*) Principal component analysis—each point represents a mouse. Singular enrichment analysis using the down-regulated (*F*) and up-regulated (*G*) differentially expressed genes, that included experimental model databases (Muscle Gene Set, TF Pertubations), gene ontology (GO Biological Processes and Cellular Compartments), transcription factors (TF Consensus of ENCODE & CHEA, and TRRUST), and pathway databases (Wiki Pathways, BioPlanet, KEGG). All terms shown have *P*-adj <0.05. (*H*) Gene set enrichment analysis on genes ranked by log_2_ fold change. Only significant (*P*-adj <0.05) terms are included and the highest scoring terms within the five databases are shown (KEGG, Wiki Pathways, GO biological processes, GO molecular functions, and GO cellular compartments).

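The 10 genes with the largest log2 fold change among those with an edgeR adjusted p under 0.05 and no overlap between the genotypes were *Ankrd2*, *Sprr1a*, *Rbp4*, *Ces5a*, *Pde11a*, *Serpinb1c* and *Sypl2*, which were lower in cRADΔ/Δ-MLPKO, and *Rp1*, *Snai3* and *Gbp10*, which were higher. *Sprr1a* (chromosome 3, 92390424 to 92393208) had a normalized count of 898 ± 1534 (SD, n = 5) in MLPKO and 28.2 ± 18 (SD, n = 5) in cRADΔ/Δ-MLPKO, a log2 fold change of −5.02 (standard error 1.1, edgeR adjusted p = 0.0376), and was highest in MLPKO mouse 2. *Pde11a* (chromosome 2, 75816154 to 76169438) had 132 ± 84.3 (SD, n = 5) in MLPKO and 16.1 ± 7.88 (SD, n = 5) in cRADΔ/Δ-MLPKO, a log2 fold change of −3.02 (standard error 0.49, edgeR adjusted p = 0.0173), and was called in all 10 fits that left out one mouse. *Gbp10* (chromosome 5, 105362773 to 105412666) had 23.5 ± 9.7 (SD, n = 5) in MLPKO and 115 ± 59 (SD, n = 5) in cRADΔ/Δ-MLPKO, a log2 fold change of 2.26 (standard error 0.36, edgeR adjusted p = 0.0166). The log2 fold change was −3.84 (edgeR adjusted p = 0.0369) for *Rbp4*, −3.52 (edgeR adjusted p = 0.0207) for *Ces5a*, −2.40 (edgeR adjusted p = 0.0261) for *Sypl2*, 2.82 (edgeR adjusted p = 0.0498) for *Rp1* and 2.30 (edgeR adjusted p = 0.0226) for *Snai3*.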

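*Lipo2* and *A1cf*, which Figure 6 labels as up-regulated, had more than 10 counts in 5 and 4 of the 10 mice, and so did not pass the count filter. They were compared in a fit without it. *Lipo2* (chromosome 19, 33697070 to 33728759) had 1 to 7 raw counts in MLPKO and 115 to 222 in cRADΔ/Δ-MLPKO, a log2 fold change of 5.08 (standard error 0.29, edgeR adjusted p = 2.96e-06, n = 5 per group). It lies within the span of *Lipo3*, a paralog on the same strand, so reads could have been split between them. *A1cf* (chromosome 19, 31846164 to 31926395) had 0 counts in every MLPKO mouse and 10 to 329 in cRADΔ/Δ-MLPKO. With MLPKO set to the 3 counts that the depth can show, the cRADΔ/Δ-MLPKO mean was at least 26.2-fold higher. Most of that mean came from the mouse with 329 counts. Between the end of *A1cf* and the start of *Lipo2* lie 1770675 bases. Sequence next to the MYH6-MerCreMer transgene, which only the cRADΔ/Δ-MLPKO mice carry, is a candidate explanation for both genes. Where the transgene lies was not tested, so these changes cannot be assigned to the loss of RAD.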

Pathway databases (WikiPathways,^47^ BioPlanet,^48^ KEGG,^49,50^ and Reactome^51^) enriched terms were related to cardiomyopathy, inflammatory response, focal adhesion, and the extracellular matrix. 

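For the inflammatory response, the paper's supplementary tables list complement and integrin genes of the innate immune system under the up-regulated terms. All 5 of those followed here were higher in cRADΔ/Δ-MLPKO, the direction in which the paper listed them from these same data. *C4b* (chromosome 17, 34947354 to 34962912) had a normalized count of 1105 ± 134 (SD, n = 5) in MLPKO and 2194 ± 739 (SD, n = 5) in cRADΔ/Δ-MLPKO, a log2 fold change of 0.99 (standard error 0.20, edgeR adjusted p = 0.0302), without overlap. *C7* (chromosome 15, 5017233 to 5093252) had 571 ± 84.4 (SD, n = 5) in MLPKO and 1014 ± 283 (SD, n = 5) in cRADΔ/Δ-MLPKO, a log2 fold change of 0.83 (standard error 0.18, edgeR adjusted p = 0.0334), without overlap. The log2 fold change was 0.77 (edgeR adjusted p = 0.0724) for *Itgb2*, 0.89 (edgeR adjusted p = 0.106) for *Itgam* and 1.49 (edgeR adjusted p = 0.0926) for *Vsig4*, which overlapped between the genotypes. DESeq2 called all 5 at an adjusted p under 0.05. The mean log2 CPM over 16 macrophage marker genes, *Itgam* among them, was also higher in cRADΔ/Δ-MLPKO, by 0.624 on the log2 scale (two-sided exact permutation test, p = 0.0159).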

Terms related to cardiomyopathy are enriched in genes of the foetal gene programme (*Acta1* and *Myh7*) and sarcomere genes. 

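Filamin C is encoded by *Flnc* (chromosome 6, 29433072 to 29461887), which had a normalized count of 80106 ± 55190 (SD, n = 5) in MLPKO and 37677 ± 7131 (SD, n = 5) in cRADΔ/Δ-MLPKO, a log2 fold change of −1.09 (standard error 0.37, edgeR adjusted p = 0.114). This difference did not pass an adjusted p of 0.05 with edgeR or with DESeq2, whose adjusted p was 0.114. The unadjusted edgeR p was 0.0118. Of 35 collagen genes, 25 were lower and 10 higher in cRADΔ/Δ-MLPKO, with a mean difference of −0.267 on the log2 scale (two-sided exact permutation test, p = 0.198). Of 24 integrin genes, 12 were lower and 12 higher (difference 0.0413, exact permutation p = 0.627). Of 10 laminin genes, 4 were lower and 6 higher (difference −0.0975, exact permutation p = 0.214). The members with an edgeR adjusted p under 0.05, named after their values were seen, were *Itga9*, *Itgb5*, *Lamc3* and *Col4a3*, which were lower, and *Lama4* and *Lamb3*, which were higher. Their log2 fold changes were −0.99, −0.45, −1.99, −0.87, 0.37 and 0.80 in that order.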

Focal adhesion and the ECM-receptor interaction terms were enriched with integrin, laminin, filamin C, collagen, and other activated-myofibroblasts associated genes. Accordingly, metalloproteinases (e.g. *Adamts8, Mmp23*) and serpin family genes (e.g. *Serpine1, Serpinb1c*)—matrisome genes associated with extracellular matrix organization and fibrosis—were significantly halved in cRAD^Δ/Δ^-MLPKO. 

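*Serpinb1c* (chromosome 13, 33065201 to 33082194) had a normalized count of 201 ± 155 (SD, n = 5) in MLPKO and 30.1 ± 15.7 (SD, n = 5) in cRADΔ/Δ-MLPKO, a log2 fold change of −2.75 (standard error 0.49, edgeR adjusted p = 0.0226), without overlap between the genotypes. *Mmp23* (chromosome 4, 155735111 to 155738378) had 508 ± 56.6 (SD, n = 5) in MLPKO and 315 ± 61.4 (SD, n = 5) in cRADΔ/Δ-MLPKO, a log2 fold change of −0.69 (standard error 0.13, edgeR adjusted p = 0.0238), without overlap, and its mean in cRADΔ/Δ-MLPKO was 62% of the MLPKO mean. *Adamts8* (chromosome 9, 30853809 to 30875134) had 229 ± 186 (SD, n = 5) in MLPKO and 67.1 ± 61.3 (SD, n = 5) in cRADΔ/Δ-MLPKO, a log2 fold change of −1.78 (standard error 0.57, edgeR adjusted p = 0.102), with a DESeq2 adjusted p of 0.0545. Its MLPKO mean rested on mouse 2. Over both families, 13 of 40 metalloproteinase genes were lower and 27 higher, and 9 of 18 serpin genes were lower and 9 higher. Besides the genes above, edgeR called *Adam10*, *Adam19* and *Adamts5* (log2 fold changes of 0.22, 0.64 and 0.49) and *Serping1* (0.39) higher and *Serpinb6b* (−0.78) lower at an adjusted p under 0.05. These 5 genes were named after their values were seen.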

A transcription factor involved in fibroblast signalling cascades upstream of these genes, SMAD4, was an enriched term in the TRRUST database. 

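*Smad4* itself (chromosome 18, 73769343 to 73836915) had a normalized count of 2130 ± 63.8 (SD, n = 5) in MLPKO and 2088 ± 115 (SD, n = 5) in cRADΔ/Δ-MLPKO, a log2 fold change of −0.03 (standard error 0.05, edgeR adjusted p = 0.808), within the spread between mice. Of the genes listed under the SMAD4 term, *Bcl2* (chromosome 1, 106465908 to 106642060) had 859 ± 169 (SD, n = 5) in MLPKO and 497 ± 83 (SD, n = 5) in cRADΔ/Δ-MLPKO, a log2 fold change of −0.79 (standard error 0.15, edgeR adjusted p = 0.0234), without overlap. The log2 fold change was −0.59 (edgeR adjusted p = 0.0768) for *Bambi* and −0.89 (edgeR adjusted p = 0.0928) for *Fstl3*. DESeq2 gave an adjusted p of 0.0142 and 0.0174 for these.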

Together, the ECM organization, sarcomere hypertrophy, foetal gene programme terms constitute many of the up-regulated genes associated with disease models in the Muscle Gene Set and Transcription Factor Perturbation databases; thus, down-regulation of these genes in cRAD^Δ/Δ^-MLPKO suggests attenuation of pathological remodelling signalling.

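The text, Figure 7E, Supplementary Figure 13 and the SMAD4 and GATA4 terms together name 37 genes as down-regulated, which were listed before the counts were examined. All 37 had a negative log2 fold change, from −5.87 to −0.37. In 25 the cRADΔ/Δ-MLPKO mean was at most 0.5 times the MLPKO mean, and in 13 the genotypes did not overlap. The edgeR adjusted p over all genes was under 0.05 in 15 of them, and the DESeq2 adjusted p in 25. Adjusted over the 37 genes alone, edgeR gave 34, but the list is the paper's own selection from these data. In 28 of the 37 genes, MLPKO mouse 2 had the highest value of the MLPKO mice. From the lower expression of extracellular matrix, sarcomere and foetal genes, which rise in disease models, the paper proposes that RAD knockout attenuates pathological remodelling signalling.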

Gene set enrichment analysis (GSEA) utilizes a ranked gene list of all genes not dependent on user thresholds for input and was performed using WebGestalt^52^ (*Figure 6H*). Oxidative phosphorylation and fatty acid oxidation were down-regulated in MLPKO relative to cRAD^Δ/Δ^-MLPKO, corroborating the SEA results showing that cRAD^Δ/Δ^-MLPKO has less induction of the foetal gene programme. 

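The sets compared here were written before the counts were examined, and each mouse was given the mean log2 CPM of a set. For 87 nuclear-encoded genes of oxidative phosphorylation it was 7.62 ± 0.092 (SD, n = 5) in MLPKO and 7.77 ± 0.086 (SD, n = 5) in cRADΔ/Δ-MLPKO. The difference was 0.154 on the log2 scale (two-sided exact permutation test, p = 0.0397; Benjamini-Hochberg adjusted over the 7 sets tested, 0.13). Of the 87 genes, 83 were higher in cRADΔ/Δ-MLPKO, of which edgeR called *Cox8a*, *Ndufa1* and *Ndufv3* at an adjusted p under 0.05, with log2 fold changes of 0.32, 0.32 and 0.30. These 3 were named after their values were seen. The camera comparison, which takes the correlation between genes into account, gave an unadjusted p of 0.173 for this set. Leaving out one mouse gave differences from 0.127 to 0.19, with an exact permutation p between 0.0159 and 0.0714. For 20 genes of fatty acid oxidation it was 7.86 ± 0.184 (SD, n = 5) in MLPKO and 7.98 ± 0.096 (SD, n = 5) in cRADΔ/Δ-MLPKO, a difference of 0.116 on the log2 scale (two-sided exact permutation test, p = 0.309; Benjamini-Hochberg adjusted over the 7 sets tested, 0.309). For 18 genes of the tricarboxylic acid cycle it was 9.21 ± 0.108 (SD, n = 5) in MLPKO and 9.31 ± 0.090 (SD, n = 5) in cRADΔ/Δ-MLPKO, a difference of 0.0978 on the log2 scale (two-sided exact permutation test, p = 0.159; Benjamini-Hochberg adjusted over the 7 sets tested, 0.222). Neither of these was larger than the spread between mice, although 17 of the 20 and 17 of the 18 genes were higher in cRADΔ/Δ-MLPKO.

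**Figure D2:**
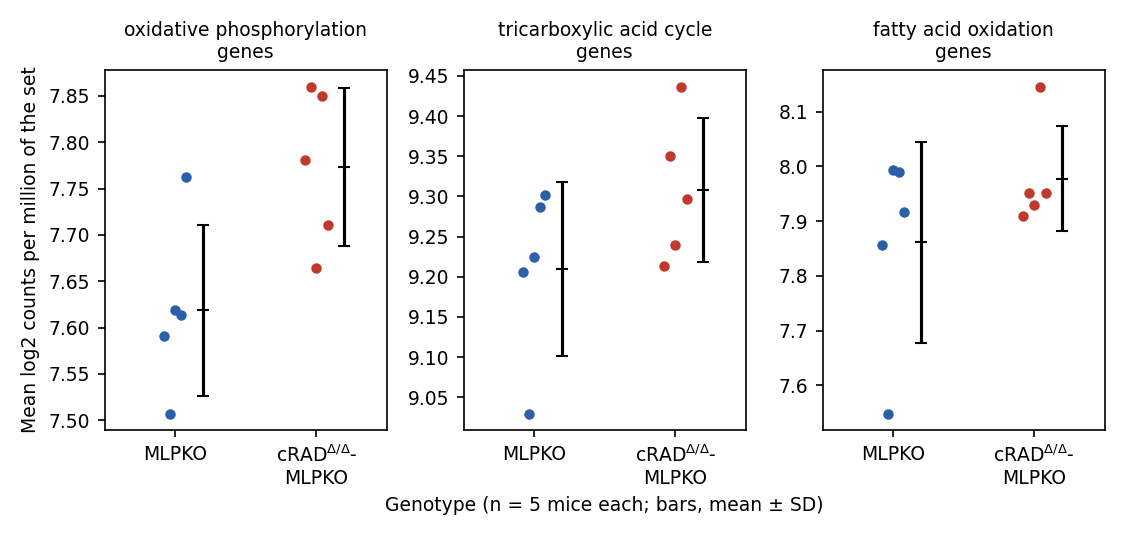
Mean log2 CPM of 3 gene sets in each of 5 MLPKO and 5 cRADΔ/Δ-MLPKO mice; each point is a mouse, and the bars show mean ± SD. For oxidative phosphorylation, the cRADΔ/Δ-MLPKO mice sit between 7.66 and 7.86 and the MLPKO mice between 7.51 and 7.76.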

Failing myocardium includes post-natal fatty acid oxidation down-regulation and up-regulated glycolysis and carbohydrate fuel usage; relatedly, the PPAR signalling pathway was up-regulated in cRAD^Δ/Δ^-MLPKO, indicating mitochondrial biogenesis and fatty acid substrate usage.^53^

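A list of 33 PPAR signalling genes had a mean log2 CPM of 6.09 ± 0.142 (SD, n = 5) in MLPKO and 6.20 ± 0.170 (SD, n = 5) in cRADΔ/Δ-MLPKO, a difference of 0.106 on the log2 scale (two-sided exact permutation test, p = 0.294; Benjamini-Hochberg adjusted over the 7 sets tested, 0.309). Of the 33 genes, 24 were higher and 9 lower in cRADΔ/Δ-MLPKO, and edgeR called none higher and 1 lower at an adjusted p under 0.05, with 4 of the 33 at an unadjusted p under 0.05 in either direction. A list of 19 glycolysis genes had 8.41 ± 0.057 (SD, n = 5) in MLPKO and 8.33 ± 0.069 (SD, n = 5) in cRADΔ/Δ-MLPKO, a difference of −0.0819 on the log2 scale (two-sided exact permutation test, p = 0.0556; Benjamini-Hochberg adjusted over the 7 sets tested, 0.13). Of these 19 genes, 8 were higher and 11 lower, and edgeR called *Pfkp* and *Gapdh* lower, the latter with a log2 fold change of −0.32 and named after its value was seen.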

We next evaluated our findings comparing RAD-reduction rescued DCM in MLPKO to a recent bulk RNA-seq analysis of 3, 6, and 10 weeks of age of MLPKO in comparison to WT mice (MLP^+/+^) (*Figure 7*).^29^ Holmes *et al*. reported that mice at 3-weeks had not developed significant systolic dysfunction or dilation but demonstrated diastolic dysfunction; however, the transcriptomic profiles of 3-week-old MLPKO vs. MLP^+/+^ mice already showed hallmarks of heart failure and disease models including up-regulation of sarcomere hypertrophy, inflammatory response, extracellular matrix pathways, and activated-fibroblast related pathways. By 6 and 10 weeks, Holmes *et al*. MLPKO^29^ showed significant systolic function (LV FS% 22 vs. 39; 16 vs. 36%) and LV dilation (3.8 vs. 3.4; 4.2 vs. 3.4 mm) vs. MLP^+/+^, and the up-regulation of these pathways became more severe, along with the two other typical HF alterations: down-regulation of fatty acid oxidation and up-regulation of apoptosis. To analyse the correlation between cRAD^Δ/Δ^ effects on MLPKO (our new data) and MLP^+/+^ vs. MLPKO,^29^ the top correlated genes in each experiment were further analysed (*Figure 7A* and *B*). Singular enrichment analysis of correlated down-regulated genes demonstrated significant down-regulation of HF hallmarks in cRAD^Δ/Δ^-MLPKO (*Figure 7C*). GATA4 was again identified as the highest scoring transcription factor. The genes with the highest mode in the singular enrichment analysis (*Figure 7D*) and highest magnitude of down-regulation (see Supplementary material online, *Figure S13*), consisted of foetal cardiac and sarcomere hypertrophy genes (*Acta1, Ankrd1, Nppa, Nppb, Myh7,* and *Ankrd2*), and activated-fibroblast genes. 

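Supplementary Figure 13 ranks 20 genes that the paper selected as down-regulated in these same mice, so their direction was set beforehand. All 20 were lower in cRADΔ/Δ-MLPKO, with log2 fold changes from −5.87 to −0.52. Of these, 9 had an edgeR adjusted p under 0.05 and 11 a DESeq2 adjusted p under 0.05, and 4 did not overlap between the genotypes. *Lrp8* (chromosome 4, 107659066 to 107734038) had a normalized count of 765 ± 629 (SD, n = 5) in MLPKO and 119.7 ± 46.8 (SD, n = 5) in cRADΔ/Δ-MLPKO, a log2 fold change of −2.68 (standard error 0.54, edgeR adjusted p = 0.0294). *Fhl1* (chromosome X, 55777147 to 55838706), a sarcomere gene, had 71150 ± 60808 (SD, n = 5) in MLPKO and 16748 ± 11791 (SD, n = 5) in cRADΔ/Δ-MLPKO, a log2 fold change of −2.09 (standard error 0.55, edgeR adjusted p = 0.0609). *Cilp* and *Pttg1* had the largest adjusted p values, with log2 fold changes of −0.52 (edgeR adjusted p = 0.56) and −0.82 (edgeR adjusted p = 0.584). In 17 of the 20 genes MLPKO mouse 2 was the highest MLPKO mouse, among them *Cnn1*, *Syndig1* and *Shisa3*, whose log2 fold changes were −2.17 (edgeR adjusted p = 0.103), −2.08 (edgeR adjusted p = 0.12) and −1.71 (edgeR adjusted p = 0.0996). *Fgf6*, with −1.39 (edgeR adjusted p = 0.128), was highest in MLPKO mouse 5.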

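*Xirp2* (chromosome 2, 67004178 to 67356962), an actin-binding repeat protein of the intercalated disc, had a normalized count of 308080 ± 234360 (SD, n = 5) in MLPKO and 74943 ± 32599 (SD, n = 5) in cRADΔ/Δ-MLPKO, a log2 fold change of −2.04 (standard error 0.43, edgeR adjusted p = 0.0324), without overlap between the genotypes. *Rcan1* (chromosome 16, 92188840 to 92267755), a calcineurin regulator, had 15872 ± 10373 (SD, n = 5) in MLPKO and 6774 ± 1539 (SD, n = 5) in cRADΔ/Δ-MLPKO, a log2 fold change of −1.23 (standard error 0.40, edgeR adjusted p = 0.106). Over the 12 genes of Figure 7E, all were lower in cRADΔ/Δ-MLPKO, the direction that the figure shows for these same mice. Of the 12, 9 had a cRADΔ/Δ-MLPKO mean of at most 0.5 times the MLPKO mean. The edgeR adjusted p was under 0.05 in 6 of the 12 and the DESeq2 adjusted p in 8.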

*Figure 7E* highlights the down-regulation of foetal gene programme and sarcomere hypertrophy genes in the myocardium of cRAD^Δ/Δ^-MLPKO indicative of pro-hypertrophic gene expression that have been reported up-regulated in disease models such as MLPKO. These genes along with *Adora1 and Chrm2,* are linked to GATA4, SRF, and NKX2-5 transcription factor activity.

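*Adora1* (chromosome 1, 134126948 to 134163579), an adenosine receptor gene, had a normalized count of 816 ± 354 (SD, n = 5) in MLPKO and 382 ± 99.8 (SD, n = 5) in cRADΔ/Δ-MLPKO, a log2 fold change of −1.09 (standard error 0.28, edgeR adjusted p = 0.057). *Chrm2* (chromosome 6, 36364718 to 36505582), a muscarinic receptor gene, had 7698 ± 1598 (SD, n = 5) in MLPKO and 5131 ± 1030 (SD, n = 5) in cRADΔ/Δ-MLPKO, a log2 fold change of −0.59 (standard error 0.17, edgeR adjusted p = 0.0737), without overlap between the genotypes. DESeq2 gave adjusted p values of 0.00153 and 0.0108. The transcript of *Nkx2-5* had a log2 fold change of −0.08 (edgeR adjusted p = 0.486).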

**Figure 7:**
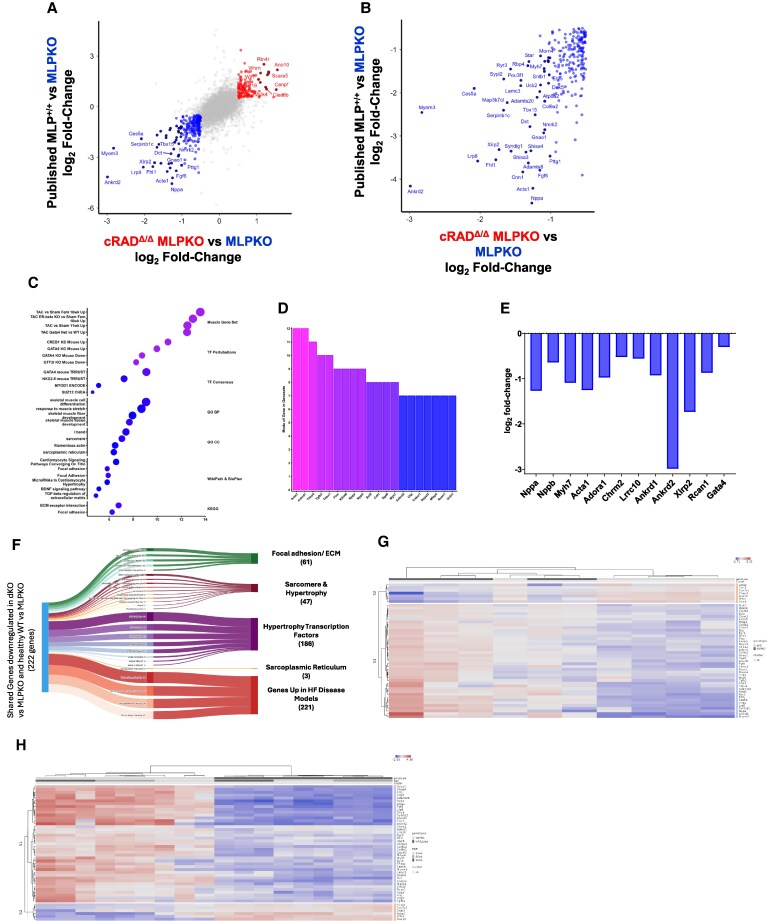
cRAD^Δ/δ^-MLPKO exhibits a transcriptomic profile that trends towards healthy MLP^+/+^ vs. MLPKO. (*A*) Correlation of differentially expressed genes between published MLP^+/+^ vs. MLPKO^31^ and the present study of cRAD^Δ/Δ^-MLPKO vs. MLPKO. Blue dots demark log_2_ fold-change < −0.5 and dark blue, log_2_ FC < −1. Red dots demark log_2_ FC > 0.5 and dark red, log_2_ FC > 1. (*B*) A zoomed-in section of A, focusing on the 222 shared down-regulated genes (log_2_ fold-change < −0.5). (*C*) Singular enrichment analysis (SEA) of shared down-regulated genes (log_2_ FC < −0.5). (*D*) Genes that appeared the most in enriched SEA terms. (*E*) Foetal gene programme, sarcomere hypertrophy, and GATA4 transcription factor target genes expression was down-regulated in cRAD^Δ/Δ^-MLPKO vs. MLPKO. (*F*) Alluvial diagram showing the categories of SEA annotations of the 222 down-regulated genes of published healthy shared between MLP^+/+^ and cRAD^Δ/Δ^-MLPKO vs. MLPKO. The middle column shows the SEA terms (from *C*) and number of genes constituting them, along with curated annotation in the rightmost column. (*G*) Top genes representing each category or typically screened for in other MLPKO and HF disease models (e.g. foetal gene programme) were subjected to unsupervised hierarchical clustering in the cRAD^Δ/Δ^-MLPKO and MLPKO datasets. (*H*) Unsupervised hierarchical clustering algorithm was performed using the same genes as in G on published MLP^+/+^ and MLPKO time series (3, 6, and 10 week) data (Holmes *et al*. 2023). Each row is a gene, and each column represents a mouse, with values being z-scores.

The 222 genes that shared down-regulation in cRAD^Δ/Δ^-MLPKO and published MLP^+/+^ vs. MLPKO (*Figure 7B*) and the resulting enrichment terms (*Figure 7C*) were categorized into 5 groups: mechanical sensing of focal adhesion/extracellular matrix (61 genes), sarcomere and hypertrophy (47 genes), hypertrophy transcription factors (186 genes), sarcoplasmic reticulum (3 genes), and genes up-regulated in HF disease models (221 genes) (*Figure 7F*). More detailed alluvial diagrams that break down constituent genes of the enrichment terms and their parent annotation categories are visualized in Supplementary material online, *Figure S14*. Unsupervised hierarchal clustering was performed on MLPKO and cRAD^Δ/Δ^-MLPKO, and from Holmes *et al*.^29^ MLP^+/+^ and MLPKO, using a subset of genes representing each category (*Figure 7G* and *H*). 

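The 10 mice of the present study were clustered here on the 12 genes of Figure 7E, which are not the same set as the genes of Figure 7G. The paper shows these 12 genes as lower in cRADΔ/Δ-MLPKO in these same mice, so some grouping by genotype was built in. With average linkage on Euclidean distances of z-scores, the largest cluster that held only cRADΔ/Δ-MLPKO mice had 4 of the 5 mice, and cRADΔ/Δ-MLPKO mouse 1 lay outside it. Ward and complete linkage also gave 4. With 1 minus Pearson's correlation as the distance, no cluster of more than 1 mouse was purely cRADΔ/Δ-MLPKO.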

Four of the cRAD^Δ/Δ^-MLPKO clustered together and showed down-regulation of hallmark HF genes, correlating with the Holmes *et al*.^29^ profiles of healthy MLP^+/+^ vs. MLPKO (*Figure 7H*). The present study’s MLPKO mice displayed a correlated profile (see Supplementary material online, *Figure S15A–D*) corresponding with the Holmes *et al*.^29^ MLPKO profile (see Supplementary material online, *Figure S15E–F*). Taken together, the transcriptomic signature suggests that RAD reduction of existing DCM attenuates pathological signal transduction and cellular changes that underly eccentric hypertrophy and failing myocardium.

## 4. Discussion

The main finding of this study is that targeting LTCC modulation is an effective therapeutic to reverse heart failure. Echocardiography and CMR imaging show that RAD reduction after the onset of DCM restores cardiac function and structure. Histological analysis confirms wall thickening accompanied by increased cross-sectional area of cardiomyocytes. Mechanistically, RAD reduction increases trigger Ca^2+^ provided by the LTCC. In the absence of RAD, cardiomyocyte I_Ca,L_ is modulated without a requirement for β-AR/cAMP stimulation.^10^ We coin the term ‘deRADulated’ I_Ca,L_ to describe the direct LTCC modulation that is independent of β-AR-cAMP-signalling axis. In turn, deRADulated I_Ca,L_ promotes enhanced myocardial Ca^2+^-cycling. In DCM cardiomyocytes, Ca^2+^ transients exhibit reduced amplitudes and slower decay rates. In contrast deRADulated Ca^2+^ transients show increased amplitudes and faster cytosolic Ca^2+^ reuptake rates. This translates to sarcomere dynamics whereby shortening is increased, and relaxation is faster. Taken together, RAD-reduction acutely addresses a fundamental defect in HFrEF—reduced contractility.

In the MLPKO mouse, Ca^2+^-handling is central to pathogenesis^18,54^ and targeting Ca^2+^ re-uptake is an effective strategy to blunt the appearance of DCM in MLPKO mice. In this vein, induction of RAD knockout after onset of DCM rescued heart structure and function comparably to pre-protection displayed in MLPKO-PLNKO^55^ mice and transgenic mice over-expressing the micropeptide DWORF.^56^ De-RADulation rescue of DCM was accompanied by I_Ca,L_ with significant increases in the fast component of current decay as in healthy cRAD^Δ/Δ^ mice.^10^ The fast phase of I_Ca,L_ decay is known to be a calcium-dependent inactivation regulated by calmodulin and calcium/calmodulin kinase II (CaMKII). A CaMKII contribution to regulating Ca^2+^ reuptake and relaxation also appears as FDAR.^33,35^ Thus, rescue of lusitropy by RAD deletion is likely the result of increased activated dyadic CaMKII and by faster I_Ca,L_ decay due to increased calcium-dependent inactivation. Troponin I and its phosphorylation status also impact sarcomere relaxation velocity, and its gene expression is down-regulated in MLPKO mice.

RAD knockdown offers a novel approach to target cardiomyocyte L-type calcium channels in a highly specific manner while bypassing cAMP. Interventional cRAD^Δ/Δ^ achieved a similar amelioration of pathological remodelling as observed in protective studies of the MLPKO mouse targeting angiotensin II (AT1aKO MLPKO)^28^ and β-AR signalling (βARKct MLPKO).^18^ These models showed reduced excitation-transcription signalling that targets pro-hypertrophic and pathological remodelling. 

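The cardiac troponin T gene *Tnnt2* (chromosome 1, 135763738 to 135780315) had a normalized count of 284190 ± 29382 (SD, n = 5) in MLPKO and 192020 ± 19335 (SD, n = 5) in cRADΔ/Δ-MLPKO, a log2 fold change of −0.57 (standard error 0.09, edgeR adjusted p = 0.0185). The genotypes did not overlap, and the log2 fold change stayed between −0.59 and −0.50 with each mouse left out in turn.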

In this vein, downstream excitation-transcription effectors’ (e.g. GATA4 and CREB) target genes’ expression were attenuated in cRAD^Δ/Δ^, notably TNNT2, NPPA, NPPB, ACTA1, LRRC10, and MYH7 are among transcripts down-regulated by RAD knockout intervention of DCM. DeRADulated LTCC intervention of DCM and DWORF pre-protection^23,56^ show similar transcriptional changes. This suggests that signalling intermediates converge downstream of the LTCC and Ca^2+^-homeostasis. Taken together, our data are consistent with the formulation that the tension integral is a key final common endpoint from which cardiomyocytes sense and adapt structure-function.^57^

In summary, this study introduces a new potential therapeutic approach for treatment of systolic heart failure that acts via direct LTCC modulation independent of cAMP. A priori, we postulated that deRADulated LTCC would provide enhanced trigger Ca^2+^, with larger peak but faster decaying Ca^2+^ transients, to restore systolic function in the setting of existing DCM. We show as proof of principle, the ability to rescue cardiac dysfunction after adult-onset DCM in the MLPKO mouse, and in parallel demonstrate the positive inotropic benefit of RAD reduction in human non-ischaemic failing heart. Gene transcription changes, including reversal of foetal gene programme, highlight the complex nature of deRADulated LTCC. Future studies will dissect relevant signalling pathways recently associated with RAD in the heart.^58^ Lastly, safety concerns, including potential arrhythmogenesis were not noted in mice but require additional studies.

Translational Perspective Heart failure with reduced ejection fraction (HFrEF) is prevalent and treatment options are not optimal. This study provides evidence that targeting L-type calcium channel (LTCC) regulation provides restoration of contractile function and reverse remodelling of dilated cardiomyopathy. Reduction of the protein RRAD promoted increased contractility in the absence of sympathetic adrenergic system activation. Studies were conducted on human HFrEF myocardial ventricular strips and in a mouse model of dilated cardiomyopathy. The key new insight from this work is to introduce LTCC modulation as a nexus for reverse remodelling HFrEF.

## Supplementary Material

cvaf169_Supplementary_Data

## Data Availability

The bulk RNA-seq data have been uploaded and will be available on the GEO database (GSE304830). The data, methods used in the analysis, and materials will be made available to any researcher for purposes of reproducing the results or replicating the procedure on reasonable request to the corresponding author.

# Supplementary material for: RRAD-reduction reveals efficacy of targeting L-type calcium channel regulation for treatment of heart failure
**Source:** Cardiovasc Res. 2025 Oct 1;121(14):2204–21. doi: 10.1093/cvr/cvaf169
**Supplement:** cvaf169_Supplementary_Data

**Supplemental Figure Legends**

**Supplemental Figure 1.** Cardiomyocyte-specific RAD deletion rescues cardiac dysfunction of the muscle lim protein knockout mouse model of dilated cardiomyopathy. **(A)** Representative M-mode echocardiographic tracings from female mice. **(B)** Individual mice plotted for left ventricular fractional shortening shown in summary plots in Fig. 1 before and 1- and 2-months after cRAD^Δ/Δ^ induction. **(C)** Individual mice plotted for left ventricular internal diameter; diastolic shown in summary plots in Fig. 1 before and 1- and 2-months after cRAD^Δ/Δ^ induction. **(D)** Mean and individual mouse HR ratio (left ventricular wall to chamber ratio). cRAD^Δ/Δ^ had a significant treatment effect (genotype*timepoint, p= 1E-4, F= 9.59) on wall to chamber ratio (linear mixed model accounting for genotype [p=6E-12, F=54.91], and timepoint [repeated measures] [p= 3E-3, F=6.04] as fixed factors. The sex fixed factor was not significant (p= 0.065, F= 3.44). The means of male pre-tamoxifen MLPKO RAD^fl/fl^ (0.18 [95% CI 0.16, 0.20], N= 27) and MLPKO RAD^fl/fl^ MYH6-MerCreMer (0.19 [0.17, 0.20], N= 21) were not significantly different. The means of male 1- and 2-months post-tamoxifen cRAD^Δ/Δ^-MLPKO (0.25 [0.23, 0.27], N= 37 and 0.31 [0.25, 0.37], N= 8) were significantly greater than MLPKO (0.17 [0.15, 0.18], N= 34 and 0.14 [0.12, 0.16], N= 8). The means of female pre-tamoxifen MLPKO RAD^fl/fl^ (0.19 [0.16, 0.22], N= 14) and MLPKO RAD^fl/fl^ MYH6-MerCreMer (0.22 [0.16, 0.27], N= 21) were not significantly different. The means of 1- and 2-months post-tamoxifen cRAD^Δ/Δ^-MLPKO (0.28 [0.25, 0.30], N= 37 and 0.28 [0.24, 0.32], N= 16) were significantly 38% and 50% greater than MLPKO (0.20 [0.18, 0.22], N= 31 and 0.19 [0.16, 0.21], N= 9). The wall to chamber ratio was calculated as the average of the left ventricular posterior and anterior walls divided by internal diameter (diastolic). A post-hoc Tukey test was used for pairwise comparisons reported at each timepoint. Significant differences are reported as percent difference of the treatment group increases or decreases relative to the control at the same time point.

**Supplemental Figure 2.** The effect size of cRAD^Δ/Δ^ rescue of cardiac dysfunction of the MLPKO mouse in comparison to published MLPKO studies. Aggregated means ±SEM of fractional shortening **(A)** and left ventricular internal diameter; diastolic **(B)** of M-mode echocardiography from published (labeled “literature”) studies of MLPKO, their same-strain wild type control MLP^+/+^, double transgenic protection (constitutive knockout/overexpression) mice, plotted with the present study control MLPKO and interventional cRAD^Δ/Δ^-MLPKO (1-month post-tamoxifen timepoint). The data represents pooled sex, as most published studies did not report separate male and female quantification. SEM for the published data was calculated from considering each study as a sample. Detailed statistics and information on each study is in Supp. Table 5.

**Supplemental Figure 3.** Mouse body weights for longitudinally tracked mice (**A**) and at endpoint (**B**). **(A)** Longitudinal male (left) and female (right) mean and individual body weight (below). There was not a significant main effect of genotype, but there were significant sex (p= 2E-51) and timepoint effects (p= 4E-6, F= 13.161) and those terms’ interaction (p= 0.002, F= 6.283). The estimated marginal means for male weight at 2.5 months (29.0±0.34 g), 3.5 months (31.3±0.31 g), and 4.5 months (33.4±0.42 g) months were significantly higher than female weight at 2.5 months (22.4±0.37 g), 3.5 months (23.9±0.31 g), and 4.5 months (24.1±0.39 g). A post-hoc Tukey test was used for pairwise comparisons reported at each timepoint. For the timepoints (2.5, 3.5, 4.5 months), N= 34, 53, 17 for MLPKO; 33, 62, 20 for cRAD^Δ/Δ^-MLPKO. **(B)** Mouse weights of male (left) and female (right) at takedown (~2 months post treatment, mean age= 19.1 weeks). Mouse weight did not differ by genotype (p= 0.091, F= 2.900) but did differ by sex (p= 2E-36, F= 355.317) (two-way ANOVA, interaction p= 0.144, F= 2.167). The marginal mean of male weight (32.2±0.33 g) was significantly higher than female (23.1±0.35 g).

**Supplemental Figure 4.** **(A)** Female heart weights normalized to body weights (mg/g) at 1- (Left) and 2-months post tamoxifen (Right), cRAD^Δ/Δ^-MLPKO (mean 7.19 [95% CI 5.80, 8.58], N= 10, and median 8.59 [Q1,Q3 7.39, 9.62], N= 8) and MLPKO (8.42 [7.80, 9.05], N= 13, and 6.45 [6.41, 7.30], N= 11) were not significantly different (independent samples t-test, t= 1.96, p= 0.063; Mann-Whitney U= 31.0, p= 0.310 ). **(B)** Female wet lung weights normalized to body weights (mg/g). Respectively at 1- (Left) and 2-months post tamoxifen (Right), cRAD^Δ/Δ^-MLPKO (median 7.12 [ Q1, Q3 6.29, 7.94], N= 10, and mean 6.85 [6.08, 7.61], N= 10) and MLPKO (7.97 [7.26, 8.68], N= 15, and 7.02 [5.53, 8.50], N= 7) were not significantly different (Mann-Whitney U test, U= 107.0, p= 0.080; independent samples t-test, t= 0.27, p= 0.795). Mann-Whitney U tests were used for data which Shapiro-Wilk normality tests suggested a deviation from normality, and medians and the lower (Q1) and upper (Q3) were reported accordingly.

**Supplemental Figure 5.** **(A)** Representative short axis micrographs of wheat germ agglutinin (WGA) stained 2-months-post-treatment MLPKO and cRAD^Δ/Δ^-MLPKO (4.5 months old) hearts. (Right) 40X micrographs of left ventricular wall showing cardiomyocytes in cross-section. Scale bars are 2 mm (whole heart) and 50 µm (40X images). **(B)** Mean cardiomyocyte cross-sectional area was significantly increased in cRAD^Δ/Δ^-MLPKO mice (linear mixed model, cells nested into mice, genotype F= 12.733, p= 0.001, sex F= 15.992, p= 5E-4, genotype*sex F= 3.953, p= 0.058). Mean female area (148.4 µm^2^ [132.4, 164.4]) was not significantly different from MLPKO (136.4 µm^2^ [123.4, 149.5]) (post-hoc Holm p= 0.258). **(C)** The probability density function (PDF) reveals a larger proportion of cRAD^Δ/Δ^-MLPKO cardiomyocytes had increased cross-sectional area. **(D)** The proportion of female cells with area ≥200 µm^2^ was significantly higher in cRAD^Δ/Δ^-MLPKO (21% versus 18%) than MLPKO. (Fisher’s exact test, p<0.0001). N= 29 total mice (15 female), 30 technical replicate images per heart from 2 sections, and 110,060 total cells (57,177 female).\

**Supplemental Figure 6.** cRAD^Δ/Δ^-MLPKO does not affect fibrosis. (A) Picrosirius Red stained short axis murine heart sections. (B) The degree of fibrosis was not significantly different considering genotype or sex (two-way ANOVA, genotype F= 0.084, p= 0.774; sex F= 1.612, p= 0.2175; interaction F= 0.3910, p= 0.5382). Four blinded researchers scored 2 technical replicate sections per mouse heart (5= extremely fibrotic). N= 6 male, 9 female MLPKO; 8 male, 3 female cRAD^Δ/Δ^-MLPKO.

**Supplemental Figure 7.** Preservation of cRAD^Δ/Δ^ rescue of cardiac dysfunction in MLPKO in long-term study of 1-year old mice (45 weeks post cRAD^Δ/Δ^ induction). **(A)** Mean left ventricular fractional shortening of cRAD^Δ/Δ^-MLPKO (50.7±3.3 % SEM) was significantly 70% higher than that of MLPKO (29.8±2.4 %) (two-way ANOVA: genotype p= 5.4E-5, F= 22.595; sex p= .040, F= 4.632; interaction p= .084, F= 3.218). **(B)** Mean left ventricular internal diameter; diastolic (mm) of cRAD^Δ/Δ^-MLPKO (3.37±0.20 mm) was significantly reduced 20% relative to MLPKO (4.21±0.21 mm) (two-way ANOVA: genotype p= .005, F= 9.413; sex p= .006, F= 8.756; interaction p= .355, F= .885). **(C)** Mean HR ratio (mean wall thickness to LV inner chamber diameter ratio, at diastole) of cRAD^Δ/Δ^-MLPKO (0.371±.039) was significantly 51% higher than that of MLPKO (.245±.019) (two-way ANOVA: genotype p= .030, F= 5.218; sex p= .218, F= 1.586; interaction p= .080, F= 3.306). **(D)** Weight of the mice did not differ significantly by genotype but did by sex (two-way ANOVA: genotype p= .058, F= 3.906; sex p= 2E-10, F= 90.257; interaction p= .512, F= .441); males were 46% heavier (40.5±1.8 g) versus female 27.7±0.5 g.

**Supplemental Figure 8.** Representative family of traces of L-type calcium channel current density of cRAD^Δ/Δ^-MLPKO and MLPKO 1-2 months after tamoxifen (3.5-4.5 mo. old). V_hold_ = 80mV, V_test_, 300ms duration in increments of +5 mV from -75mV to +40 mV at 5 s intervals.

**Supplemental Figure 9**. Individual cell data for kinetic analysis of I_Ca,L_. (A) Percent remaining current 30 ms after peak. cRAD^Δ/Δ^-MLPKO had significantly less remaining current (faster decay) (linear mixed model; genotype p= 4E-5, F= 35.01; voltage p= 0.012, F=2.75, genotype x voltage p= 0.542, F= 0.86). The remaining current was on average reduced 25% in cRAD^Δ/Δ^-MLPKO (49% remaining current) relative to MLPKO (67%). (B) Fractional remaining current 150 ms after peak across various test potentials. cRAD^Δ/Δ^-MLPKO had significantly less remaining current (faster decay) (linear mixed model; genotype p= 0.012, F= 8.20; voltage p= 4E-5, F= 5.23; interaction p= 0.812, F= 0.53). The remaining current was on average reduced 24% in cRAD^Δ/Δ^-MLPKO (19% remaining current) relative to MLPKO (26%). For MLPKO (N=5 mice, n= 8 cells); for cRAD^Δ/Δ^-MLPKO (N= 5 mice, n= 12 cells). (C) Post-hoc Holm-Sidak results for each V_test_.

**Supplemental Figure 10**. Individual paired cell data for live cell Ca^2+^ and sarcomere imaging at different pacing frequencies. Note each cell was paired and was exposed to the same regimen of pacing (1, 2, 3, 0.1 Hz). For clarity, connecting lines have been omitted in these plots. For cRAD^Δ/Δ^-MLPKO, N= 3 mice, 39 cells, and 156 observations; MLPKO, N= 5 mice, 55 cells, and 220 observations.

**Supplemental Figure 11**. Sarcoplasmic reticulum Ca^2+^ load is increased in cRAD^Δ/Δ^-MLPKO. (A) Summary data of the fura-2-AM ratio of calcium transients of twitch (1 Hz pacing in vehicle solution) (black) and after caffeine (purple). There were significant main effects of genotype (F= 7.441, p= 0.0149) and caffeine (F= 57.65, p< 0.0001) in addition to a significant interaction (F= 9.223, p= 0.0078). The caffeine mean amplitude was significantly higher in cRAD^Δ/Δ^-MLPKO (1.44 [95% CI, 1.01, 1.87]) versus MLPKO (0.83 [0.58, 1.08]) (post-hoc Holm-Sidak, p= 0.0459).

**Supplemental Figure 12**. shRNA.RRAD reduces RRAD RNA in human strips. RNA transcript for RRAD was reduced > 5-fold by sh.RNA treatment compared to control. (t-test, t=23.33; P<10^-4^). N=9 control and N=9 sh.RNA.RRAD

**Supplemental Figure 13.** Shared downregulated genes of MLP^+/+^ and cRAD^Δ/Δ^-MLPKO, versus MLPKO ranked by magnitude. Individual genes that appeared in the correlation plot (**Figure 8B**) are ranked by magnitude of log_2_ fold-change.

**Supplemental Figure 14.** Alluvial diagrams of shared downregulated genes, their enriched gene set terms, and curated annotations. This graph supplements the alluvial diagram in **Figure 8F,** showing annotation of specific genes (e.g. what enriched gene sets the gene *Nppa* is in or what enriched gene sets make up the “Sarcomere & Hypertrophy” term).

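Clustered on the 500 genes with the highest variance of log2 CPM (average linkage, Euclidean distance of z-scores), all 5 cRADΔ/Δ-MLPKO mice fell into one cluster that held no MLPKO mouse. On these genes the genotypes separated with a pseudo-F of 2.97 (exact permutation test, p = 0.0159, n = 5 per group).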

**Supplemental Figure 15.** Clustered heatmaps of transcriptomic profiles. **(A)** The top 500 genes ranked by variance were used in an unsupervised hierarchical clustering algorithm that clustered each sample (N= 5 MLPKO, 5 cRAD^Δ/Δ^-MLPKO) and genes into modules. Each gene module was annotated using the (B) pathway, (C) transcription factors, and (D) GO databases. This analysis was also performed on published MLP^+/+^ versus MLPKO at 3, 6 and 10 weeks old (N= 3 mice per group). In the heatmaps, blue= downregulated and red= upregulated. Expressions are z-scores.

# Supplementary material for: RRAD-reduction reveals efficacy of targeting L-type calcium channel regulation for treatment of heart failure
**Source:** Cardiovasc Res. 2025 Oct 1;121(14):2204–21. doi: 10.1093/cvr/cvaf169
**Supplement:** cvaf169_Supplementary_Data

## Slide 1
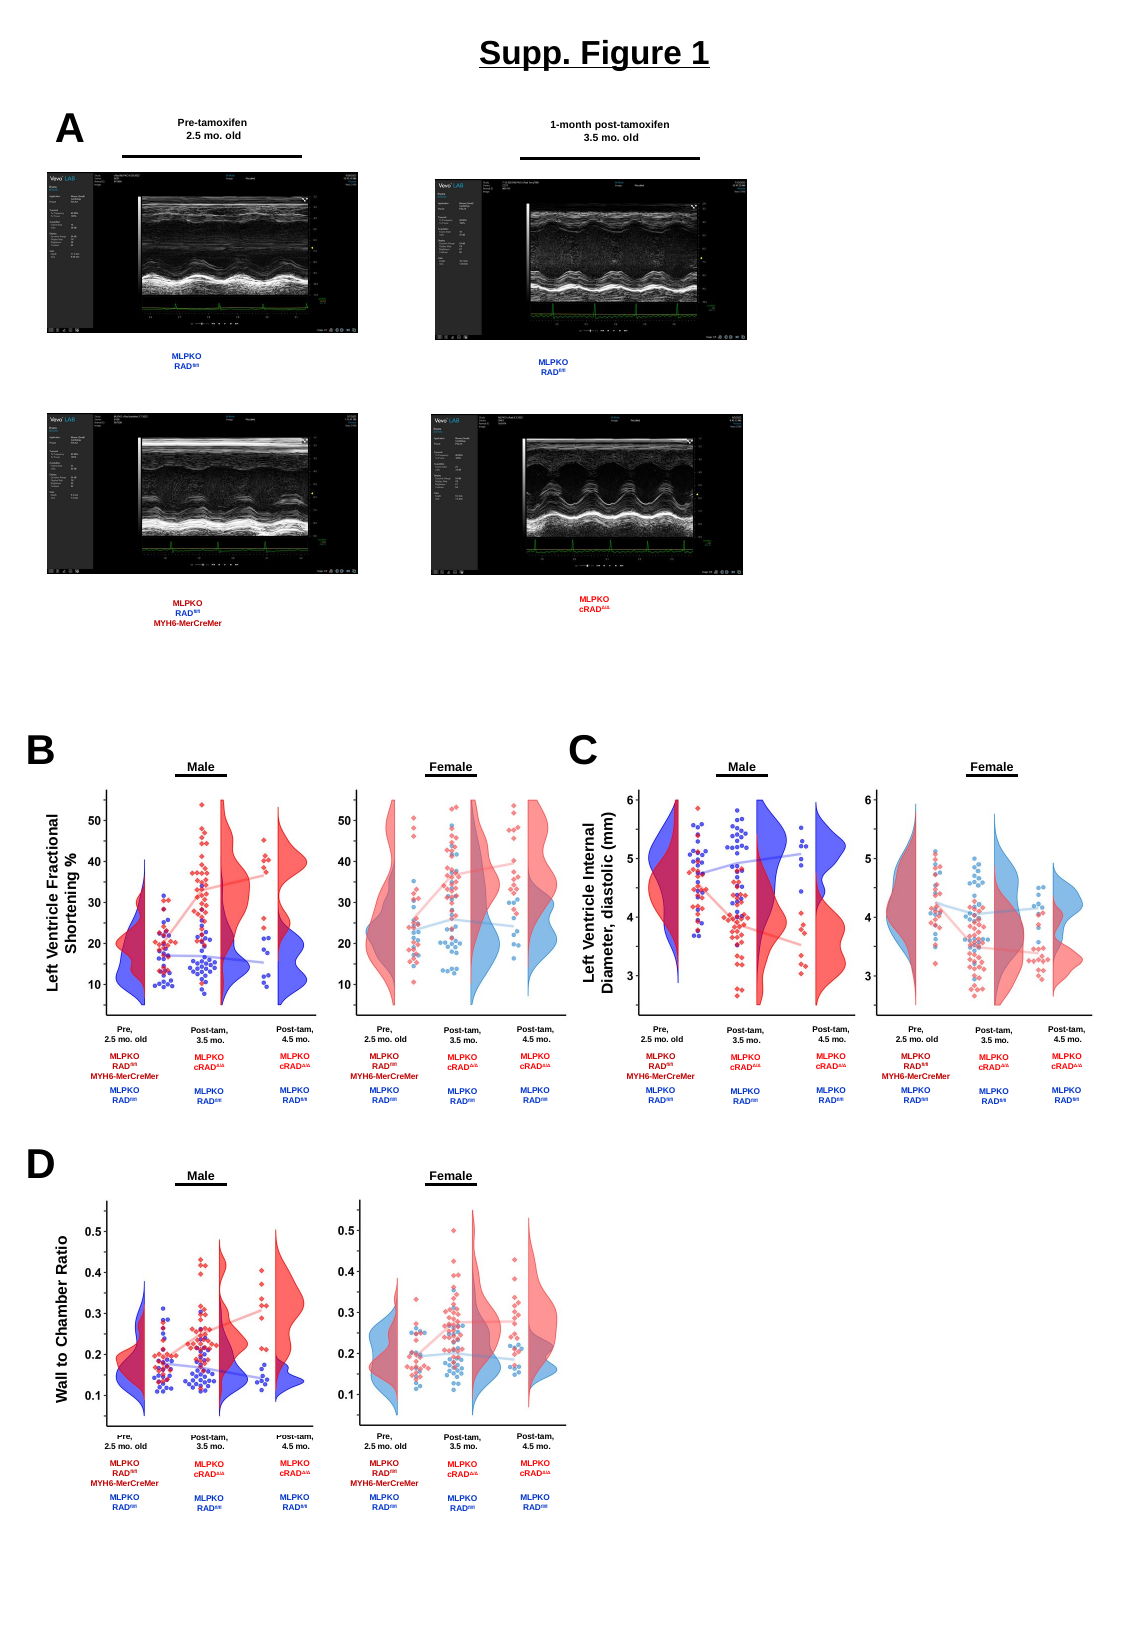

Supp. Figure 1
A
Pre-tamoxifen
 2.5 mo. old
1-month post-tamoxifen
 3.5 mo. old
MLPKO
RADfl/fl
MLPKO
RADfl/fl
MLPKO
cRADΔ/Δ
MLPKO
RADfl/fl
MYH6-MerCreMer
B
C
Male
Female
Male
Female
Left Ventricle Fractional Shortening %
Left Ventricle Internal Diameter, diastolic (mm)
Pre,
 2.5 mo. old
Post-tam,
 4.5 mo.
Post-tam,
 3.5 mo.
MLPKO
RADfl/fl
MYH6-MerCreMer
MLPKO
cRADΔ/Δ
MLPKO
cRADΔ/Δ
MLPKO
RADfl/fl
MLPKO
RADfl/fl
MLPKO
RADfl/fl
Pre,
 2.5 mo. old
Post-tam,
 4.5 mo.
Post-tam,
 3.5 mo.
MLPKO
RADfl/fl
MYH6-MerCreMer
MLPKO
cRADΔ/Δ
MLPKO
cRADΔ/Δ
MLPKO
RADfl/fl
MLPKO
RADfl/fl
MLPKO
RADfl/fl
Pre,
 2.5 mo. old
Post-tam,
 4.5 mo.
Post-tam,
 3.5 mo.
MLPKO
RADfl/fl
MYH6-MerCreMer
MLPKO
cRADΔ/Δ
MLPKO
cRADΔ/Δ
MLPKO
RADfl/fl
MLPKO
RADfl/fl
MLPKO
RADfl/fl
Pre,
 2.5 mo. old
Post-tam,
 4.5 mo.
Post-tam,
 3.5 mo.
MLPKO
RADfl/fl
MYH6-MerCreMer
MLPKO
cRADΔ/Δ
MLPKO
cRADΔ/Δ
MLPKO
RADfl/fl
MLPKO
RADfl/fl
MLPKO
RADfl/fl
D
Male
Female
Wall to Chamber Ratio
Pre,
 2.5 mo. old
Post-tam,
 4.5 mo.
Post-tam,
 3.5 mo.
MLPKO
RADfl/fl
MYH6-MerCreMer
MLPKO
cRADΔ/Δ
MLPKO
cRADΔ/Δ
MLPKO
RADfl/fl
MLPKO
RADfl/fl
MLPKO
RADfl/fl
Pre,
 2.5 mo. old
Post-tam,
 4.5 mo.
Post-tam,
 3.5 mo.
MLPKO
RADfl/fl
MYH6-MerCreMer
MLPKO
cRADΔ/Δ
MLPKO
cRADΔ/Δ
MLPKO
RADfl/fl
MLPKO
RADfl/fl
MLPKO
RADfl/fl

## Slide 2
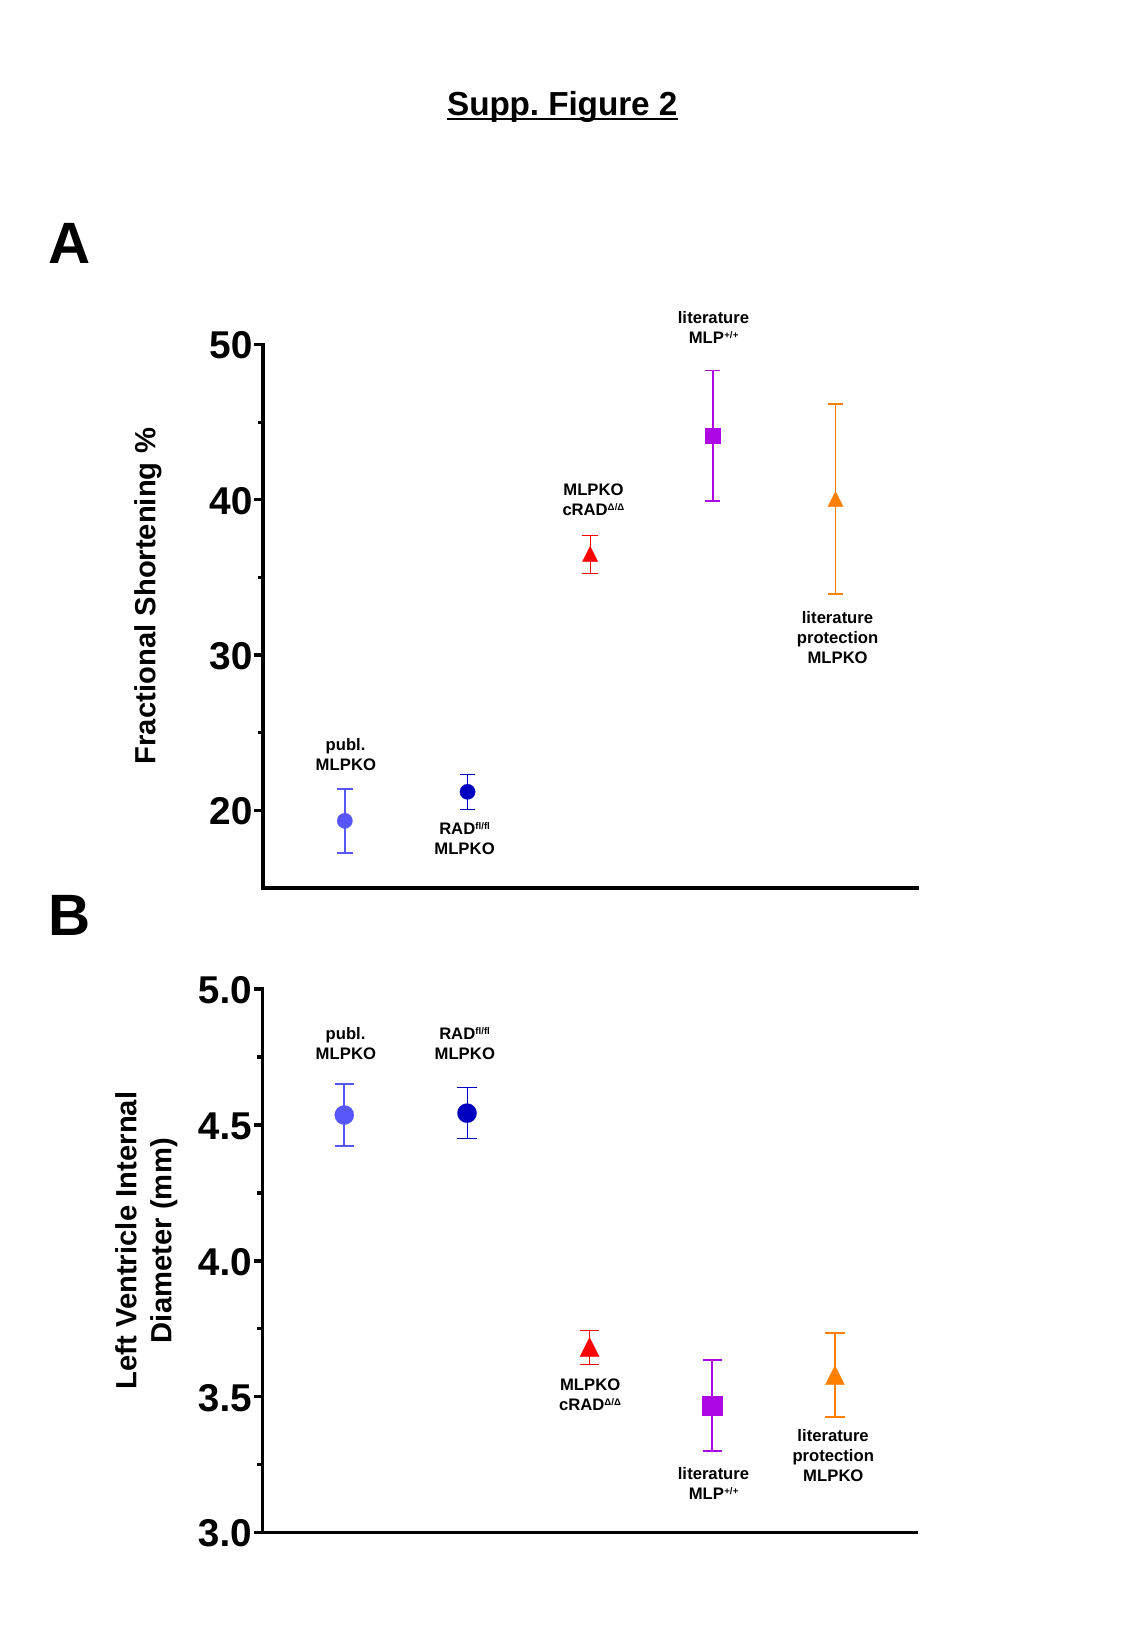

Supp. Figure 2
A
literature
MLP+/+
MLPKO
cRADΔ/Δ
Fractional Shortening %
literature
protection
MLPKO
publ.
MLPKO
RADfl/fl
MLPKO
B
publ.
MLPKO
RADfl/fl
MLPKO
Left Ventricle Internal Diameter (mm)
MLPKO
cRADΔ/Δ
literature
protection
MLPKO
literature
MLP+/+

## Slide 3
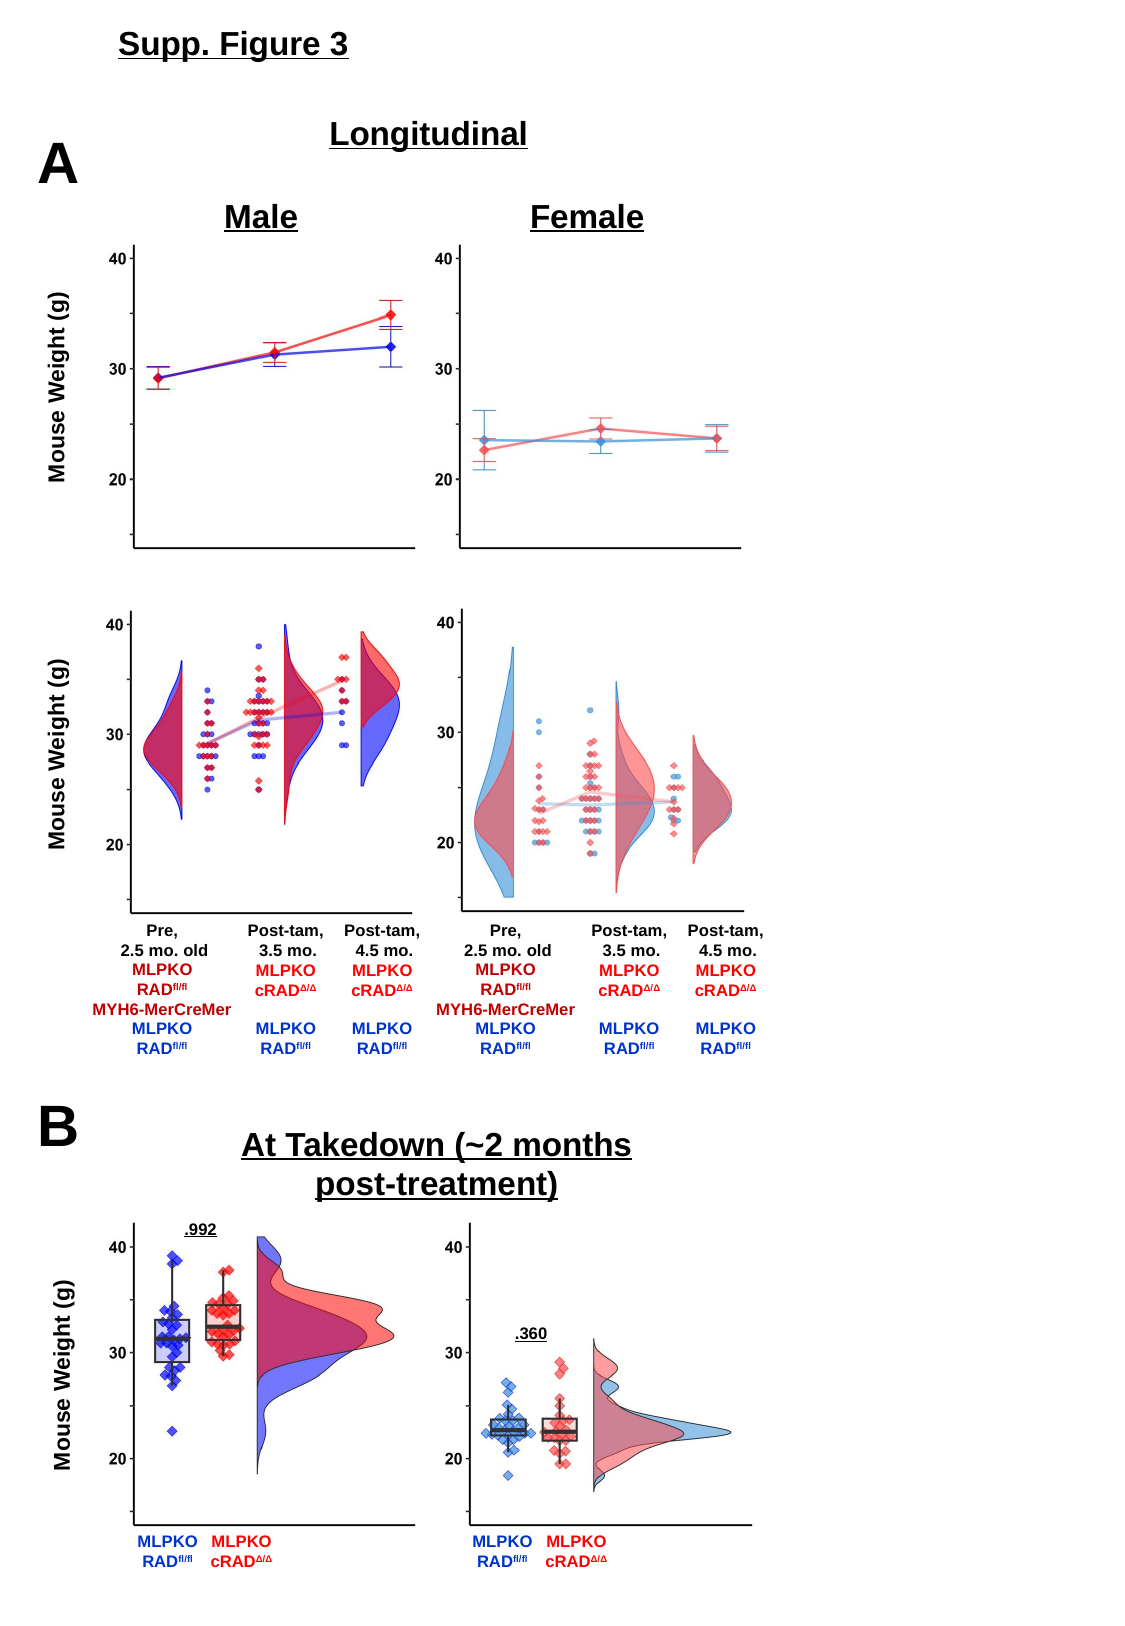

Supp. Figure 3
Longitudinal
A
Male
Female
Mouse Weight (g)
Mouse Weight (g)
Pre,
 2.5 mo. old
Post-tam,
 3.5 mo.
Post-tam,
 4.5 mo.
MLPKO
RADfl/fl
MYH6-MerCreMer
MLPKO
cRADΔ/Δ
MLPKO
cRADΔ/Δ
MLPKO
RADfl/fl
MLPKO
RADfl/fl
MLPKO
RADfl/fl
Pre,
 2.5 mo. old
Post-tam,
 3.5 mo.
Post-tam,
 4.5 mo.
MLPKO
RADfl/fl
MYH6-MerCreMer
MLPKO
cRADΔ/Δ
MLPKO
cRADΔ/Δ
MLPKO
RADfl/fl
MLPKO
RADfl/fl
MLPKO
RADfl/fl
B
At Takedown (~2 months post-treatment)
.992
.360
Mouse Weight (g)
MLPKO
RADfl/fl
MLPKO
cRADΔ/Δ
MLPKO
RADfl/fl
MLPKO
cRADΔ/Δ

## Slide 4
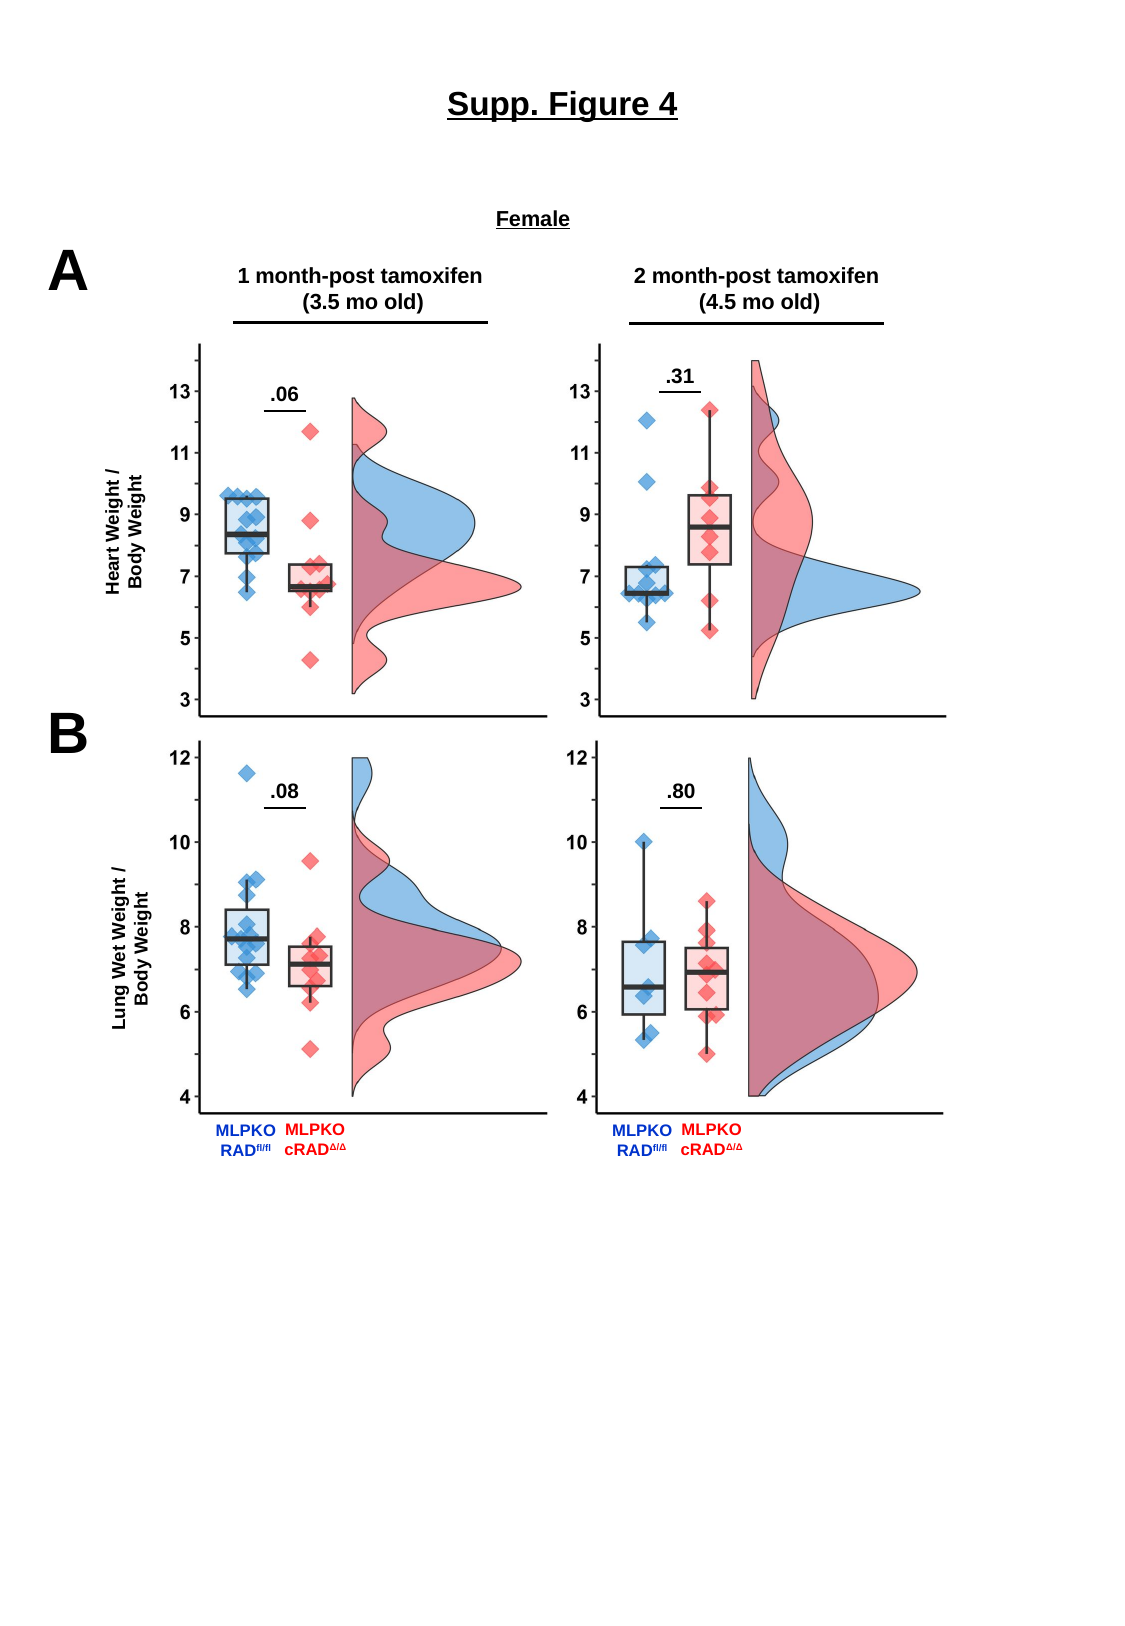

Supp. Figure 4
Female
A
1 month-post tamoxifen
 (3.5 mo old)
2 month-post tamoxifen
 (4.5 mo old)
.06
.31
Heart Weight / Body Weight
B
.08
MLPKO
cRADΔ/Δ
MLPKO
RADfl/fl
.80
MLPKO
cRADΔ/Δ
MLPKO
RADfl/fl
Lung Wet Weight / Body Weight

## Slide 5
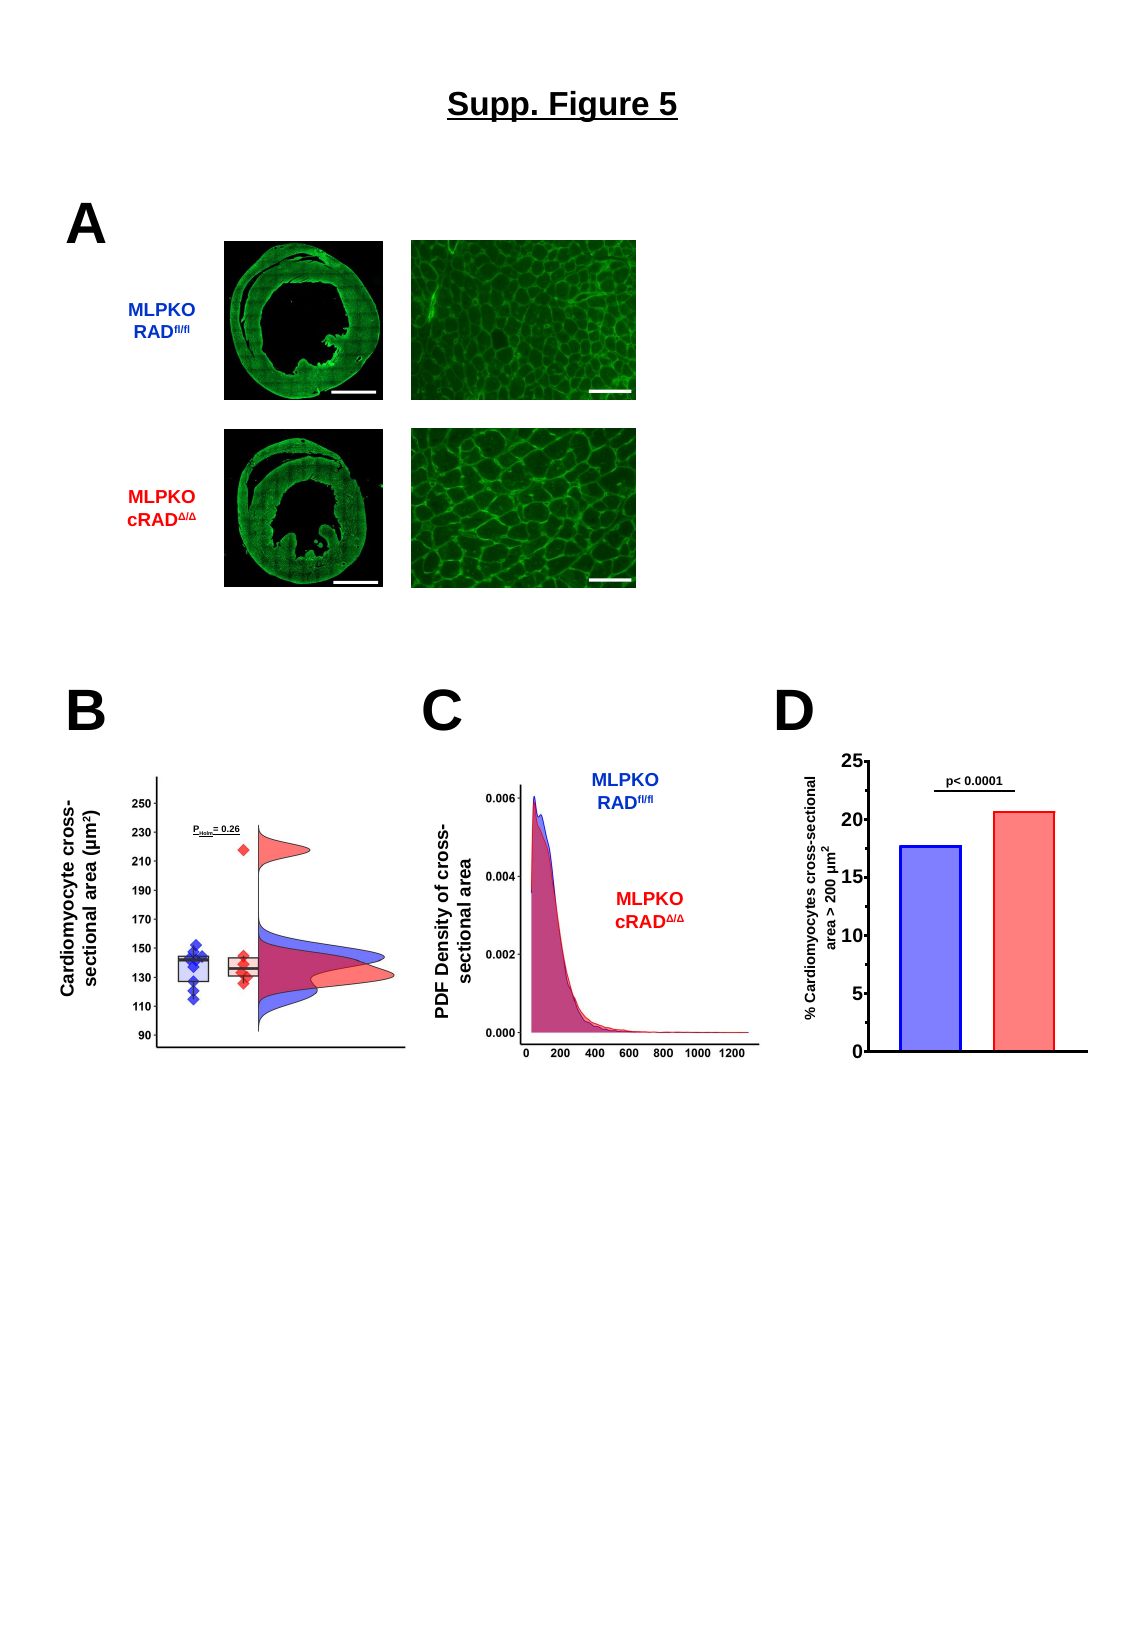

Supp. Figure 5
A
MLPKO
RADfl/fl
MLPKO
cRADΔ/Δ
B
C
D
MLPKO
RADfl/fl
MLPKO
cRADΔ/Δ
PDF Density of cross-sectional area
Cardiomyocyte cross-sectional area (µm2)
PHolm= 0.26

## Slide 6
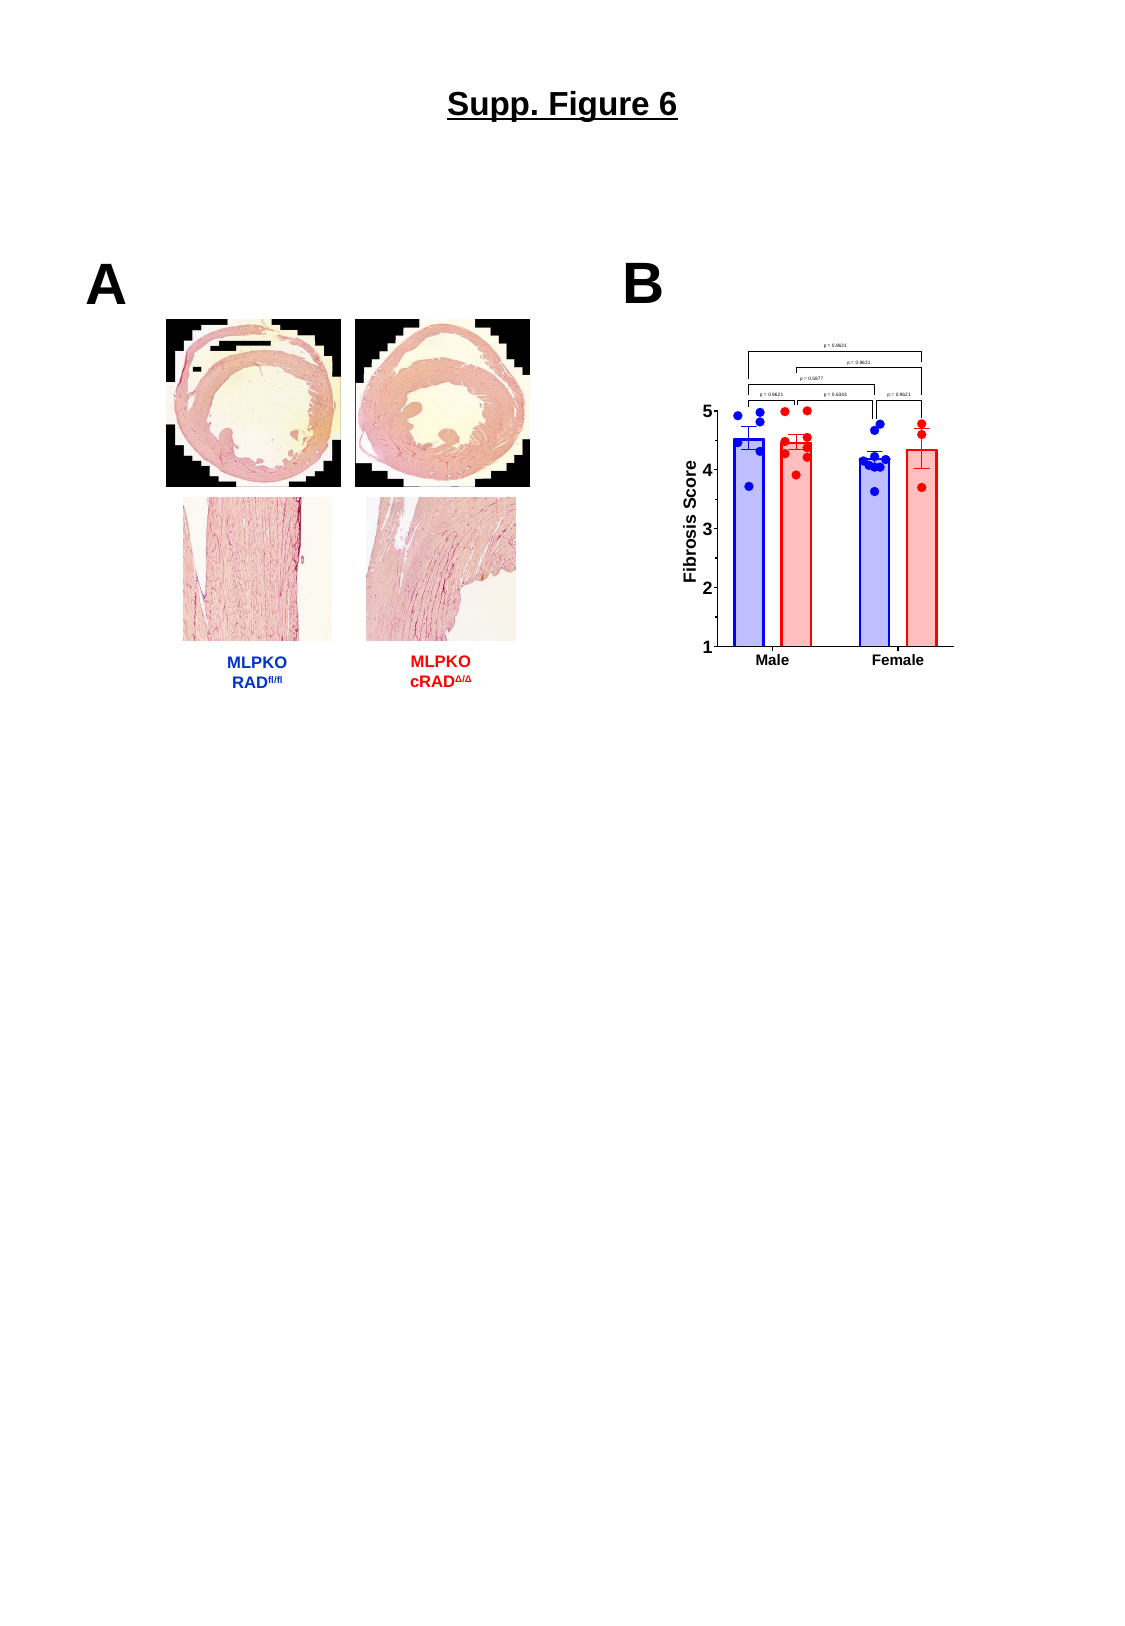

Supp. Figure 6
B
A
MLPKO
cRADΔ/Δ
MLPKO
RADfl/fl

## Slide 7
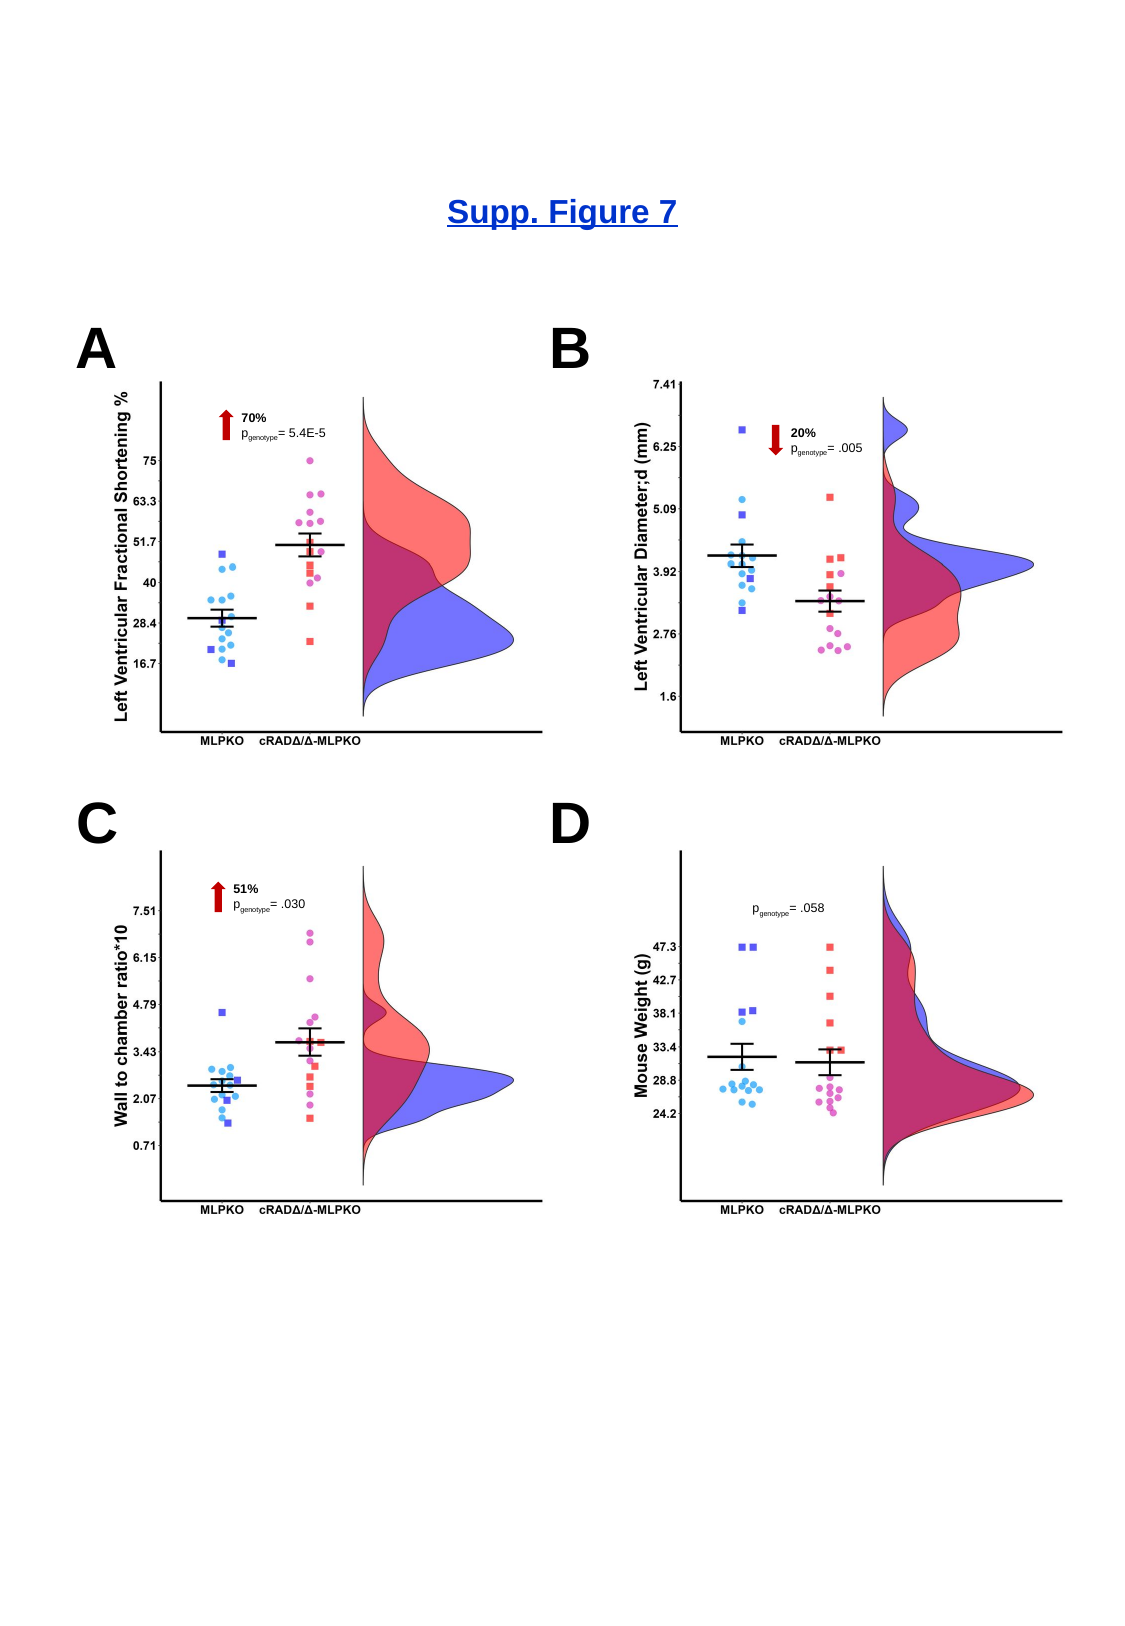

Supp. Figure 7
A
B
20%
pgenotype= .005
70%
pgenotype= 5.4E-5
C
D
 pgenotype= .058
51%
pgenotype= .030

## Slide 8
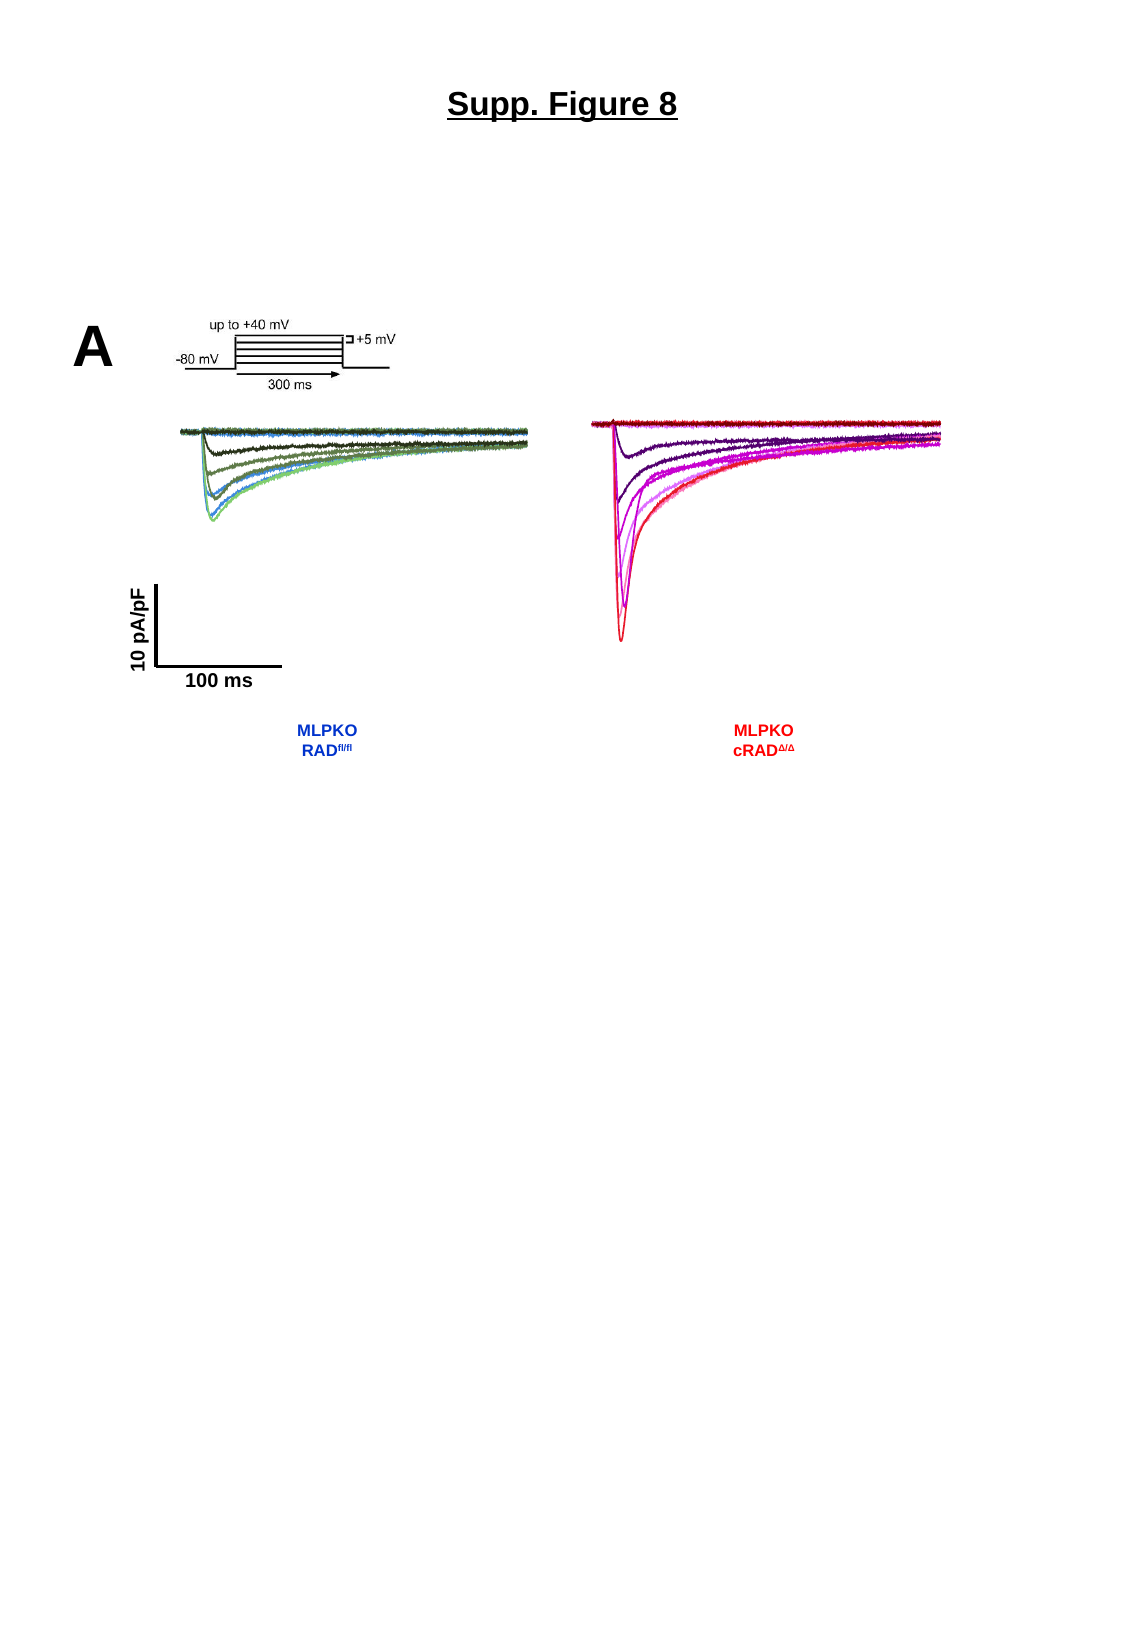

Supp. Figure 8
A
MLPKO
RADfl/fl
MLPKO
cRADΔ/Δ

## Slide 9
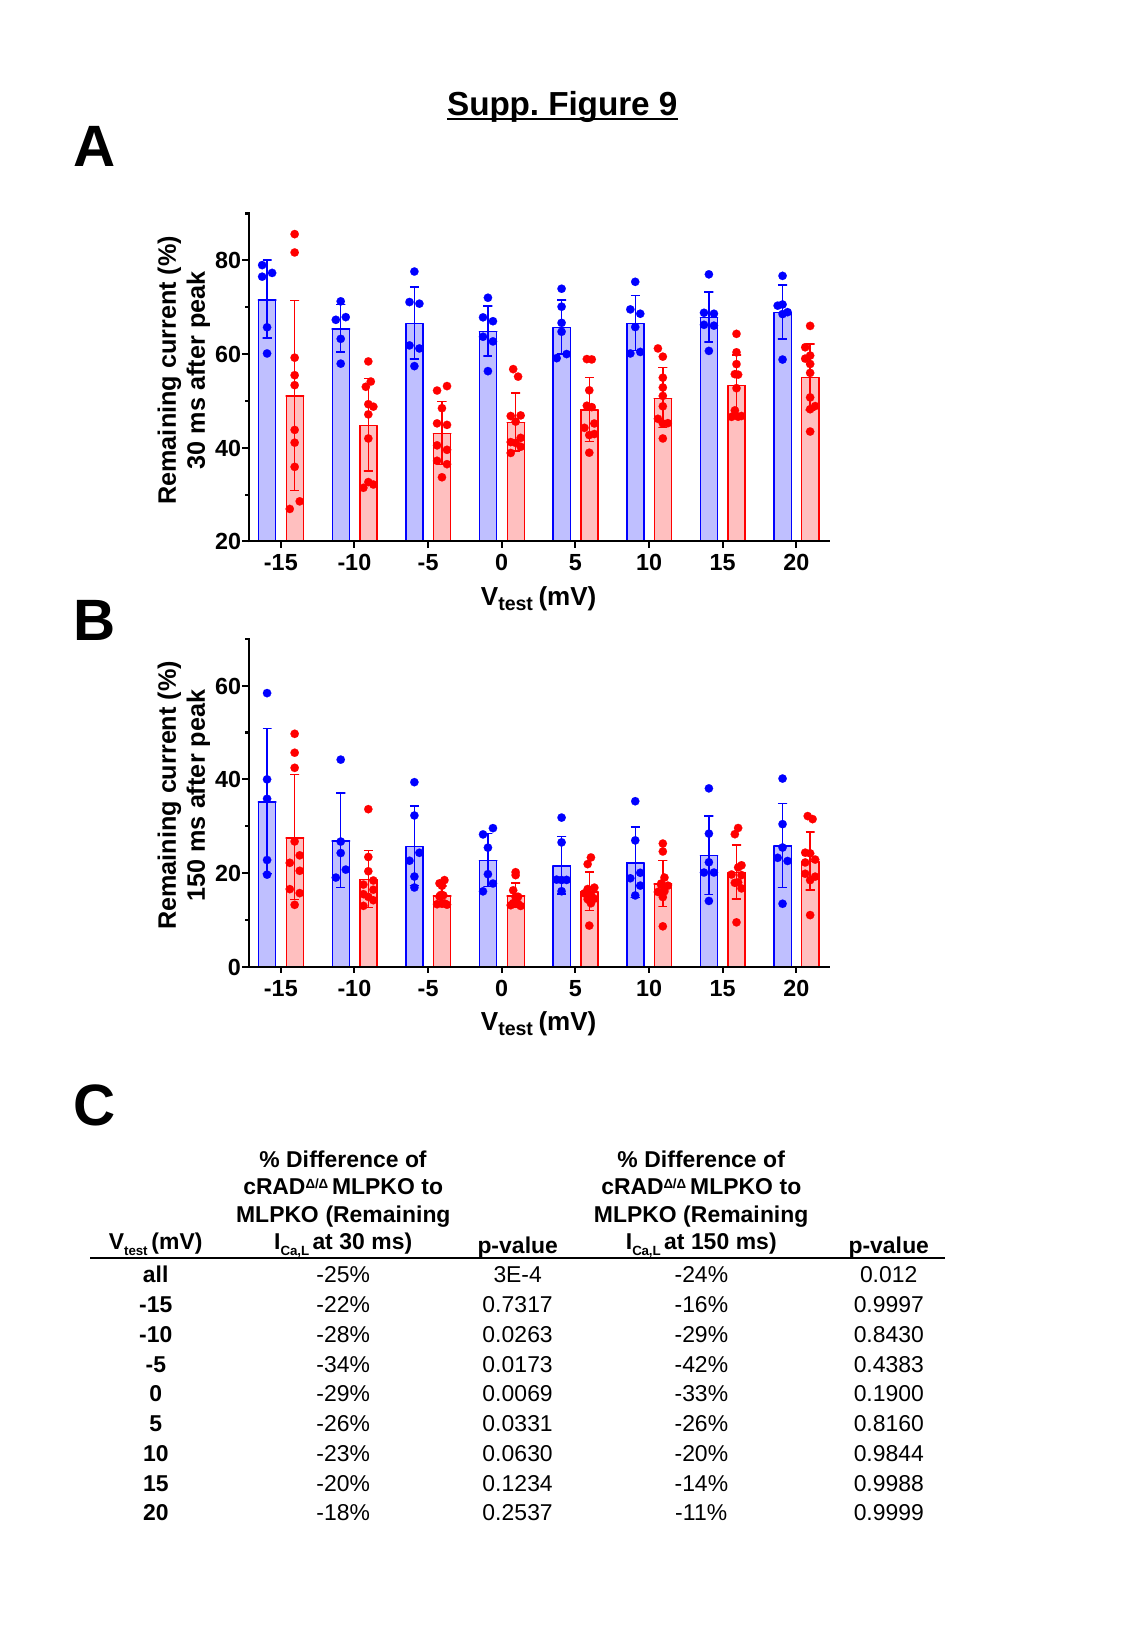

Supp. Figure 9
A
B
C
| Vtest (mV) | % Difference of cRADΔ/Δ MLPKO to MLPKO (Remaining ICa,L at 30 ms) | p-value | % Difference of cRADΔ/Δ MLPKO to MLPKO (Remaining ICa,L at 150 ms) | p-value |
| --- | --- | --- | --- | --- |
| all | -25% | 3E-4 | -24% | 0.012 |
| -15 | -22% | 0.7317 | -16% | 0.9997 |
| -10 | -28% | 0.0263 | -29% | 0.8430 |
| -5 | -34% | 0.0173 | -42% | 0.4383 |
| 0 | -29% | 0.0069 | -33% | 0.1900 |
| 5 | -26% | 0.0331 | -26% | 0.8160 |
| 10 | -23% | 0.0630 | -20% | 0.9844 |
| 15 | -20% | 0.1234 | -14% | 0.9988 |
| 20 | -18% | 0.2537 | -11% | 0.9999 |

## Slide 10
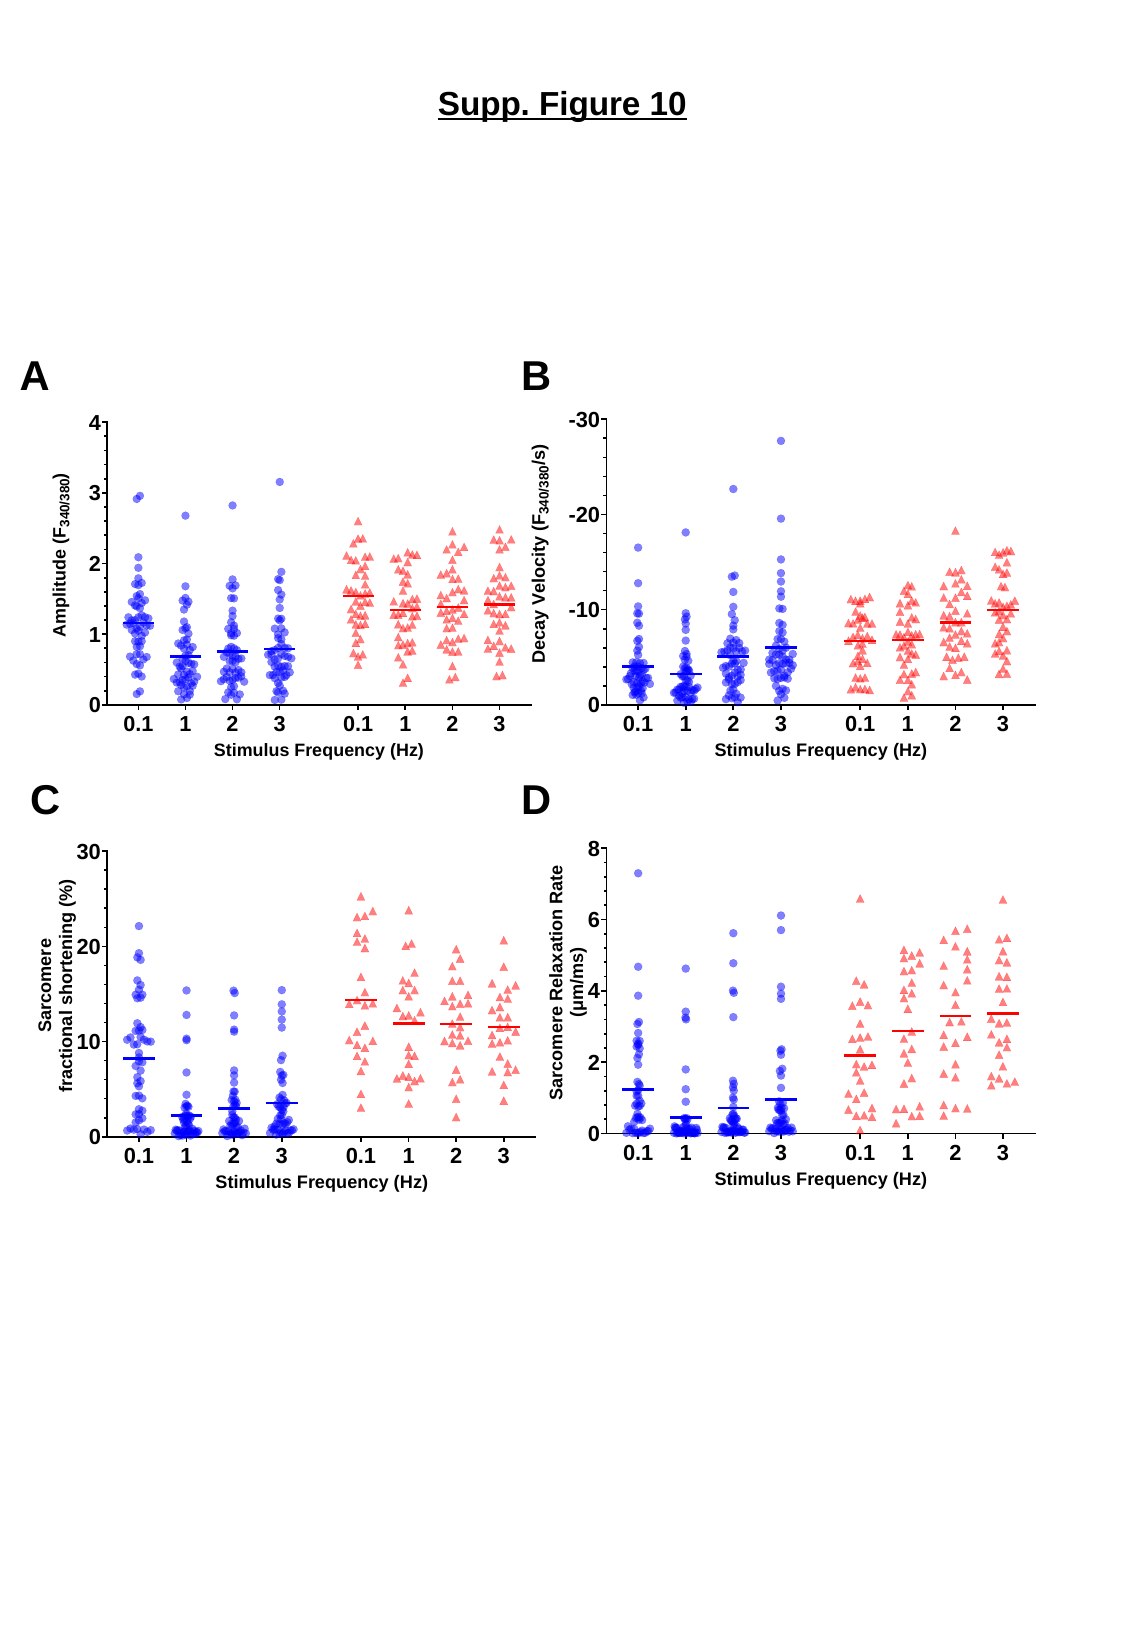

Supp. Figure 10
A
B
C
D

## Slide 11
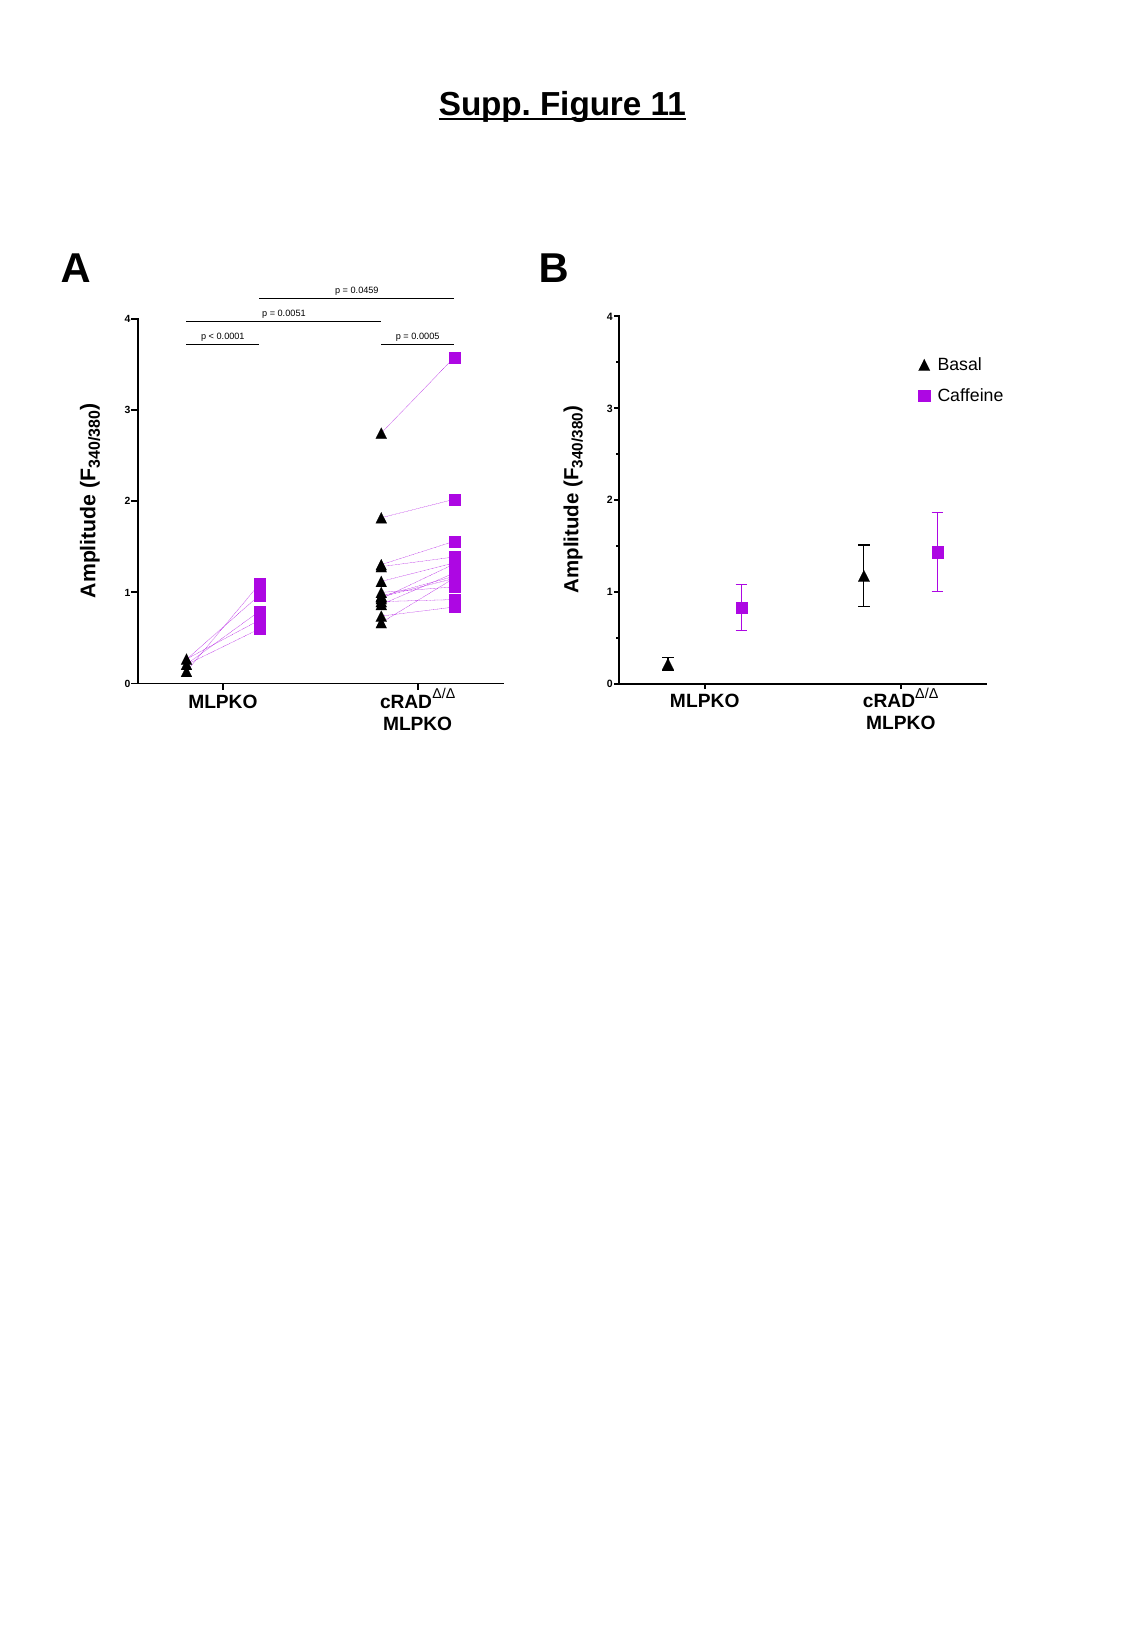

Supp. Figure 11
A
B

## Slide 12
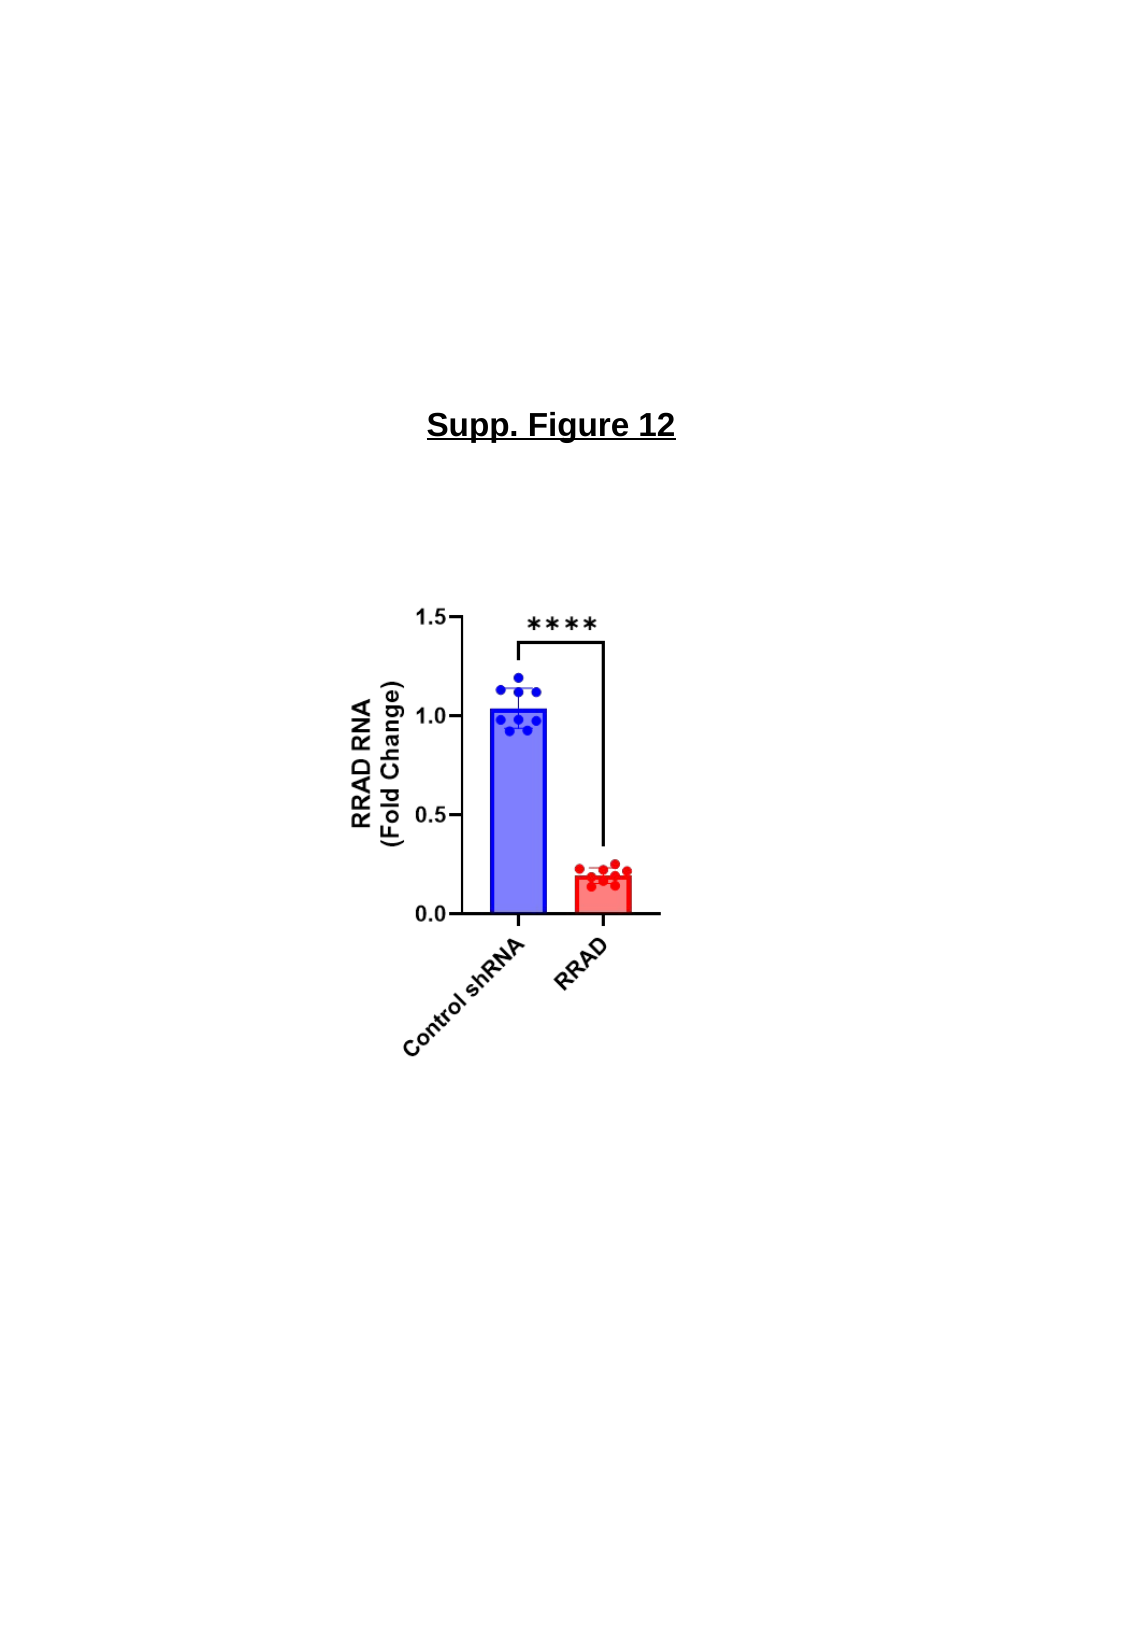

Supp. Figure 12

## Slide 13
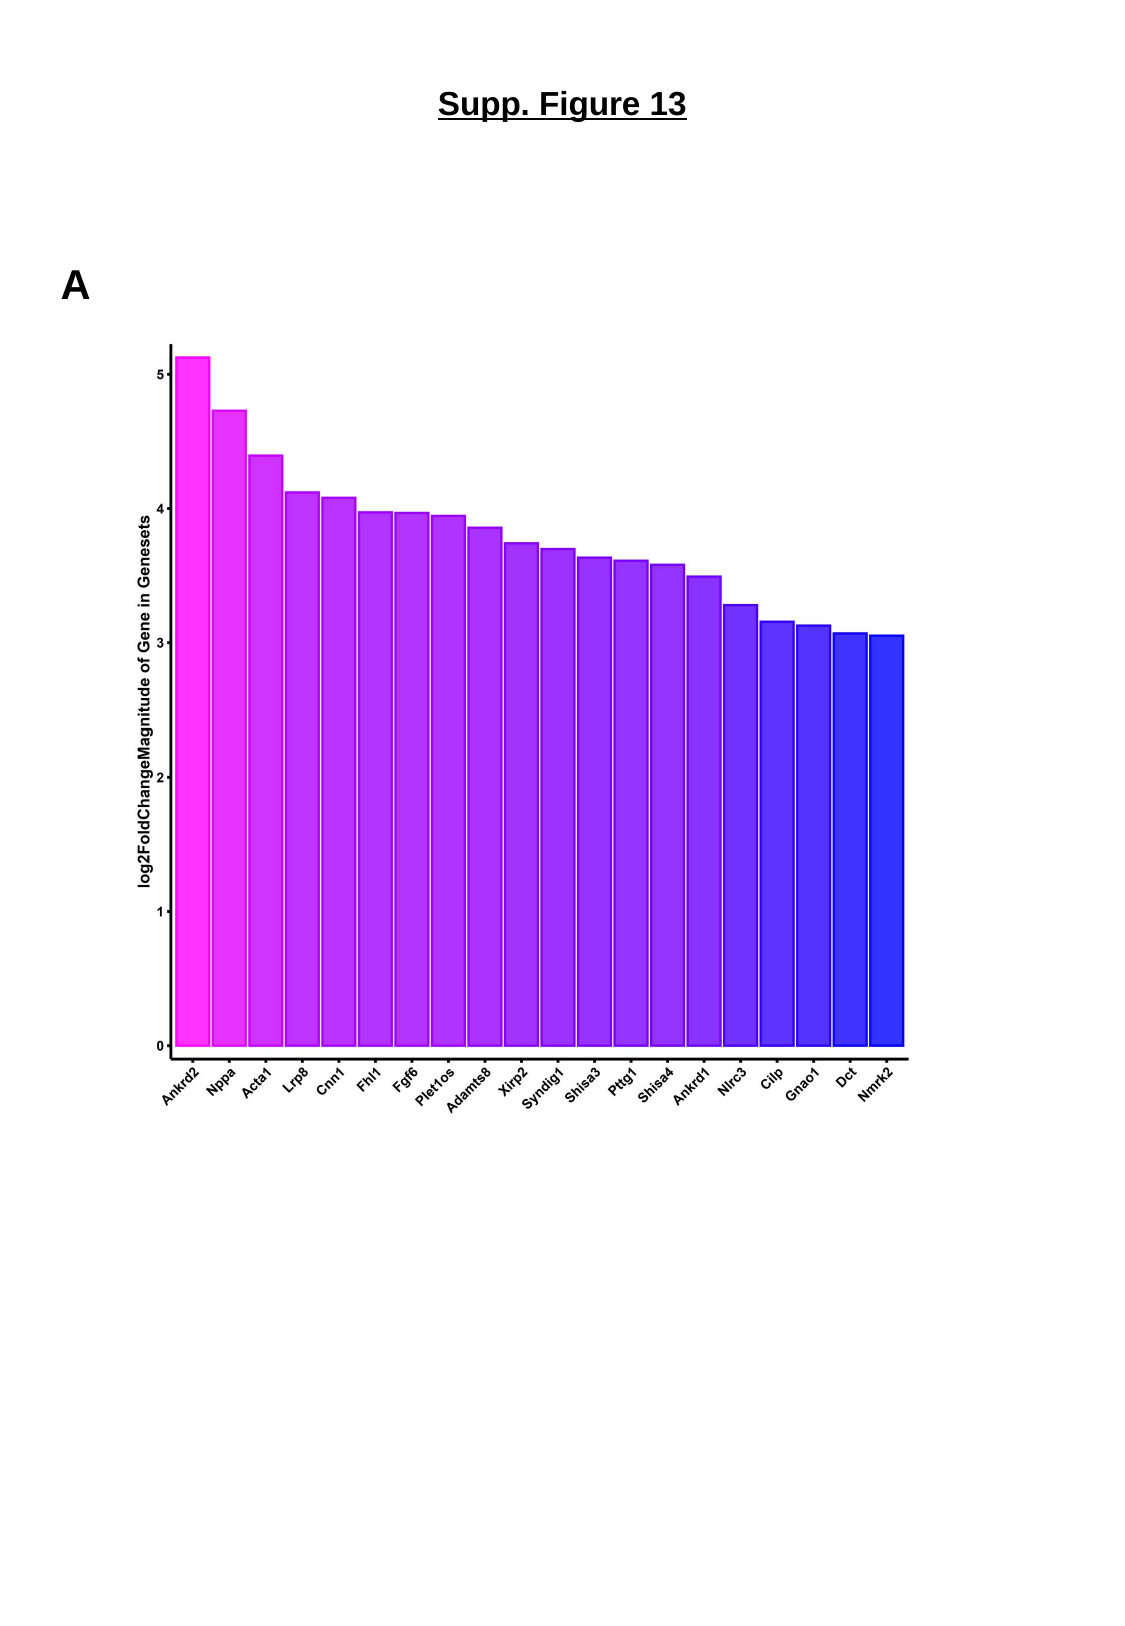

Supp. Figure 13
A

## Slide 14
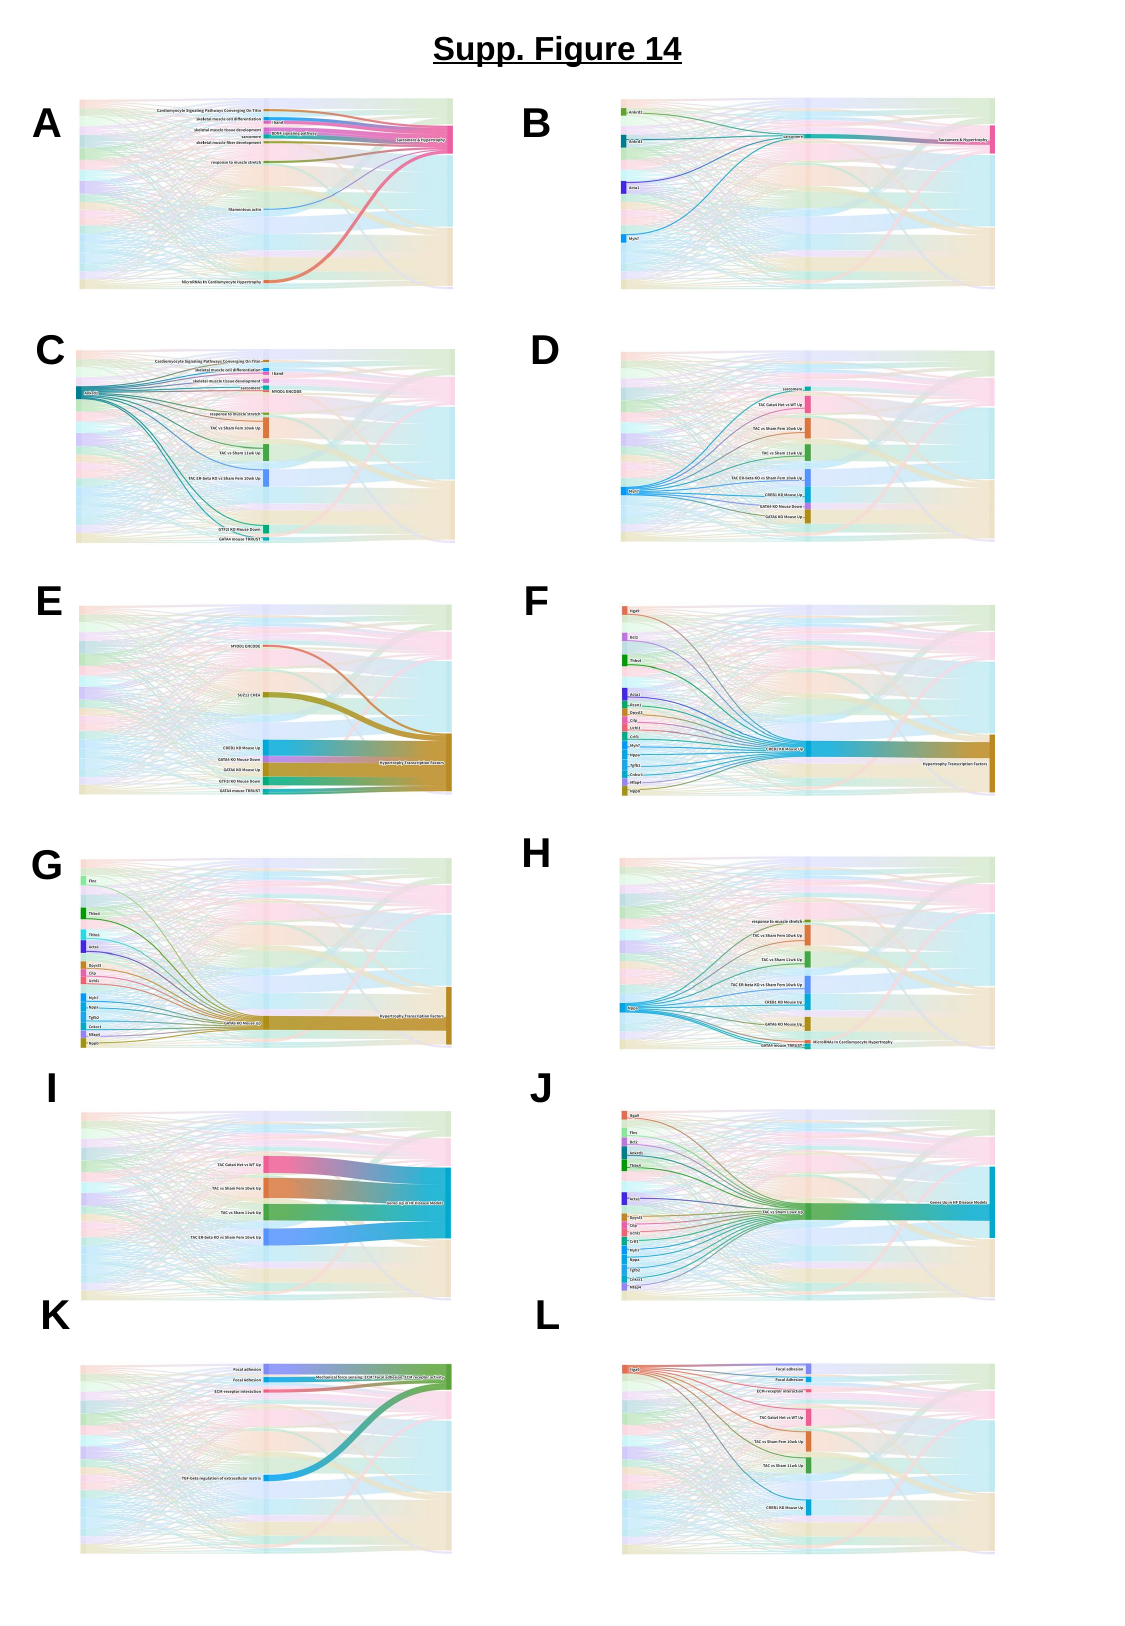

Supp. Figure 14
A
B
C
D
E
F
H
G
I
J
K
L

## Slide 15
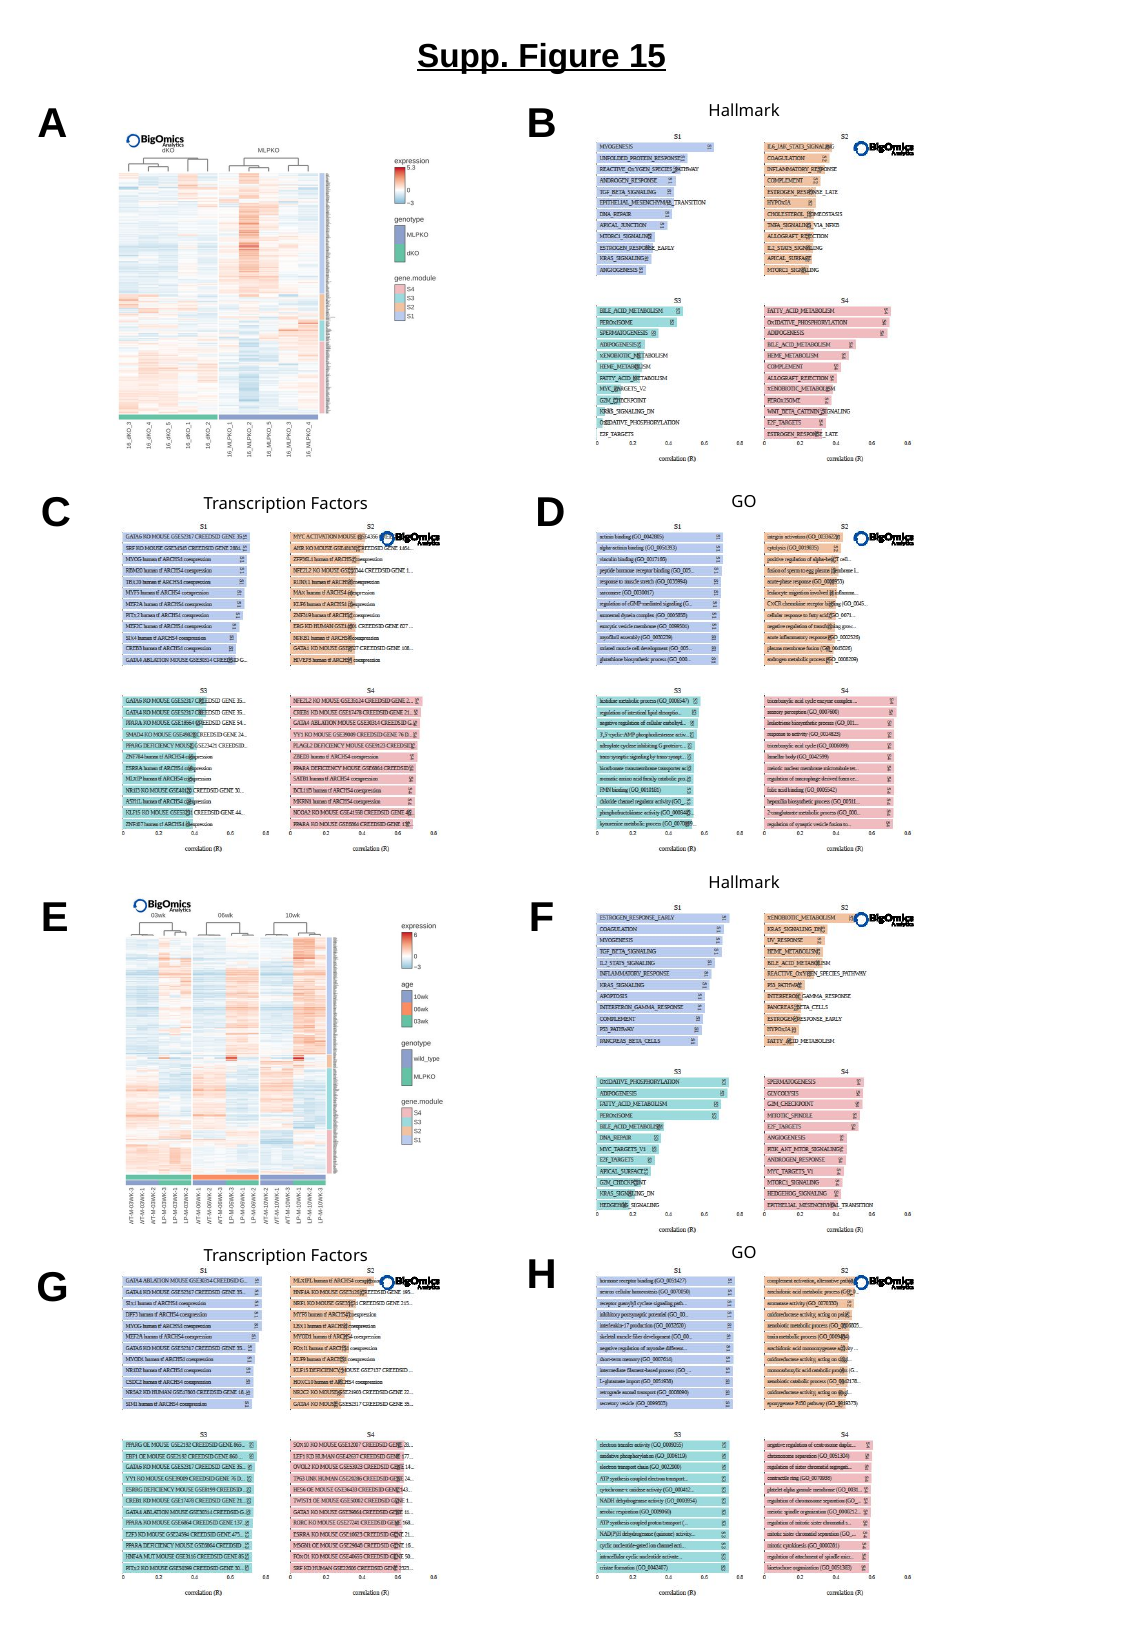

Supp. Figure 15
A
B
Hallmark
C
D
GO
Transcription Factors
Hallmark
E
F
GO
Transcription Factors
H
G

# Supplementary material for: RRAD-reduction reveals efficacy of targeting L-type calcium channel regulation for treatment of heart failure
**Source:** Cardiovasc Res. 2025 Oct 1;121(14):2204–21. doi: 10.1093/cvr/cvaf169
**Supplement:** cvaf169_Supplementary_Data

**Supplemental Table 1.** Post-hoc Tukey's results of longitudinal echocardiography left ventricular fractional shortening (%). The timepoints are 1= 2.5 months of age, 2= 3.5 months (1-month post tamoxifen), and 3= 4.5 months. dKO= double knockout an abbreviated term for the cRAD<sup>Δ/Δ</sup>-MLPKO. Note at timepoint 1, dKO is RAD<sup>fl/fl</sup>-MYH6-MerCreMer-MLPKO since tamoxifen was administered after the echo.

**Supplemental Table 2.** Post-hoc Tukey's results of longitudinal echocardiography left ventricular internal diameter; diastolic (mm). The timepoints are 1= 2.5 months of age, 2= 3.5 months (1-month post tamoxifen), and 3= 4.5 months. dKO= double knockout an abbreviated term for the cRAD<sup>Δ/Δ</sup>-MLPKO. Note at timepoint 1, dKO is RAD<sup>fl/fl</sup>-MYH6-MerCreMer-MLPKO since tamoxifen was administered after the echo.

**Supplemental Table 3.** Post-hoc Tukey's results of longitudinal echocardiography wall to chamber ratio (hr ratio). The timepoints are 1= 2.5 months of age, 2= 3.5 months (1-month post tamoxifen), and 3= 4.5 months. dKO= double knockout an abbreviated term for the cRAD<sup>Δ/Δ</sup>-MLPKO. Note at timepoint 1, dKO is RAD<sup>fl/fl</sup>-MYH6-MerCreMer-MLPKO since tamoxifen was administered after the echo. The anterior and posterior wall were averaged and divided by left ventricular internal diameter (diastolic).

**Supplemental Table 4.** Descriptive statistics for longitudinal echocardiography at each timepoint. Mice were born either MLPKO-RAD<sup>fl/fl</sup> or MLPKO-RAD<sup>fl/fl</sup> MYH6-MerCreMer. A single dose of tamoxifen induced cardiomyocyte-specific RAD deletion (cRAD<sup>Δ/Δ</sup>) at 2.5-months in mice with the MYH6-MerCreMer transgene. Longitudinal echocardiography on pre-tamoxifen (2.5 mo old) and 1- and 2-months post-tamoxifen (3.5- and 4.5-month-old) mice. These numbers represent pooled sex.

**Supplemental Table 5.** Summary data for published muscle lim protein knockout (MLPKO) studies. The means of each group were used in Supp. Figure 2. The third grouping represents transgenic overexpression or constitutive knockout mice. Means with SEM are reported. “n.r.” for sex indicates the study did not report which sex was used nor if mice were pooled. Arber et al. 1997 (DOI: 10.1016/S0092-8674(00)81878-4), Esposito et al. 2000 (DOI: 10.1152/ajpheart.2000.279.6.H3101), Yamamoto et al. 2007 (DOI: 10.1253/circj.71.1958), Makarewich et al. 2018 (DOI: 10.7554/eLife.38319), Li et al. 2018 (DOI: 10.1016/j.ijcard.2018.09.073), Holmes et al. 2023 (DOI: 10.1152/ajpheart.00130.2023).

CaT Amplitude

Note.  $N_{\text{Total}}$  = 60.

CaT Upstroke Velocity

Note.  $N_{\text{Total}}$  = 60.

CaT Decay Velocity

Note.  $N_{\text{Total}}$  = 60.

Force Amplitude ▼

Note.  $N_{\text{Total}}$  = 79.  
Interval around mean represents 95% confidence interval.

Contraction Max Velocity

Note.  $N_{\text{Total}}$  = 79.  
Interval around mean represents 95% confidence interval.

Relaxation Max Velocity

Note.  $N_{\text{Total}}$  = 79.

Estimated Marginal Means ▼

Estimated Marginal Means ▼

Estimated Marginal Means ▼

Estimated Marginal Means

Estimated Marginal Means ▼

Estimated Marginal Means ▼

**Supplemental Table 6.** Descriptive statistics and mixed model ANOVA estimated marginal means of ShRNA *RRAD* knockdown of human heart failure with reduced ejection fraction ex vivo heart slices calcium (CaT) transients and force recordings acutely treated with or without acute isoproterenol (iso.).

**Supplemental Table 7.** Singular enrichment analysis of bulk RNAseq differentially expressed downregulated genes of hearts from 5 MLPKO and 5 cRAD<sup>Δ/Δ</sup>-MLPKO 3.5-month old male mice (1 month after cRAD<sup>Δ/Δ</sup> induction). Databases queried included experimental model databases (Muscle Gene Set, TF Pertubations), GO, transcription factors (TF Consensus of ENCODE & CHEA, and TRRUST) and pathway databases (Wiki Pathways, BioPlanet, KEGG). Analysis was performed using Enrichr. The genes columns includes all hits of DE downregulated genes for a given term (p-adj <0.05, log<sub>2</sub> fold-change < -0.5) (DESeq2).

**Supplemental Table 8.** Singular enrichment analysis of bulk RNAseq differentially expressed upregulated genes of hearts from 5 MLPKO and 5 cRAD<sup>Δ/Δ</sup>-MLPKO 3.5-month old male mice (1 month after cRAD<sup>Δ/Δ</sup> induction). Databases queried included experimental model databases (Muscle Gene Set, TF Pertubations), GO, transcription factors (TF Consensus of ENCODE & CHEA, and TRRUST) and pathway databases (Wiki Pathways, BioPlanet, KEGG). Analysis was performed using Enrichr. The genes columns includes all hits of DE upregulated genes for a given term (p-adj <0.05, log<sub>2</sub> fold-change > 0.5) (DESeq2).

**Supplemental Table 9.** Gene set enrichment analysis of bulk RNAseq of hearts from 5 MLPKO and 5 cRAD $\Delta/\Delta$ -MLPKO 3.5-month old male mice (1 month after cRAD $\Delta/\Delta$  induction). The input genes were ranked by log<sub>2</sub> fold change. WebGestalt was used for the analysis.

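The enrichment databases were not used here, and the ranking by log2 fold change was tested with fgsea on the 7 sets written before the counts were examined. The normalized enrichment score was 2.04 for oxidative phosphorylation (gene permutation test of fgsea, adjusted over the 7 sets, p = 8.12e-06) and −2.68 for contractile fibre genes (the same permutation test, adjusted p = 1.89e-12). The scores were 1.52 for fatty acid oxidation, 1.32 for the tricarboxylic acid cycle, 1.29 for PPAR signalling, 1.27 for ribosomal proteins and −1.19 for glycolysis, none with an adjusted p under 0.05. This test permutes genes, so its p does not carry the spread between mice. With the mouse as the replicate, the 77 ribosomal protein genes had a mean log2 CPM of 6.65 ± 0.056 (SD, n = 5) in MLPKO and 6.71 ± 0.059 (SD, n = 5) in cRADΔ/Δ-MLPKO, a difference of 0.0676 on the log2 scale (two-sided exact permutation test, p = 0.0952; Benjamini-Hochberg adjusted over the 7 sets tested, 0.167), with 59 genes higher and 18 lower.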

**Supplemental Table 10.** Singular enrichment analysis of shared downregulated bulk RNAseq differentially expressed genes between published MLP<sup>+/+</sup> vs MLPKO<sup>31</sup> and this study's of cRAD<sup>Δ/Δ</sup>-MLPKO vs MLPKO. The analysis was performed on genes in both studies that had log<sub>2</sub> FC < -0.5. Databases queried included experimental model databases (Muscle Gene Set, TF Perturbations), GO, transcription factors (TF Consensus of ENCODE & CHEA, and TRRUST) and pathway databases (Wiki Pathways, BioPlanet, KEGG). Analysis was performed using Enrichr. The genes columns includes all hits of DE downregulated genes for a given term (log<sub>2</sub> fold-change < -0.5) (DESeq2).

**Supplemental Table 11.** Singular enrichment analysis terms and their curated category grouping of shared downregulated bulk RNAseq differentially expressed genes between published MLP<sup>+/+</sup> vs MLPKO<sup>31</sup> and this study's cRAD<sup>Δ/Δ</sup>-MLPKO vs MLPKO. These SEA terms are from Supp. Table 10, and this table represents the grouping terms used in the alluvial diagram in Figure 7F.

# Supplementary material for: RRAD-reduction reveals efficacy of targeting L-type calcium channel regulation for treatment of heart failure
**Source:** Cardiovasc Res. 2025 Oct 1;121(14):2204–21. doi: 10.1093/cvr/cvaf169
**Supplement:** cvaf169_Supplementary_Data

**Supplemental Materials and Methods for:**

**RRAD-reduction reveals efficacy of targeting L-type calcium channel regulation for treatment of heart failure**

Elmore et al.

**Methods**

All experimental procedures and protocols were approved by the Animal Care and Use Committee of the University of Kentucky and conformed to the National Institute of Health “Guide for the Care and Use of Laboratory Animals.” Researchers were blinded to genotype during experiments and subsequent analysis.

*Animal model*. All mouse lines used in this work have been previously published^1,2^. Muscle lim protein knocked out (MLPKO) mice were crossed with floxed RAD (RAD^fl/fl^) mice to yield MLP^-/-^, RAD^fl/fl^. To allow inducible, cardiomyocyte-specific deletion of RAD*,* mice were then crossed with mice containing a tamoxifen-inducible Cre recombinase under control of a myosin heavy chain 6 promoter (MYH6-MerCreMer) transgene. This cross yielded MLPKO-RAD^fl/fl^ and MYH6-MerCreMer-MLPKO-RAD^fl/fl^. All mice were administered a single dose of tamoxifen (100 mg/kg intraperitoneal) at 10 weeks (2.5 months).

*Longitudinal echocardiography*. Transthoracic echocardiography was performed at 2.5, 3.5, and 4.5 months of age using the Vevo 3100 high-resolution imaging system equipped with a MX550D (25-55 MHz) linear transducer (FujiFilm, VisualSonics, Inc., Toronto, Canada). Mice were first anesthetized with 2% isoflurane in an induction chamber, chest hair was removed prior to imaging, then a nose cone was placed with inhaled isoflurane, (0.5–1% + 0.5-1.0 L/min 100% O_2_) to maintain a light anesthesia level, with heart rate (350 –500 beats per minute) and core temperature (37°C) continuously monitored and maintained by a heated platform. Male and female mice were evaluated. The heart was visualized from the modified parasternal long axis and short axis views. The left ventricular dimensions and calculated left ventricular EF were measured from the short axis M-mode view ^3^. For each observation, the echocardiogram was traced in triplicate and averaged.

*Histology and gravimetrics*. At 1- and 2-months-post-tamoxifen, mice were anesthetized with ketamine and xylazine (90+10 mg/kg intraperitoneal) before cervical dislocation and heart excision. Heart and wet lung weights were measured. Hearts were perfused with phosphate-buffered saline, fixed overnight in 10% formalin in phosphate-buffered saline, and dehydrated through an ethanol series. Gross heart images were acquired with a Nikon stereo microscope SMZ25 equipped with a Nikon DS-Ri2 and Nikon P2-SHR Plan Apo 0.5x 0.078 NA. Fixed hearts were halved along the short axis with papillary muscle visible, paraffin embedded and sectioned at 5 μm. For cross-sectional area measurements of cardiomyocytes, sections were initially washed with 1x phosphate-buffered saline three times for 3 minutes, blocked for 30 min at room temperature in 3% bovine serum albumin in phosphate-buffered saline, and washed again. Sections were then incubated with conjugated 0.1 mg/ml wheat germ agglutinin-Alexa Flour 488 (Sigma L4895) in phosphate-buffered saline for 15 min at room temperature. Sections were then washed again with phosphate-buffered saline before cover slipping with Vectashield with DAPI (Vector Labs H-1200). A Nikon (Tokyo, Japan) Eclipse E600 equipped with a DS-Fi3, 40X Plan Apo 0.95NA, and mercury lamp was used to acquire >30 technical replicate images per heart (2 sections per heart) of the interventricular septum and left ventricular free wall. Regions were only selected in which cardiomyocytes were in cross-section (circular) and not longitudinal. Cross-sectional area of cardiomyocytes was calculated via an adapted Myovision 2.0 that was trained on cardiomyocytes. A training dataset of 1280 annotated images of WGA-stained cardiomyocytes were used in training a neural network model based on the U-net architecture^4^ in a similar approach as previously done for skeletal muscle cross-sectional images^5^. Image data augmentation was used during model training (10 epochs of 300 steps each) to minimize overfitting due to limited number of annotated images. Image augmentation included random rotations, horizontal and vertical translations, shearing, and zoom. The finalized model was validated by comparing to an additional set of 31 manually quantified images, achieving high degrees of correlation in terms of both average cross-sectional area (slope = 0.97, R^2^ = 0.99) and number of cells per image (slope = 0.94, R^2^ = 0.99). For whole heart section images, slides were scanned on a AxioScan.Z1 (Zeiss, Germany). WGA-488 and Picrosirius Red stained slides were imaged with a 20x objective (Plan-Apochromat 0.8NA and N-Achroplan 0.45NA Pol respectively, Zeiss). Images were captured with a Hamamatsu Orca Flash with 16-bit depth, using identical light source intensity and exposure times. Stitching was performed in Zen Blue (Zeiss). For fibrosis quantification, 4 blinded researchers observed pyramid images of each section, including the entire section and 20X magnification of the interventricular septum and left ventricular free wall, and scored each technical replicate 1-5 (2 sections per mouse).

*Immunoblotting*. At 2.5-months of age and 1-month-post-tamoxifen, mice were anesthetized with ketamine and xylazine (90+10 mg/kg intraperitoneal) before cervical dislocation and heart excision. Freshly excised hearts were flash-frozen upon harvest, and tissue was pulverized before sonification in RIPA Lysis and Extraction Buffer (25 mM Tris, 150 mM Sodium Chloride, 1% NP-40, 1% Sodium Deoxycholate, 0.1% SDS, pH 7.6), HaltTM Protease Inhibitor Cocktail 100X solution (Thermo-scientific REF: 1860932 LOT: Y1370267), HaltTM Phosphatase Inhibitor Cocktail 100X solution (Thermo-Scientific REF: 78420 LOT: YH371140). Lysates were centrifuged at 10,000 rpm, and the protein concentration of supernatants was measured. The lysates were analysed on 4-20% SDS PAGE gels. Immunoblotting was performed with anti-Rad (1:1000, EB11419, Everest Biotech, LOT: E020719) in 3% BSA in PBS. Protein detection was performed using luminol/enhancer solution: peroxide solution (BIO-RAD). Protein quantification for detected proteins was determined through Bio-Rad Image lab software and quantified relative to total protein for each respective lane (stain-free total protein measurement).

*Cardiac magnetic resonance* (CMR) imaging was performed on a 7T system (ClinScan, Bruker) when the animals were 4.5 months old (2-months after tamoxifen). A cardiac and respiratory self-gated ultrashort echo time sequence was used with the following parameters: 15 frames per cardiac cycle, field of view 25mm x 25mm, pixel size 0.13mm, slice thickness 1mm, TE: 0.36ms, TR 9ms, flip angle 10. Five short-axis and 3 long-axis images were acquired. Ventricular volumes and feature-tracking analysis was performed by a level-3 trained CMR reader (CMR42 version 5.14.2, Circle Cardiovascular Imaging, Inc., Calgary, Canada). Circumferential, radial, and longitudinal components of strain were each calculated by averaging all 16 AHA segments at end-systole (i.e., the global average over the entire LV).

*Ventricular Myocyte Isolation*. Ventricular cardiomyocytes were prepared as previously described.^6^ Prior to heart excision mice were anesthetized with ketamine + xylazine. Hearts were excised from adult mice 1-2 months post-tamoxifen (2.5-3.5 months of age) and immediately perfused on a Langendorff apparatus with a high-potassium Tyrode buffer and then digested with 5 to 7 mg liberase (Roche). After digestion, atria were removed, and ventricular myocytes were mechanically dispersed. Calcium concentrations were gradually restored to physiological levels in a stepwise fashion, and only healthy quiescent ventricular myocytes were used for electrophysiological analysis within 8 hours.

*Electrophysiological Recordings.* I_Ca,L_ was recorded in the whole-cell configuration of the patch-clamp technique as previously described.^6^ All recordings were performed at room temperature (20° to 22° C). Borosilicate glass pipettes fire-polished to a resistance of 800-3000 kΩ were filled with a solution consisting of (in mmol/L) 125 Cs-methano-sulfonate, 15 TEA-Cl, 1 MgCl_2_, 10 EGTA, and 5 HEPES, 5 Mg-ATP, 5 phosphocreatine, pH 7.2. Physiological Tyrode’s bath solution contained (in mmol/L) 140 NaCl, 5.4 KCl, 1.2 KH_2_PO_4_, 5 HEPES, 5.55 glucose, 1 MgCl_2_, 1.8 CaCl_2_, pH 7.4. After whole-cell access was achieved, zero sodium bath solution was introduced into the chamber consisting of: (in mmol/L) 150 NMDG, 2.5 CaCl_2_, 1 MgCl_2_, 10 glucose, 10 HEPES, 0.0313 tetrodotoxin citrate, 5 4-AP, pH 7.2. L-type calcium currents were evoked by 300 ms depolarizing voltage steps starting from V_rest_ of -80 mV in +5 mV increments up to +40 mV at 5 s intervals. Currents were sampled at 10 kHz. A low-pass filter was applied using an Axopatch 200B (Molecular Devices, San Jose, Ca, USA), digitized with an Axon Digidata 1550B (Molecular Devices), acquired with Clampex 11.2 (Molecular Devices). Clampfit 11.2 (Molecular Devices) was used for analysis. Activation voltage dependence parameters were obtained by fitting the current-voltage slope conductance transform to a Boltzmann distribution of the form G(V)=G_max_/[1+exp(V½/k)], where G_max_ is the maximal conductance and V½ is the activation midpoint. For current decay kinetics, traces were normalized to peak I_Ca,L_, and current 30 ms and 150 ms after peak was normalized to maximum current for each trace.

Surface ECGs were recorded in isoflurane anesthetized mice using the B/35 and BioAmp (ADInstruments). Recordings sampled at 2kHz were analyzed offline with Lab Chart 7 Pro (ADInstruments) for RR, P-duration, PR, QRS, QT and JT intervals.

*Calcium imaging*. Isolated ventricular cardiomyocytes from 1–2-month post-tamoxifen murine hearts were loaded with Fura-2-AM (Invitrogen F1221, Waltham, Ma, USA) to record Ca^2+^ transients, and paced at room temperature at 1 Hz with field stimulation in physiological Tyrode’s (described above), following >2 min of 1 Hz to induce steady state. A subset of cells underwent a train of frequencies in the following order: 1 Hz (60 seconds), 2 Hz (20 s), 3 Hz (15 s), 0.1 Hz (60 s), 0.5 Hz (30s), 1 Hz (30 s). Sarcomere dynamics were simultaneously recorded via fast Fourier transform analysis of visible striations. F_340/380_ was corrected for background fluorescence for each cell. Data was recorded utilizing an Eclipse TE200 (Nikon, Tokyo, Japan), a Nikon oil-immersion plan flour 40X/1.30 NA objective, a Cairn (Kent, UK) arc lamp, IonOptix (Westwood, Ma, USA) MyoCam-S3, MyoPacer Field Stimulator, Fluorescence System Interface, and Hyperswitch and analyzed via IonWixard v7.5.3.165.

For local Ca^2+^ transients, dispersed cardiomyocytes were loaded with 10 µM Fluo-4-AM (Invitrogen F14201) for 15 minutes and washed twice. Cells were imaged on glass (#1.5) bottom dishes at room temperature with a Nikon AX-R confocal microscope (Nikon, Tokyo, Japan) with a Nikon oil-immersion Plan Apo 60X/1.42 NA using an excitation wavelength of 488 nm. Cells were field stimulated at 1 Hz for >3 minutes with an IonOptix MyoPacer Field Stimulator to induce steady state before imaging for 10 seconds at 965 lines per second. Spark and wave events were manually quantified by a blinded observer within the 10 seconds of field stimulation.

**Human hearts**

Donor hearts not utilized for cardiac transplantation were obtained through the United Network for Organ Sharing (UNOS). The human hearts were acquired following the approval of the institutional regulatory board at Baylor College of Medicine. The human hearts were classified according to the following inclusion and exclusion criteria: 1- Normal healthy donors: Our general inclusion criteria are: 1) age greater than or equal to 50, 2) next of kin informed consent, and 3) ejection fraction >55%.  Our exclusion criteria are: 1) history of myocardial infarction, 2) pregnant women, 3) decompensated heart failure, 4) patients with severe kidney disease, 5) asthma or severe chronic lung disease, 6) cardiac pacemaker or implantable defibrillator, 7) cerebral aneurysm clip, 8) neural stimulator, and 9) history of diabetes. 2- HFrEF donors: Our general inclusion criteria are: 1) age greater than or equal to 50, 2) next of kin informed consent, 3) ejection fraction <40%, and 4) history of myocardial infarction.  5) patients with a history of at least one of these conditions, chronic kidney disease, hypertension, or diabetes. Our exclusion criteria are: 1) pregnant women, 2) asthma or severe chronic lung disease, 3) cerebral aneurysm clip, and 4) neural stimulator.

*Human Heart slicing.* Slicing and culturing of 300 μm thick heart tissue slices were established in our lab and performed as previously described.^7,8^ Hearts were placed in a sterile glass container with cardioplegia solution and then the left ventricle was cut into 1-2 cm^3^ blocks. Each heart tissue cube was placed on a 4% agar bed on top of the specimen holder with the epicardium glued to the agar bed using Histoacryl Blue tissue glue and the endocardium facing up. The tissue block holder was placed on the cutting chamber of a Vibrating Microtome 700SMZ (Campden Instruments). The cutting chamber was filled with cold (4°C) oxygenated modified Tyrode’s solution (Tyrode’s cutting solution, NaCl 140mM; KCl 6mM; glucose 10mM; HEPES 10mM; MgCl_2_ 1mM; CaCl_2_ 1.8mM; 2,3-butanedione monoxime (BDM) 10mM; pH 7.4). To limit cardiomyocyte damage while slicing, the vibrating microtome’s z-axis vibration was calibrated with the ceramic cutting blade to <0.5μm. Prior to slicing the vibrating microtome was pre-sets to 300μm slice thickness, 0.03 mm/s advance speed, and 80 Hz vibration frequency at 2mm horizontal vibration amplitude. Following slicing, each slice was transferred immediately to 100μm nylon mesh cell strainers immersed in oxygenated washout Tyrode’s solution at room temperature (NaCl 140mM; KCl 4.5mM; glucose 10mM; HEPES 10mM; MgCl_2_ 1mM; CaCl_2_ 1.8mM; 2x Antibiotic-Antimycotic; pH 7.4) and a metal washer was placed on the top of the slice to prevent wrinkling. The heart slices were kept in the Tyrode’s washing solution for at least 20 minutes to wash out the BDM and warm the tissue to room temperature.

*Human Heart slice culture.* For stimulated culture, slices were glued at each end into sterilized polyurethane printer 6mm wide printer timing belt with metal wires embedded (Uxcell) using histoacryl blue tissue glue. Then the supported heart slices were transferred into 6 well plates containing 6ml of medium in each well (Medium 199, 1x ITS Supplement, 10% FBS, 5ng/ml VEGF, 10ng/ml FGF-basic, and 2x Antibiotic-Antimycotic). Then a C-Dish top with graphite electrodes (Ionoptix) was placed on the top of the 6 well plate and connected to the C-Pace-EM system (Ionoptix), and stimulated at 10V, 1.2Hz. The plates were placed in the incubator at 37°C with humidified air and 5% CO_2_. Media was changed three times/day with preoxygenated media. The C-Dish top with the graphite electrodes was replaced every day to avoid release of toxic carbon into the medium.

*Human heart slice calcium-transient assessment***.** Heart slices were loaded with Fluo-4 for 30 min at room temperature before being transferred to the superfusion chamber. The loading solution contained a 1:10 mixture of 5 mM Fluo-4 AM in dry DMSO and PowerloadTM concentrate (Invitrogen), which was diluted 100-fold into extracellular Tyrode’s solution (NaCl 140mM; KCl 4.5mM; glucose 10mM; HEPES 10mM; MgCl_2_ 1mM; CaCl_2_ 1.8mM; 2x Antibiotic-Antimycotic; pH 7.4). An additional 20 minutes was allowed for de-esterification before recordings were taken. Contractions and calcium transients were evoked by applying voltage pulses at 1 Hz between platinum wires placed on either side of the heart slice and connected to a field stimulator (IonOptix, Myopacer). Fluo-4 fluorescence transients were recorded via a standard filter set (#49011 ET, Chroma Technology). Resting fluorescence was recorded after cessation of pacing, and background light was obtained after removing the heart slice from the field of view at the end of the experiment. All analyses of calcium transients were based on calcium transients recorded from single cardiomyocytes within the heart slice and the calcium transient amplitude was assessed as the average of 10 consecutive beats for each cardiomyocyte. For b-adrenergic stimulation,1μM isoproterenol was used.

*Human heart slice contractile force assessment.* For contractile force measurement, middle strips of the heart slice were assessed using the Dual-Mode Muscle Lever System (300C-LR, Aurora Scientific Inc, Aurora, Canada). The heart slice strip was kept in Krebs Ringer solution gassed with a mixture of 95% O_2_ and 5% CO_2_ throughout the procedure. The heart slice was tied to a metal pin from one end, and the other end was attached to the force transducer with 4-0 silk suture. The heart slice was positioned between two platinum electrodes to provide electrical stimulation using 701C stimulator (Aurora Scientific Inc.). To find optimal length for isometric contraction, the heart slice strip was slowly stretched until passive force was ~30 mN. The preparation was then warmed to 37°C, allowing 10 min for thermo-equilibration, before measurements of contractile properties. We measured isometric specific twitch force at 1Hz at tetanic electrical stimulations (150 Hz, 800-1000 mA, 0.25 ms pulse). The contractile properties of the same heart slice were assessed basally or after addition of 1µM isoproterenol in the myobath to evaluate the inotropic response of the heart slice to b-adrenergic stimulation. All data were recorded and analyzed using commercial software (DMCv5.5 and DMAv5.3, Aurora Scientific). Force was normalized to cross-sectional area (mN/cm^2^); to estimate the heart slice cross sectional area, heart slice strip weight (g) was divided by the slice length (cm) multiplied by the muscle density (1.06 g/cm3).

*Human heart tissue for protein and RNA*. All procedures were approved by the University of Kentucky Institutional Review Board (IRB# 46103), with informed consent from subjects or their legally authorized representatives. Details of the sample procurement method have been published previously.^9^ Hearts used in this study included those from non-failing organ donors (n=10) and hearts meeting the criteria for dilated cardiomyopathy (DCM; n = 10). Our protocol permits the collection of myocardial samples from organ donors when the heart is not suitable for transplant. A heart may be deemed unsuitable for transplant for various reasons that don’t necessarily include heart disease, including age, viral infections, compatibility issues with the recipient, or size mismatch. Since it is unethical to obtain samples from completely healthy individuals, myocardium from organ donors is considered the gold standard for such research. Myocardial samples from patients fit the diagnostic criteria for DCM, which includes no known history of ischemic events, left ventricular ejection fraction (EF) less than 45%, and a left ventricular internal diameter during diastole (LVIDd) greater than 60 mm (males) and 54 mm (females)^10^.

To calculate the relative expression of *RRAD*, the raw band intensity of *RRAD* for each patient sample was first normalized to the raw band intensity of the loading control sample (lane 2). This value was then further normalized to Actin, which was calculated by dividing the raw band intensity of Actin for the patient sample by the raw band intensity of Actin from the loading control. Normalization to Actin accounted for variations in loading and total protein abundance. Data were analyzed using one-way ANOVA with disease as a fixed effect, and significance was set at p < 0.05. Each patient is represented as an opaque circle.

*Bulk RNAseq.* RNA was extracted from rapid-freeze clamped apical halves of cardiac ventricle (N=5 per group). The manufacturers protocol Qiagen RNeasy Fibrous Tissue Mini Kit (50) (Qiagen 74704, Venlo, Netherlands) was followed. RNA with RIN>9 was submitted to Novogene (Sacramento, CA) for sequencing. mRNA enrichment was performed using polyA selection (Kit) and prepared using a library kit. Each FASTQ file was processed using FastQC to assess the quality of the reads. Subsequently, the reads were aligned to the GRCm39 genome assembly using the STAR alignment software. The total successfully assigned alignments ranged from 64% to 74%. Raw counts were calculated with the featureCounts package and pre-filtered excluding non-annotated/predicted genes Gm or Rik, and genes that did not have >10 expression in at least 6 of 10 mice. 

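The deposited table lists 60676 genes by Ensembl identifier, of which 3491 hold no value in any mouse and 26545 hold a count of 0 in every mouse. More than 10 counts in at least 6 of 10 mice were found for 15232 genes, and 1779 of these are named Gm or Rik and were left out. Of the genes left, 13041 are protein coding. Identifiers were matched to GENCODE M39, which holds 56629 of the 57185 genes with values, and 0.0073% of all counts lay on genes outside it.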

Big Omics v3.4.4^11^ (Lugano, Switzerland) was used for differential gene expression analysis (DESeq2) with a false discovery rate (FDR) of 0.05 (adj. p < 0.05), principal component analysis, and unsupervised hierarchal clustering. Singular enrichment analysis was performed using Enrichr^12-14^ using an input of significant genes up or downregulated log_2_ fold change 0.5. Gene set enrichment analysis was performed using WebGestalt^15^ using all genes (12,452) ranked based on log_2_ fold change. For the comparative analyses with the MLP^+/+^ vs MLPKO study^16^ the published data was downloaded from the Gene Expression Omnibus database (GSE225008).

*Statistical analysis.* In figures, data are presented as the mean ± standard error of the mean unless represented by a box and whisker plot in which case the medians (line) and min to max (whiskers) are reported. Linear mixed models were used in experiments that had a hierarchical/nested structure of cells being sampled from the same mouse and treated mice as a random factor with genotype as a fixed factor. Normality and equality of variances were assessed visually and via normality (Shapiro-Wilk) and variance (Levene’s) tests. The p-values of pairwise comparisons were corrected for multiple comparisons using Tukey’s and Holm’s tests. The means, their 95% confidence intervals, and sample sizes are reported in the figure legends. In experiments that did not have nested structure, parametric two sample t-tests or nonparametric Mann Whitney U-test was used for comparisons of two groups. A paired t-test was used for comparing the before and after condition in the same sample. A repeated measures ANOVA was used for a subset of cells exposed to a train of stimulus frequencies (1, 2, 3, 0.1 Hz) since each cell was repeatedly measured in the recording. For all statistical tests, alpha was 0.05. Statistical analysis and data visualization was performed using GraphPad Prism 10.2.3 (Boston, Ma, USA), JASP 0.19.0^17^, R Statistical Software (R v4.3.2 and RStudio v2023.12.0; Vienna, Austria)^18^ and the following R packages: data.table, dplyr, extrafont, forcats, ggbeeswarm, gghalves, ggplot2, knitr, lubridate, openslsx, PupillometryR, purrr, RColorBrewer, readr, readxl, rlang, stringr, tibble, tidyr, tidyverse, and writexl^19-38^.

**References – Supplemental Text**

1. Arber S, Hunter JJ, Ross J, Hongo M, Sansig G, Borg J, Perriard J-C, Chien KR, Caroni P. MLP-Deficient Mice Exhibit a Disruption of Cardiac Cytoarchitectural Organization, Dilated Cardiomyopathy, and Heart Failure. *Cell*. 1997;88:393-403. doi: <https://doi.org/10.1016/S0092-8674(00)81878-4>

2. Ahern BM, Levitan BM, Veeranki S, Shah M, Ali N, Sebastian A, Su W, Gong MC, Li J, Stelzer JE, et al. Myocardial-restricted ablation of the GTPase RAD results in a pro-adaptive heart response in mice. *J Biol Chem*. 2019;294:10913-10927. doi: 10.1074/jbc.RA119.008782

3. Zacchigna S, Paldino A, Falcão-Pires I, Daskalopoulos EP, Dal Ferro M, Vodret S, Lesizza P, Cannatà A, Miranda-Silva D, Lourenço AP, et al. Towards standardization of echocardiography for the evaluation of left ventricular function in adult rodents: a position paper of the ESC Working Group on Myocardial Function. *Cardiovasc Res*. 2021;117:43-59. doi: 10.1093/cvr/cvaa110

4. Ronneberger O, Fischer P, Brox T. U-net: Convolutional networks for biomedical image segmentation. Paper/Poster presented at: International Conference on Medical image computing and computer-assisted intervention; 2015;

5. Viggars MR, Wen Y, Peterson CA, Jarvis JC. Automated cross-sectional analysis of trained, severely atrophied, and recovering rat skeletal muscles using MyoVision 2.0. *J Appl Physiol (1985)*. 2022;132:593-610. doi: 10.1152/japplphysiol.00491.2021

6. Magyar J, Kiper CE, Sievert G, Cai W, Shi G-X, Crump SM, Li L, Niederer S, Smith N, Andres DA. Rem-GTPase regulates cardiac myocyte L-type calcium current. *Channels*. 2012;6:166-173.

7. Ou Q, Abouleisa RRE, Tang XL, Juhardeen HR, Meki MH, Miller JM, Giridharan G, El-Baz A, Bolli R, Mohamed TMA. Slicing and Culturing Pig Hearts under Physiological Conditions. *J Vis Exp*. 2020. doi: 10.3791/60913

8. Ou Q, Jacobson Z, Abouleisa RRE, Tang XL, Hindi SM, Kumar A, Ivey KN, Giridharan G, El-Baz A, Brittian K, et al. Physiological Biomimetic Culture System for Pig and Human Heart Slices. *Circ Res*. 2019;125:628-642. doi: 10.1161/circresaha.119.314996

9. Blair CA, Haynes P, Campbell SG, Chung C, Mitov MI, Dennis D, Bonnell MR, Hoopes CW, Guglin M, Campbell KS. A Protocol for Collecting Human Cardiac Tissue for Research. *Vad j*. 2016;2. doi: 10.13023/vad.2016.12

10. Harkness A, Ring L, Augustine DX, Oxborough D, Robinson S, Sharma V. Normal reference intervals for cardiac dimensions and function for use in echocardiographic practice: a guideline from the British Society of Echocardiography. *Echo Res Pract*. 2020;7:G1-g18. doi: 10.1530/erp-19-0050

11. Akhmedov M, Martinelli A, Geiger R, Kwee I. Omics Playground: a comprehensive self-service platform for visualization, analytics and exploration of Big Omics Data. *NAR Genomics and Bioinformatics*. 2019;2. doi: 10.1093/nargab/lqz019

12. Chen EY, Tan CM, Kou Y, Duan Q, Wang Z, Meirelles GV, Clark NR, Ma'ayan A. Enrichr: interactive and collaborative HTML5 gene list enrichment analysis tool. *BMC Bioinformatics*. 2013;14:128. doi: 10.1186/1471-2105-14-128

13. Kuleshov MV, Jones MR, Rouillard AD, Fernandez NF, Duan Q, Wang Z, Koplev S, Jenkins SL, Jagodnik KM, Lachmann A, et al. Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. *Nucleic Acids Res*. 2016;44:W90-97. doi: 10.1093/nar/gkw377

14. Xie Z, Bailey A, Kuleshov MV, Clarke DJB, Evangelista JE, Jenkins SL, Lachmann A, Wojciechowicz ML, Kropiwnicki E, Jagodnik KM, et al. Gene Set Knowledge Discovery with Enrichr. *Current Protocols*. 2021;1:e90. doi: <https://doi.org/10.1002/cpz1.90>

15. Elizarraras JM, Liao Y, Shi Z, Zhu Q, Pico Alexander R, Zhang B. WebGestalt 2024: faster gene set analysis and new support for metabolomics and multi-omics. *Nucleic Acids Research*. 2024;52:W415-W421. doi: 10.1093/nar/gkae456

16. Holmes JB, Lemieux ME, Stelzer JE. Torsional and strain dysfunction precede overt heart failure in a mouse model of dilated cardiomyopathy pathogenesis. *Am J Physiol Heart Circ Physiol*. 2023;325:H449-h467. doi: 10.1152/ajpheart.00130.2023

17. JASP-Team. *JASP (Version 0.19.0)[Computer software]*.

18. R-Core-Team. *R: A Language and Environment for Statistical Computing;* Vienna, Austria: 2023.

19. Xie Y. *knitr: A Comprehensive Tool for Reproducible Research in R;* Chapman and Hall/CRC; 2014.

20. Wickham H, Averick M, Bryan J, Chang W, McGowan LDa, François R, Grolemund G, Hayes A, Henry L, Hester J, et al. Welcome to the tidyverse. *Journal of Open Source Software*. 2019;4:1686. doi: 10.21105/joss.01686

21. Forbes SH. PupillometryR: An R package for preparing and analysing pupillometry data. *Journal of Open Source Software*. 2020;5:2285. doi: 10.21105/joss.02285

22. Neuwirth E. RColorBrewer: ColorBrewer Palettes. 2022.

23. Chang W. extrafont: Tools for Using Fonts. 2023.

24. Clarke E, Sherrill-Mix S, Dawson C. ggbeeswarm: Categorical Scatter (Violin Point) Plots. 2023.

25. Forbes S. PupillometryR: A Unified Pipeline for Pupillometry Data. 2023.

26. Müller K, Wickham H. tibble: Simple Data Frames. 2023.

27. Schauberger P, Walker A. openxlsx: Read, Write and Edit xlsx Files. 2023.

28. Spinu V, Grolemund G, Wickham H. lubridate: Make Dealing with Dates a Little Easier. 2023.

29. Wickham H. forcats: Tools for Working with Categorical Variables (Factors). 2023.

30. Wickham H. stringr: Simple, Consistent Wrappers for Common String Operations. 2023.

31. Wickham H, Bryan J. readxl: Read Excel Files. 2023.

32. Wickham H, François R, Henry L, Müller K, Vaughan D. dplyr: A Grammar of Data Manipulation. 2023.

33. Wickham H, Henry L. purrr: Functional Programming Tools. 2023.

34. Barrett T, Dowle M, Srinivasan A, Gorecki J, Chirico M, Hocking T. data.table: Extension of `data.frame`. 2024.

35. Henry L, Wickham H. rlang: Functions for Base Types and Core R and Tidyverse Features. 2024.

36. Wickham H, Chang W, Henry L, Pedersen TL, Takahashi K, Wilke C, Woo K, Yutani H, Dunnington D, van den Brand T. ggplot2: Create Elegant Data Visualisations Using the Grammar of Graphics. 2024.

37. Wickham H, Hester J, Bryan J. readr: Read Rectangular Text Data. 2024.

38. Wickham H, Vaughan D, Girlich M. *tidyr: Tidy Messy Data;* 2024.

How the deposited data were processed for this re-analysis (not part of the article)

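RNA of the left ventricle (the apical part, in the paper's methods) was sequenced from 5 MLPKO and 5 cRADΔ/Δ-MLPKO male mice, 1 month after tamoxifen, which was given at 10 weeks of age at 100 mg per kg. One library was made per mouse, and the sample labels and the table's column names assign each library to a genotype and a mouse number. The paper gives the age as 3.5 months and the labels give 16 weeks. The authors aligned the reads to GRCm39 with STAR and counted them per gene with featureCounts, and the deposited values are raw counts, not normalized. The paper gives no settings for read pairs, strand or reads shared by several genes, and no read was aligned again here.

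The count table holds 60676 genes, of which 3491 have no value in any mouse. These were left out. Genes were named and placed by GENCODE M39 on GRCm39, which holds 56629 of the 57185 genes with counts. The total count per mouse lay between 33457406 and 49965101 over the 10 mice, with a median of 43738141. Counts of 3 or fewer in every mouse of a group were taken as the floor, against which a fold is a lower bound. From 1 to 20 counts, 73.7% or more of the values were even in every library.

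Genes with more than 10 counts in at least 6 of 10 mice were kept and those named Gm or Rik were left out, as in the methods of the paper, which left 13453 genes. Normalization used TMM, and the genotypes were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment. Differentially expressed genes had an adjusted p under 0.05 and a log2 fold change of at least 0.5 in size. The authors used DESeq2, which was run as an alternative (version 1.42.0), as was limma-voom (limma 3.58.1). On simulated counts of the 13453 genes with 200 changed, the edgeR test recovered 90% of the changed genes and 2.17% of its calls were false. DESeq2 recovered 93% with 13.5% of its calls false, and limma-voom recovered 88.5% with 2.21% false. All simulated changes were larger than 0.5 on the log2 scale, and the counts came from edgeR's dispersions, without outlying mice or correlated genes. These shares need not hold for the real counts.

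Expression space was computed on log2 CPM with a prior count of 2, and tested over all splits of the mice into groups of 5 with an exact permutation test of the pseudo-F ratio. Gene sets were scored in each mouse as the mean log2 CPM of their genes and compared with two-sided exact permutation tests, with camera and preranked enrichment (fgsea 1.28.0) as alternatives. The sets were written from gene symbols before the data were examined, apart from the skeletal muscle and atrial marker genes, which were written afterwards but before their test, and the databases named in the paper were not used. Clustering used z-scores of the 12 genes of Figure 7E. These steps were run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

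The genes named are those that the paper names for this experiment, *Rrad* and its paralogs, *Csrp3* and sex check genes. Added were the 10 genes with the largest log2 fold change in size and no overlap between the genotypes, at an edgeR adjusted p under 0.05. The list of the paper's genes was begun before the data were examined. It grew while the text was written, last by *Ccl8*, *Ccr2* and *Pf4*, and was then shortened. Tallies over the named genes were therefore not fixed beforehand. Genes outside these groups are marked as chosen after their values were seen. The mouse numbers are shared by the genotypes in the labels but belong to different animals, so the number was no block in the comparison, and a fit with it was run as an alternative. Other alternatives were size factors by RLE and by the upper quartile, no filter on low counts, the filter of edgeR, Gm and Rik genes kept, robust dispersion, a test against a log2 fold change of 0.5, other linkages and distances, the 500 genes with the highest variance, unit variance, a variance stabilizing transformation, the median of a set, and leaving out each mouse. Differences of mean log2(CPM + 0.5), log2(CPM + 1) and log2(CPM + 2) were added after the data had been seen. The published time course of MLPKO and MLP+/+ mice, the enrichment databases and the protein measurements were not analysed here.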

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

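The library size test for MLPKO mouse 2, the atrial test for cRADΔ/Δ-MLPKO mouse 1 and the test of library size for the mitochondrial share were chosen only after the results were seen. In each genotype, a value was looked at again when the gap between its most extreme mouse and the next was more than 0.71 of the range of the 5 mice. Of 206 groups of 5 mice, 20 met this, where chance gives about 10.3. Of the 20 values, 9 were in MLPKO and 11 in cRADΔ/Δ-MLPKO mice.

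In 6 of them MLPKO mouse 2 was the highest. The gap as a share of the range was 0.9 for *Star*, 0.73 for *Ankrd2*, 0.748 for *Sypl2*, 0.712 for *Adamts8*, 0.75 for *Cnn1* and 0.718 for *Cilp*. That mouse also lay farthest from the mean of its group, at a distance of 62.3 on the log2 CPM of the 13453 genes, with the other 4 MLPKO mice at 36.4 to 49.6. Skeletal muscle tissue in the sample might raise such genes, but MLPKO mouse 3 and not mouse 2 had the highest skeletal muscle marker genes, with a gap of 0.245. Atrial marker genes were highest in mouse 2, with a gap of 0.532, below the limit. Only 5 of 10 skeletal and 4 of 6 atrial marker genes passed the count filter, so both tests rest on few genes. Mouse 2 had the lowest total count of its group, with a gap of 0.276, also below the limit. A more severe cardiomyopathy in this mouse is a biological hypothesis. The mouse had the highest normalized counts of the 10 mice for *Myh7* (55490), *Nppa* (100700) and *Nppb* (58880) and the lowest mean log2 CPM of the oxidative phosphorylation (7.51) and fatty acid oxidation (7.55) genes, values that were looked up after the mouse stood out. Heart function was not analysed here.

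In cRADΔ/Δ-MLPKO mouse 1 the values were the highest of the group for *Acta1* (gap 0.74), *Myom3* (0.762), *Fhl1* (0.895) and the atrial marker genes (0.805). Mouse 2 of that group was the highest for *Nppb* (0.772) and *Creb1* (0.856), and mouse 3 the lowest for *Myom2* (0.757), *Snai3* (0.714) and *Chrm2* (0.81). Mouse 4 was the lowest for *Kcnj14* (0.743) and the highest for the fatty acid oxidation genes (0.818). In MLPKO, mouse 3 was the lowest for *Pttg1* (0.788) and *Acta2* (0.757), and mouse 5 the highest for the cardiomyocyte marker genes (0.754). For cRADΔ/Δ-MLPKO mouse 1, atrial tissue in the sample is a candidate explanation, since its atrial marker genes were above the limit, on 4 genes. The values of the other mice in this paragraph were not tested for any technical or biological explanation.

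The mitochondrially encoded genes, which the paper does not discuss, held 22.0% ± 0.552 (SD, n = 5) of all counts in cRADΔ/Δ-MLPKO and 18.3% ± 2.10 (SD, n = 5) in MLPKO. The difference was 3.70 percentage points (two-sided exact permutation test, p = 0.00794, the smallest these mice allow), with every cRADΔ/Δ-MLPKO mouse above every MLPKO mouse. Without MLPKO mouse 2 it was 3.06 (exact permutation p = 0.00794). A difference in library size is a candidate cause, but the share did not follow the total count over the 10 mice (Spearman's rho 0.042, permutation p = 0.919). Cardiomyocyte marker genes were lower in cRADΔ/Δ-MLPKO (exact permutation p = 0.00794), but contractile genes, which make up much of that list, were lower as well, so a larger share of cardiomyocyte RNA cannot be told apart by this list. RNA quality and the number of mitochondria were not tested. The mean log2 CPM of the 19 mitochondrially encoded genes did not differ by more than the spread between mice (difference 0.148, exact permutation p = 0.175).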

How the results depend on the processing

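The alternatives were fixed before the data were examined, except the differences of mean log2(CPM + 0.5), log2(CPM + 1) and log2(CPM + 2), which were chosen after seeing the values. The edgeR count of 369 genes stayed between 309 and 380 under RLE or upper-quartile scaling, limma-voom, no filter on low counts, the filter of edgeR, Gm and Rik genes kept and robust dispersion. With DESeq2 it was 1298, with 236 differentially expressed genes lower and 223 higher. With glmTreat, 0 genes were lower and 1 was higher, with 364 genes at an unadjusted p under 0.05. With DESeq2 calls and log2(CPM + 0.5) differences, 180 genes were lower and 246 higher. With log2(CPM + 1) they were 162 and 207, and with log2(CPM + 2) 139 and 142. Among all genes that edgeR called, 242 were lower and 127 higher. With upper-quartile scaling they were 205 and 175, and with RLE scaling 245 and 117. The share of lower genes among the differentially expressed ones was 60.7%, 54.1% with upper-quartile scaling and 51.4% with DESeq2. Without cRADΔ/Δ-MLPKO mouse 2 it was 47.7%, with 42 lower and 46 higher, so that the excess of lower genes reversed. The cause was not tested.

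Across the 10 fits that each left out one mouse, 47 to 826 genes had an edgeR adjusted p under 0.05, with 23 to 251 differentially expressed genes lower and 9 to 175 higher. The pseudo-F went from 2.04 to 2.80, with an exact permutation p between 0.00794 and 0.0317. The difference in distance to the group mean went from −11.55 to −2.47 and passed 0.05 in 1 of the 10 fits. Set differences went from 0.127 to 0.190 for oxidative phosphorylation, where 7 of the 10 fits had a p over 0.05, from 0.0441 to 0.0893 for ribosomal proteins, where 1 had a p under 0.05, and from −0.0967 to −0.0531 for glycolysis, where 2 did. The contractile fibre set went from −0.813 to −0.560, with a p under 0.05 in all 10.

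The camera test, which is neither exact nor a permutation test, gave 0.1727 for oxidative phosphorylation and 0.05184 for contractile fibre genes, both over 0.05. Glycolysis was −0.0855 with RLE scaling and −0.1632 as the median of the set (exact permutation p = 0.0397 in both). Fatty acid oxidation, the tricarboxylic acid cycle and PPAR signalling stayed over 0.05 in the 14 alternatives each that could have passed it. The largest cluster of only cRADΔ/Δ-MLPKO mice held 1 mouse with Pearson's correlation and 5 on the 500 genes with the highest variance. The cause was not tested.

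Of 84 named genes, DESeq2 gave 79 an adjusted p, brought 20 of them under 0.05 and took 0 out of it. It gave none to *Ankrd2*, *Sprr1a*, *Cnn1*, *Hp* and *Star*. No direction reversed under any of the 9 other fits of all mice. Robust dispersion took out 11, limma-voom 10 and Gm and Rik genes kept 4. *Srf* had 0.03 with all mice and −0.0091 to 0.0724 with one left out, reversed to −0.0006 without MLPKO mouse 3 and −0.0091 without MLPKO mouse 4. *Smad4* reversed from −0.03 to 0.0278, 0.0275 and 0.0270 as differences of mean log2(CPM + 0.5), log2(CPM + 1) and log2(CPM + 2). Of the 840 values with one mouse left out, 209 lost and 31 gained a call. The cause was not tested.

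With the replicate block, that is, the mouse number in the fit, edgeR called 281 genes, 210 of them among the 369, with 104 differentially expressed genes lower and 65 higher. In the paired comparison, the difference was 0.1544 for oxidative phosphorylation (exact sign-flip permutation p = 0.1875) and −0.7082 for contractile fibre genes (exact sign-flip permutation p = 0.0625, the smallest that 5 pairs allow, which PPAR signalling and glycolysis genes reached too). Of the named genes, 11 lost and 3 gained a call. Mice with the same number are different animals, and their deviations from the group means had a mean correlation of 0.059, against −0.014 for mice of different numbers (exact permutation p = 0.175 over 120 pairings). The depth limits *A1cf* and *Lipo4*, which MLPKO mice show at the floor, so that their folds are lower bounds.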

Differences from the paper's values

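The differences of mean log2(CPM + 0.5), log2(CPM + 1) and log2(CPM + 2) were chosen after seeing the values, and 3 such constants were tried. The figure values were read by eye after the values of the re-analysis were known.

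At an adjusted p under 0.05, edgeR gave 369 genes against the paper's 1327. DESeq2, the tool that the paper's methods name, gave 1298, and none of the other alternatives set before the data were examined closed the gap. With a log2 fold change of at least 0.5 in size, edgeR gave 168 genes against the paper's 346. DESeq2 gave 459 and edgeR without MLPKO mouse 4 gave 426, each within 1.5 times the paper's count, and the other alternatives set before the data were examined did not. With DESeq2 calls and differences of mean log2(CPM + 0.5), log2(CPM + 1) and log2(CPM + 2), which were chosen after seeing the values, the counts were 426, 369 and 281. Of these genes, 66 were higher against the paper's 143. The count was 175 without MLPKO mouse 4, the one alternative set before the data were examined that closed the gap, and DESeq2, with 223, did not. With log2(CPM + 1) it was 207 and with log2(CPM + 2) 142, both chosen after seeing the values. Lower were 102 genes against the paper's 203. DESeq2 gave 236 and edgeR without MLPKO mouse 4 gave 251, the others set before the data were examined did not come within 1.5 times, and log2(CPM + 0.5), log2(CPM + 1) and log2(CPM + 2), chosen after seeing the values, gave 180, 162 and 139.

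For 13 of 25 log2 fold changes read from the figures, the value differed from the paper's by more than the standard error of that setting, and the alternatives set before the data were examined that are not given for a gene did not close its gap, apart from *Lipo2* and *A1cf*, for which most were not run. A gap is called closed where it is no larger than the standard error of that setting, whether the value moved or the error widened. *Nppa* was −2.05 against the paper's about −1.3 in Figure 7E, read by eye; with DESeq2 −2.05 and with robust dispersion −2.05 did not move towards it, and only the wider standard error of these settings spans the gap; with limma-voom −1.42, with the replicate number as a block −1.40, without MLPKO mouse 2 −1.53, without MLPKO mouse 5 −1.81, without cRADΔ/Δ-MLPKO mouse 3 −1.93, without cRADΔ/Δ-MLPKO mouse 4 −1.89 and without cRADΔ/Δ-MLPKO mouse 5 −1.91 closed it; log2(CPM + 0.5) −1.35, log2(CPM + 1) −1.35 and log2(CPM + 2) −1.35, chosen after seeing the values, did. *Ankrd1* was −1.27 against the paper's about −0.9 in Figure 7E, read by eye; without MLPKO mouse 2 −1.03, without MLPKO mouse 5 −1.17, without cRADΔ/Δ-MLPKO mouse 3 −1.18 and without cRADΔ/Δ-MLPKO mouse 5 −1.15 closed it; log2(CPM + 0.5) −1.15, log2(CPM + 1) −1.15 and log2(CPM + 2) −1.15, chosen after seeing the values, did. *Ankrd2* was −5.87 against the paper's about −3.0 in Figure 7E, read by eye; with limma-voom −4.27 and without MLPKO mouse 2 −3.02 closed it; log2(CPM + 0.5) −3.35, log2(CPM + 1) −2.89 and log2(CPM + 2) −2.38, chosen after seeing the values, did.

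*Sprr1a* was −5.02 against the paper's about −2.7 in Figure 6, read by eye; with limma-voom −3.82 and without MLPKO mouse 2 −2.95 closed it; log2(CPM + 0.5) −3.0013, log2(CPM + 1) −2.57 and log2(CPM + 2) −2.07, chosen after seeing the values, did. *Ces5a* was −3.52 against the paper's about −2.1 in Figure 6, read by eye; no alternative set before the data were examined closed the gap; log2(CPM + 0.5) −2.42 and log2(CPM + 1) −2.0005, chosen after seeing the values, did. *Kcnj14* was −2.23 against the paper's about −1.7 in Figure 6, read by eye; with limma-voom −1.91, with the replicate number as a block −1.98, without MLPKO mouse 2 −1.67 and without cRADΔ/Δ-MLPKO mouse 4 −2.14 closed it; log2(CPM + 0.5) −1.73, log2(CPM + 1) −1.59 and log2(CPM + 2) −1.37, chosen after seeing the values, did. *Serpinb1c* was −2.75 against the paper's about −1.7 in Figure 6, read by eye; no alternative set before the data were examined closed the gap; log2(CPM + 0.5) −1.92 and log2(CPM + 1) −1.57, chosen after seeing the values, did. *Rp1* was 2.82 against the paper's about 1.5 in Figure 6, read by eye; no alternative set before the data were examined closed the gap; log2(CPM + 1) 1.52, chosen after seeing the values, did.

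*Snai3* was 2.30 against the paper's about 1.7 in Figure 6, read by eye; no alternative set before the data were examined closed the gap; log2(CPM + 0.5) 2.09 and log2(CPM + 1) 1.80, chosen after seeing the values, did. *Cenpf* was 2.01 against the paper's about 1.5 in Figure 6, read by eye; with limma-voom 1.92, without MLPKO mouse 1 1.89, without MLPKO mouse 2 1.88, without cRADΔ/Δ-MLPKO mouse 4 1.92 and without cRADΔ/Δ-MLPKO mouse 5 1.63 closed it; log2(CPM + 0.5) 1.77, log2(CPM + 1) 1.62 and log2(CPM + 2) 1.41, chosen after seeing the values, did. *Gbp10* was 2.26 against the paper's about 1.2 in Figure 6, read by eye; no alternative set before the data were examined closed the gap; log2(CPM + 1) 1.24, chosen after seeing the values, did. *Lipo2* was 5.08 against the paper's about 2.2 in Figure 6, read by eye; this gene does not pass the filter, and of the alternatives set before the data were examined only the fit without a count filter was run for it, which did not close the gap; log2(CPM + 1) 2.28, chosen after seeing the values, closed it. *A1cf* was at least 4.71 against the paper's about 1.1 in Figure 6, read by eye; this gene does not pass the filter, and of the alternatives set before the data were examined only the fit without a count filter was run for it, which did not close the gap; log2(CPM + 0.5) 1.61 and log2(CPM + 1) 1.101, chosen after seeing the values, closed it.

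The paper lists the following genes among its changed genes, in its text, figures or supplementary tables, and edgeR gave each an adjusted p over 0.05. The log2 fold change and the edgeR adjusted p are given in brackets. *Flnc* (−1.09, 0.114), *Nppa* (−2.05, 0.124), *Rcan1* (−1.23, 0.106) and *Fgf6* (−1.39, 0.128) had an adjusted p under 0.05 without MLPKO mouse 4. *Nmrk2* (−1.28, 0.0690), *Fstl3* (−0.89, 0.0928), *Uck2* (−1.50, 0.0661) and *Pf4* (0.66, 0.103) had an adjusted p under 0.05 with DESeq2 and without MLPKO mouse 4. *Myom3* (−3.61, 0.0570), *Fhl1* (−2.09, 0.0609) and *Shisa4* (−1.44, 0.0580) had an adjusted p under 0.05 with DESeq2, without MLPKO mouse 4 and without cRADΔ/Δ-MLPKO mouse 1. *Adora1* (−1.09, 0.0570) and *Gata4* (−0.37, 0.0557) had an adjusted p under 0.05 with DESeq2, without MLPKO mouse 3 and without MLPKO mouse 4. *Chrm2* (−0.59, 0.0737) and *Bambi* (−0.59, 0.0768) had an adjusted p under 0.05 with DESeq2, with the replicate number as a block and without MLPKO mouse 4. *Itgam* (0.89, 0.106) and *Vsig4* (1.49, 0.0926) had an adjusted p under 0.05 with DESeq2.

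*Itgb2* (0.77, 0.0724) and *Ccr2* (1.00, 0.0609) had an adjusted p under 0.05 with DESeq2 and without cRADΔ/Δ-MLPKO mouse 2. *Myom2* (−1.09, 0.0558) had an adjusted p under 0.05 with DESeq2, with the replicate number as a block, without MLPKO mouse 3 and without MLPKO mouse 4. *Adamts8* (−1.78, 0.102) had an adjusted p under 0.05 without cRADΔ/Δ-MLPKO mouse 1. *Star* (−2.16, 0.0869) had an adjusted p under 0.05 without MLPKO mouse 2. *Klhl41* (−1.40, 0.0667) had an adjusted p under 0.05 with DESeq2, without MLPKO mouse 2 and without MLPKO mouse 4. *Ccl8* (1.71, 0.0609) had an adjusted p under 0.05 with DESeq2 and without cRADΔ/Δ-MLPKO mouse 1. *Nppb* (−1.02, 0.241), *Cnn1* (−2.17, 0.103), *Syndig1* (−2.08, 0.120), *Shisa3* (−1.71, 0.0996), *Pttg1* (−0.82, 0.584), *Cilp* (−0.52, 0.560) and *Hp* (3.82, 0.107) did so under no setting that was run, where DESeq2 gave *Cnn1* and *Hp* (and *Star*) no adjusted p.

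The paper describes the matrix genes as reduced by a factor of 2. *Mmp23* was at 62.0% of its MLPKO mean. Figure 6 labels *Lipo2* and *A1cf*, which had more than 10 counts in 5 and 4 mice, fewer than the 6 that the filter in the methods asks for. The paper ranked 12452 genes, where that filter left 13453 here, and the cause was not tested.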

Other observations

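The test of even counts and the second test of gene positions were chosen only after the results were seen, and the window and the fit of the first test of gene positions were set then too.

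The real split of the mice gave 369 genes with an edgeR adjusted p under 0.05. Of the 16 splits that part all same-numbered mice, 1 gave as many genes, the real one, and 1 gave as many differentially expressed genes. With 16 splits the share cannot fall under 0.0625, so this count alone cannot pass 0.05. The other 15 gave 0 genes. Among 84 more splits, drawn from those that part fewer pairs, 0 gave as many, and the most was 13 genes. Over all 100 splits, the real one alone gave as many, and 96 gave no gene. The total counts of the genotypes differed by no more than the spread between mice (exact permutation p = 0.5873).

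*A1cf*, *Lipo4* and *Lipo2* lie on chromosome 19 and were higher in cRADΔ/Δ-MLPKO. *Lipo4*, chosen after its values were seen, had 0 to 1 counts in MLPKO and 14 to 34 in cRADΔ/Δ-MLPKO, at least 8.01-fold higher. A candidate explanation is sequence next to the MYH6-MerCreMer transgene, which only the cRADΔ/Δ-MLPKO mice carry. Over all 168 differentially expressed genes of the fit without a count filter, the most in 10 neighbouring genes was 3, on chromosome 19 (*Lipo4*, *Lipo2* and *Acta2*), which shuffled calls reached often (permutation p = 0.3675). There are 14 genes from *A1cf* to *Lipo2*, so a window of 10 cannot hold both and this test could not find that group. Of the 8 differentially expressed genes with a log2 fold change of at least 4 in size, 3 lay within 2000000 bases, which random genes seldom did (permutation p = 0.0005999). The limit of 4 and the span were set after *A1cf* and *Lipo2* had been seen, so this p is too small by an unknown amount. Where the transgene lies, a strain variant near these genes, and reads shared among the *Lipo* paralogs were not tested, and the pattern cannot be told apart from them.

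A list of 16 macrophage marker genes was higher in cRADΔ/Δ-MLPKO by 0.624 on the log2 scale (two-sided exact permutation test, p = 0.01587), with all 16 genes higher by edgeR, 0 of them at an adjusted p under 0.05, 14 at an unadjusted p under 0.05 and 9 at a DESeq2 adjusted p under 0.05. The paper's changed genes include some of the list, which was fixed beforehand. A larger share of macrophages in the tissue may underlie this, but more transcript per cell would give the same shift, and the counts cannot separate them. Endothelial marker genes were higher by 0.191 (exact permutation p = 0.00794) and cardiomyocyte marker genes lower by the difference of −0.190 (exact permutation p = 0.00794). Fibroblast (exact permutation p = 0.484) and blood (exact permutation p = 0.857) marker genes did not differ by more than the spread between mice. These p values were not adjusted for the number of lists.

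Even counts made up at least 73.72% of the counts from 1 to 20 in every library, and 51.0% to 56.5% of those above 1000. Both ends of a read pair counted separately may produce this, and no other explanation was tested.

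The 15 calcium handling genes past the filter differed as a set by no more than the spread between mice (difference −0.0629, exact permutation p = 0.444). *Cacna2d1*, chosen after its value was seen, had a log2 fold change of −0.81 (edgeR adjusted p = 0.0334). *Gem*, a paralog of *Rrad*, had 125 ± 32.3 (SD, n = 5) normalized counts in MLPKO and 187 ± 26.1 (SD, n = 5) in cRADΔ/Δ-MLPKO, a log2 fold change of 0.58 (edgeR adjusted p = 0.0928, and 0.0261 to 0.147 over the alternatives), and *Rem2* had 0 counts in all 10 mice. *Tnni3* had 105910 ± 9021 (SD, n = 5) and 115580 ± 10764 (SD, n = 5), a log2 fold change of 0.13 (edgeR adjusted p = 0.421).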
